# Fam102a translocates Runx2 and Rbpjl to facilitate Osterix expression and bone formation

**DOI:** 10.1038/s41467-024-55451-z

**Published:** 2025-01-02

**Authors:** Yu Yamashita, Mikihito Hayashi, Anhao Liu, Fumiyuki Sasaki, Yosuke Tsuchiya, Hiroshi Takayanagi, Mitsuru Saito, Tomoki Nakashima

**Keywords:** Cell signalling, Bone, Stem-cell differentiation

## Abstract

Bone remodeling maintains the robustness of the bone tissue by balancing bone resorption by osteoclasts and bone formation by osteoblasts. Although these cells together play a crucial role in bone remodeling, only a few reports are available on the common factors involved in the differentiation of the two types of cells. Here, we show family with sequence similarity 102 member A (Fam102a) as a bone-remodeling factor that positively regulates both osteoclast and osteoblast differentiation. Fam102a regulates osteoblast differentiation by controlling recombination signal binding protein for immunoglobulin κ J region-like (Rbpjl). The Fam102a-Rbpjl axis promotes the nuclear translocation of transcription factors and enhances the expression of Osterix, a transcription factor essential for osteoblast differentiation. The deletion of *Fam102a* or a functional mutation in *Rbpjl* leads to osteopenia accompanied by reduced osteoblastic bone formation. Thus, the Fam102a-Rbpjl axis plays an important role in osteoblasts and this finding provides insights into bone remodeling.

## Abstract (web summary)

Here the authors show that Fam102a positively regulates osteoblast differentiation by promoting Osterix expression via Runx2 and Rbpjl. Loss of Fam102a or mutation of Rbpjl causes osteopenia, highlighting the critical role of the Fam102a-Rbpjl axis in bone remodeling.

## Introduction

Osteoporosis is an escalating medical and economic problem caused by an imbalance in bone homeostasis, which increases the risk of fragility fractures that, in turn, deleteriously impact ambulatory activities and, hence, cause quality of life issues^1,2^. Osteoporotic fractures typically occur in areas weakened by bone loss, such as the proximal femur and vertebrae of elderly patients. Even when treated surgically, fragility fractures are commonly associated with a decline in activities of daily living and an ultimate increase in mortality^2,3^. Osteoporotic fractures of the proximal femur and lumbar spine carry a 12-month excess mortality rate of up to 20% owing to an enhanced risk of complications^4^. Therefore, research on the mechanisms of bone metabolism is crucially required.

Bone is constantly renewed through a homeostatic process that balances resorption and formation. This “bone remodeling” process maintains the strength of bone tissue and tightly regulates calcium and phosphate metabolism^2,5^. The cells that constitute the bone, namely, osteoclasts, osteoblasts, and osteocytes, are mutually regulated by intercellular communication and disruption of this balance leads to various bone diseases, including osteoporosis^6–8^. Therefore, elucidating the regulatory mechanisms involved in bone remodeling is important for understanding both bone physiology and pathophysiology. Although several reports had dealt with the distinct regulatory mechanisms of osteoclast and osteoblast differentiation^6–8^, relatively few reports have focused on the common factors involved in the differentiation of both cell types, partly because osteoclasts are derived from hematopoietic stem cells, and osteoblasts are derived from skeletal stem cells. Certain factors and pathways, such as nuclear factor of activated T cells (NFAT) and Wnt signaling, have been shown to regulate both osteoclast and osteoblast differentiation. Wnt signaling is a potent activator of osteoblast differentiation and enhances osteoclast differentiation^7,9^. The transcription factor NFAT is a key regulator of osteoclast differentiation^10^; it also regulates osteoblast differentiation in cooperation with Osterix (Osx, encoded by *Sp7*)^11^. The identification of a novel bone-remodeling factor that regulates both osteoclast and osteoblast differentiation advances our understanding of the mechanisms of bone metabolism and supports the development of innovative osteoporosis therapies.

Therefore, we screened for a molecule that regulates both osteoclast and osteoblast differentiation as a crucially important bone remodeling factor and identified the family with sequence similarity 102 member A (*Fam102a*) gene by comprehensive gene expression analysis. When the breast cancer cell line MCF-7 was stimulated with estrogen, the expression of *Fam102a*, also known as early estrogen-induced gene 1 (*Eeig1*), was upregulated during the early phase^12^. In this study, we found that Fam102a dominantly enhances osteoblast differentiation by regulating the expression of Osx as a result of controlling the nuclear translocation of runt-related transcription factor 2 (Runx2). Runx2 and Osx are master regulators of osteoblast differentiation^7^. Fam102a plays an important role in the maintenance of bone mass by regulating bone formation in vivo.

We identified the transcription factor “recombination signal binding protein for immunoglobulin κ J region-like” (Rbpjl), which is a member of the Rbpj gene family, as a regulator of osteoblast differentiation by comprehensive gene expression analysis of *Fam102a*–deficient osteoblasts. Rbpjl is highly expressed in pancreatic adenocytes which are promoted by self-amplification via the Notch signaling pathway^13–15^. However, it remains unclear whether Rbpjl contributes to bone homeostasis by regulating osteoblast differentiation and whether it has a self-amplifying capacity in osteoblasts. In this study, we demonstrated that Rbpjl self-amplifies in osteoblasts and maintains bone mass by regulating the expression of Osx together with Runx2, independent of Notch signaling. In addition, autoamplification of Rbpjl is regulated by Fam102a through nuclear translocation.

## Results

### Fam102a-mediated regulation of bone remodeling

We performed a comprehensive gene expression analysis of cells deficient in each key transcription factor to identify the common factors that regulate both osteoclast and osteoblast differentiation. We analyzed cells derived from mice deficient in nuclear factor of activated T cells 1 (*Nfatc1*), a key transcription factor in osteoclast differentiation, in osteoclasts (*Ctsk*^Cre/+^ *Nfatc1*^flox/flox^ mice)^16–18^ to narrow down the list of genes that might positively regulate osteoclasts. These mice exhibited a complete osteopetrotic phenotype at 3 weeks of age (Supplementary Fig. 1a, b) and stimulation of splenocytes derived from these mice with receptor activator of nuclear factor-κB ligand (RANKL) and macrophage colony-stimulating factor (M-CSF) did not induce tartrate-resistance acid phosphatase (TRAP)–positive multinucleated cell formation (Supplementary Fig. 1c). In cells derived from *Ctsk*^Cre/+^ *Nfatc1*^flox/flox^ mice, the expression of various genes related to osteoclast differentiation decreased (Supplementary Fig. 2a). We identified 18 genes that were highly expressed in mature osteoclasts, upregulated upon differentiation, and downregulated in cells from *Ctsk*^Cre/+^ *Nfatc1*^flox/flox^ mice compared to that in *Ctsk*^Cre/+^ *Nfatc1*^flox/+^ cells. We examined cells derived from *Runx2*–deficient mice to identify the genes that potentially regulate osteoblast differentiation. Our analysis revealed the downregulation of genes associated with osteoblast differentiation in *Runx2*–deficient osteoblasts (Supplementary Fig. 2b). We identified 52 genes that were highly expressed in mature osteoblasts, were upregulated during differentiation, and were downregulated in *Runx2*–deficient osteoblasts. Of these, *Fam102a* was identified as the only gene common to both types of bone cells (Fig. 1a). Fam102a was expressed in a wide range of cells, and among the various cell types analyzed, we found that it was expressed in osteoblasts and at high levels in osteoclasts (Supplementary Fig. 3).

**Fig. 1:**
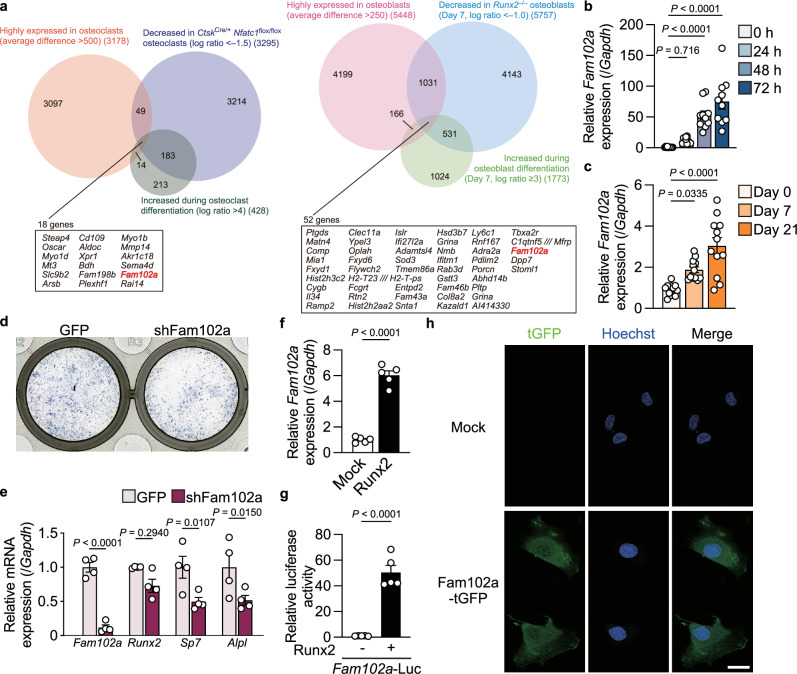
Identification of Fam102a as a regulator of bone remodeling. **a** Identification of Fam102a as a Runx2- and NFATc1-induced gene. **b**, **c** *Fam102a* mRNA expression during osteoclast (**b**, *n* = 10) and osteoblast (**c**, Day 0: *n* = 11, Day 7 and 21: *n* = 12) differentiation. **d** ALP staining of turboGFP (tGFP) and shFam102a expressing calvarial cells cultured in osteogenic medium for 7 days. **e** The effect of lentiviral knockdown of Fam102a on osteoblastic gene expression in calvarial cells cultured in osteogenic medium for 7 days (*n* = 4; independent experimental replicates). **f** The effect of retroviral overexpression of Runx2 on *Fam102a* mRNA expression in MC3T3-E1 cells cultured in osteogenic medium for 7 days (*n* = 5; independent experimental replicates). **g** The effect of Runx2 expression on the reporter activity of *Fam102a*-Luc (region 2) in MC3T3-E1 cells (*n* = 5; independent experimental replicates). **h** Fam102a localization in MC3T3-E1 cells lentivirally expressing Fam102a-tGFP (green). Nuclei were stained with Hoechst 33342 (blue) (scale bar, 20 µm). Three independent experiments were performed. Data are shown as the mean ± SEM. Statistical analyses were performed using one-way ANOVA and Tukey’s *post hoc* test (**b** and **c**) or unpaired two-sided Student’s *t* test (**e**–**g**). Source data are provided as a Source Data file.

We analyzed the expression and function of Fam102a in vitro to determine whether *Fam102a* regulates the differentiation of osteoclasts and osteoblasts. *Fam102a* expression was upregulated in both osteoclasts and osteoblasts during differentiation (Fig. 1b, c). As Fam102a expression was shown to be under the control of NFATc1 signaling in osteoclasts (Fig. 1a), we analyzed the involvement of NFATc1 in *Fam102a* expression in osteoblasts. Treatment of the osteoblast cell line MC3T3-E1 with the calcineurin inhibitor INCA-6, which inhibits NFAT activation, did not affect *Fam102a* expression (Supplementary Fig. 4a). As *Fam102a* was identified as a gene with expression upregulated early after estrogen treatment in MCF-7^12^, we analyzed the effect of estrogen treatment on *Fam102a* expression in both osteoclasts and osteoblasts. However, estrogen treatment had no effect on *Fam102a* expression in preosteoclasts or preosteoblasts (Supplementary Fig. 4b, c). These results indicate that estrogen signaling is not involved in *Fam102a* expression in either cell type.

As Fam102a has been reported to play a role in osteoclasts^19,20^, we examined its role in osteoblasts. The lentiviral knockdown of Fam102a inhibited osteoblast differentiation (Fig. 1d). Analysis of osteoblastic gene expression in *Fam102a* knockdown cells revealed that the expression of *Runx2*, a transcription factor essential for osteoblast differentiation, was unchanged, whereas the expression of *Sp7*, another transcription factor essential for osteoblast differentiation, was decreased (Fig. 1e). Conversely, overexpression of Fam102a in MC3T3-E1 cells promoted osteoblast differentiation and increased *Sp7* expression, but not *Runx2* expression (Supplementary Fig. 5a–c). These results suggest that Fam102a regulates osteoblast differentiation downstream of Runx2. In fact, overexpression of Runx2 significantly induced the expression of *Fam102a* (Fig. 1f). To examine whether Runx2 directly regulates *Fam102a* expression, we confirmed the Runx2 binding site in the *Fam102a* promoter region based on the available ChIP-Seq database (ChIP-Atlas^21^) using a luciferase assay of gene promoter activity. Analysis of the Runx2 binding site in the promoter region of *Fam102a* showed that no Fam102a reporter signal was induced by Runx2 expression (Supplementary Fig. 5d, e). In contrast, examination of the enhancer region of *Fam102a* to which Runx2 binds (Supplementary Fig. 5d), showed that Runx2 had enhancer activity for *Fam102a* (Fig. 1g). Furthermore, deletion of Runx2 binding sites within the enhancer region abolished Runx2-mediated transactivation of *Fam102a* (Supplementary Fig. 5d, f). These results suggest that the recruitment of Runx2 to the enhancer region of *Fam102a* positively regulates the expression of *Fam102a*.

Several studies have reported that Fam102a in osteoclasts is predominantly localized to the cytoplasm^19^ or nucleus^20^. To clarify the localization of Fam102a in osteoblasts, we examined the localization of Fam102a protein fused with turbo green fluorescent protein (tGFP) expressed in MC3T3-E1 cells and found that Fam102a-tGFP was localized in the cytoplasm and nucleus (Fig. 1h). These results indicated that Fam102a is induced by Runx2 activation and is involved in osteoblast differentiation.

### Mice with conditional deletion of *Fam102a* in osteoclasts

We analyzed cell-specific *Fam102a*–deficient mice to elucidate the in vivo role of Fam102a in bone cells. Osteoclast-specific *Fam102a*–deficient mice were generated by crossing *Ctsk*^Cre/+^ mice with *Fam102a*-floxed mice (Supplementary Fig. 6a–c). The mice survived and developed normally. Micro-computed tomography (µCT) along with bone morphometric analyses of the distal femur and the proximal tibia revealed that male *Ctsk*^Cre/+^ *Fam102a*^flox/Δ^ mice had significantly increased trabecular bone volume compared to *Fam102a*^flox/Δ^ mice due to lower osteoclastic bone resorption and comparable levels of osteoblastic bone formation at 12 weeks of age (Fig. 2a–d). To assess the impact of *Fam102a* deficiency in *Ctsk*^+^ cells on cortical bone, we examined the cortical bone parameters of the distal femur using µCT. At 12 weeks of age, the cortical bone thickness, volume, and periosteal perimeter of male *Ctsk*^Cre/+^ *Fam102a*^flox/Δ^ mice were comparable to those of the control mice (Supplementary Fig. 7). Osteoclast differentiation from bone marrow-derived macrophages (BMMs) decreased in *Ctsk*^Cre/+^ *Fam102a*^flox/Δ^ mice (Fig. 2e). These results suggest that Fam102a is involved in bone remodeling by promoting osteoclast differentiation in vivo, which is consistent with a previous report^19^.

**Fig. 2:**
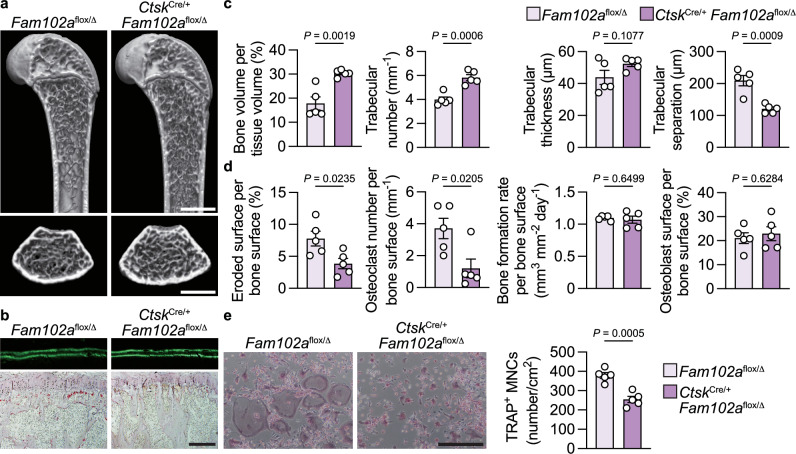
Mice wih conditional deletion of *Fam102a* in osteoclasts exhibit an osteopetrotic phenotype. **a** Representative micro-computed tomography (µCT) images of the distal femur in 12-week-old male *Fam102a*^flox/Δ^ and *Ctsk*^Cre/+^ *Fam102a*^flox/Δ^ mice (scale bar, 1 mm). **b** New bone formation was determined by calcein double labeling (upper panel). TRAP staining of the proximal tibiae of 12-week-old male *Fam102a*^flox/Δ^ and *Ctsk*^Cre/+^ *Fam102a*^flox/Δ^ mice (lower panel) (scale bar, 0.2 mm). **c** μCT analysis of the distal femur in 12-week-old male *Fam102a*^flox/Δ^ and *Ctsk*^Cre/+^ *Fam102a*^flox/Δ^ mice (*n* = 5). **d** Bone morphometric analysis in the proximal tibiae in 12-week-old male *Fam102a*^flox/Δ^ and *Ctsk*^Cre/+^ *Fam102a*^flox/Δ^ mice (*n* = 5). **e** In vitro osteoclast differentiation from *Fam102a*^flox/Δ^ and *Ctsk*^Cre/+^ *Fam102a*^flox/Δ^ BMMs analyzed by TRAP staining (scale bar, 0.4 mm) (*n* = 5). Data are shown as the mean ± SEM. Statistical analyses were performed using unpaired two-sided Student’s *t* test. Source data are provided as a Source Data file.

### Mice with conditional deletion of *Fam102a* mice in osteoblasts

To investigate the role of Fam102a in osteoblasts, we analyzed mice in which *Fam102a* was specifically deleted in *Sp7*-*Cre*^+^ cells, including osteoblasts. Analysis of the distal femur and proximal tibia of male *Sp7*-*Cre*^+^ *Fam102a*^flox/Δ^ mice revealed a significant decrease in trabecular bone with suppressed osteoblastic bone formation and comparable levels of osteoclastic bone resorption at 12 weeks of age (Fig. 3a–d). µCT analysis revealed that cortical bone thickness and volume were significantly reduced in male *Sp7*-*Cre*^+^ *Fam102a*^flox/Δ^ mice, whereas periosteal perimeters were comparable to those in *Sp7*-*Cre*^+^ *Fam102a*^flox/+^ mice (Supplementary Fig. 8). These results indicated that Fam102a is involved in bone remodeling by promoting osteoblast differentiation in vivo.

**Fig. 3:**
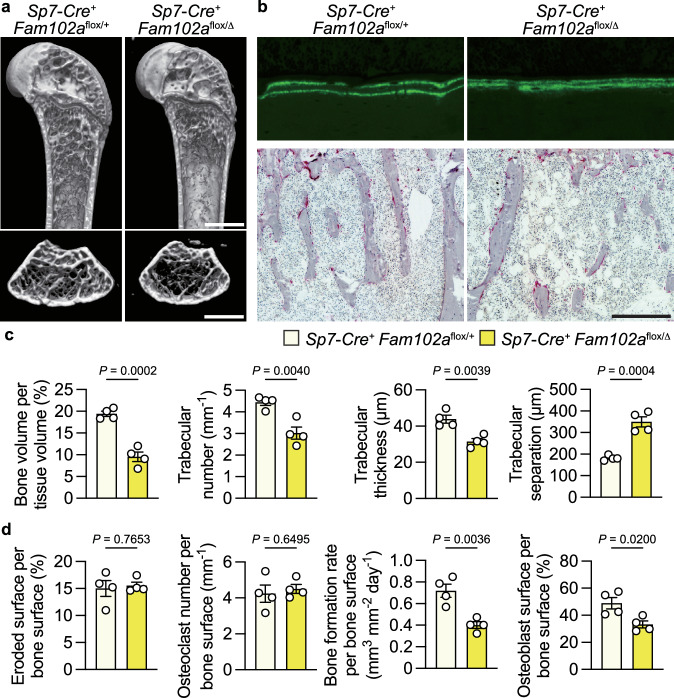
Mice with conditional deletion of *Fam102a* in osteoblast lineage cells exhibit an osteoporotic phenotype. **a** Representative μCT images of the distal femur in 12-week-old male *Sp7*-*Cre*^+^ *Fam102a*^flox/+^ and *Sp7*-*Cre*^+^ *Fam102a*^flox/Δ^ mice (scale bar, 1 mm). **b** New bone formation was determined by calcein double labeling (upper panel). TRAP staining of the proximal tibiae of 12-week-old male *Sp7*-*Cre*^+^ *Fam102a*^flox/+^ and *Sp7*-*Cre*^+^ *Fam102a*^flox/Δ^ mice (lower panel) (scale bar, 0.2 mm). **c** μCT analysis of the distal femur in 12-week-old male *Sp7*-*Cre*^+^ *Fam102a*^flox/+^ and *Sp7*-*Cre*^+^ *Fam102a*^flox/Δ^ mice (*n* = 5). **d** Bone morphometric analysis in the proximal tibiae in 12-week-old male *Sp7*-*Cre*^+^ *Fam102a*^flox/+^ and *Sp7*-*Cre*^+^ *Fam102a*^flox/Δ^ mice (*n* = 5). Data are shown as the mean ± SEM. Statistical analyses were performed using unpaired two-sided Student’s *t* test. Source data are provided as a Source Data file.

### Osteoporotic phenotype of global *Fam102a*–deficient mice

Although we have demonstrated that Fam102a positively regulates both osteoclast and osteoblast differentiation by analyzing mouse strains with respective cell-specific deficiencies, the comprehensive role of Fam102a in vivo remains unclear. We generated mice lacking *Fam102a* throughout the body (*Fam102a*^Δ/Δ^) by crossing *Actb*-*Cre* mice with *Fam102a*-floxed mice to determine the gross role of Fam102a in the bone in vivo. The body lengths and weights of 12-week-old *Fam102a*^Δ/Δ^ mice were similar to those of control mice. Bone analysis revealed a significant reduction in trabecular and cortical bone in the distal femur and proximal tibia of male *Fam102a*^Δ/Δ^ mice, along with suppressed osteoblastic bone formation and osteoclastic bone resorption (Fig. 4a–e). Similarly, the trabecular bone in the distal femur was significantly reduced in female *Fam102a*^Δ/Δ^ mice at 12 weeks of age (Supplementary Fig. 9a). We also examined the phenotypes of organs other than bones in *Fam102a*^Δ/Δ^ mice. Despite a significant decrease in pancreatic weight and an increase in lung weight among the major organs, no apparent abnormalities were observed in fasting blood glucose levels and histological analysis of the pancreas and lungs in 12-week-old male *Fam102a*^Δ/Δ^ mice (Supplementary Fig. 9b, c, and Supplementary Table 1). Therefore, we conclude that these changes in organ weight did not affect bone metabolism. Given that Fam102a is predominantly involved in bone formation and that *Fam102a*^Δ/Δ^ mice show reduced osteoblast and osteoclast differentiation, *Fam102a*^Δ/Δ^ mice exhibited an osteoporosis-like phenotype with low bone turnover at 12 weeks of age. Osteoblast differentiation in *Fam102a*–deficient calvarial cells was significantly reduced compared to that in control cells (Fig. 4f, g). Gene expression analysis showed that *Runx2* expression remained unchanged, whereas *Sp7* expression was significantly decreased (Fig. 4h), similar to the results obtained using knockdown cells. These results suggested that Fam102a controls *Sp7* expression rather than *Runx2* expression in osteoblasts. As previously reported, osteoclast differentiation of BMMs derived from *Fam102a*^Δ/Δ^ mice was decreased (Supplementary Fig. 10a) and analysis of osteoclastic gene expression showed a significant reduction in *Nfatc1* expression (Supplementary Fig. 10b).

**Fig. 4:**
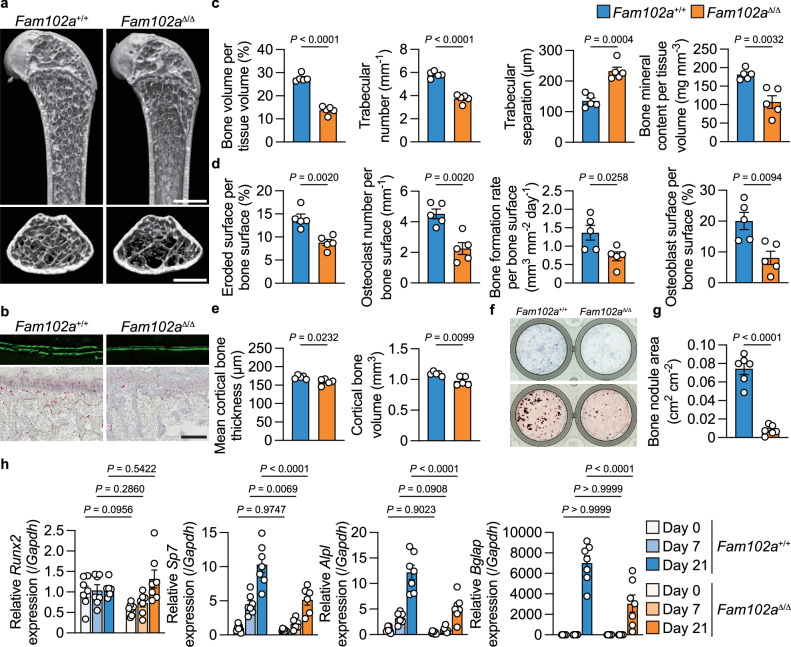
Mice lacking *Fam102a* throughout the body exhibit an osteoporotic phenotype. **a** Representative μCT images of the distal femur in 12-week-old male *Fam102a*^Δ/Δ^ mice and their littermate controls (scale bar, 1 mm). **b** New bone formation was determined by calcein double labeling (upper panel). TRAP staining of the proximal tibiae of 12-week-old male *Fam102a*^Δ/Δ^ mice and their littermate controls (lower panel) (scale bar, 0.2 mm). **c** μCT analysis of the distal femur in 12-week-old male *Fam102a*^Δ/Δ^ mice and their littermate controls (*n* = 5). **d** Bone morphometric analysis in the proximal tibiae in 12-week-old male *Fam102a*^Δ/Δ^ mice and their littermate controls (*n* = 5). **e** Cortical bone analysis as measured by μCT in 12-week-old male *Fam102a*^Δ/Δ^ mice and their littermate controls (*n* = 5). **f** In vitro osteoblast differentiation of *Fam102a*^+/+^ and *Fam102a*^Δ/Δ^ calvarial cells shown by ALP staining (at 7 days of culture, upper panel) and Alizarin Red S staining (at 21 days of culture, lower panel). **g** Bone nodule formation in *Fam102a*^+/+^ and *Fam102a*^Δ/Δ^ calvarial cells cultured in osteogenic medium for 21 days (*n* = 6; independent experimental replicates). **h** mRNA expression of osteoblastic genes during differentiation in *Fam102a*^+/+^ and *Fam102a*^Δ/Δ^ calvarial cells (*n* = 7; independent experimental replicates). Data are shown as the mean ± SEM. Statistical analyses were performed using unpaired two-sided Student’s *t* test (**c**–**e** and **g**) or two-way ANOVA and Sidak’s *post hoc* test (**h**). Source data are provided as a Source Data file.

### Fam102a enhances Runx2 activity by regulating nuclear translocation of Kpna2

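Total RNA was sequenced from 3 cultures of *Fam102a*+/+ and 3 cultures of *Fam102a*Δ/Δ calvarial cells after 7 days in osteogenic medium, which drives these cells into osteoblasts. In the *Fam102a*Δ/Δ cells, exons 2 and 3 of *Fam102a* are deleted. The cDNA was made with a SMART-seq v4 kit and read on an Ion Proton sequencer, and the authors counted reads per gene with CLC Genomics Workbench on the mouse genome mm10. The settings of the alignment are not given in the sources used here, and neither is whether the counting used strand. The deposited tables give read counts and RPKM for 53715 genes. The reads in genes, exons and introns together, numbered 12212169, 18986894 and 19985762 in the *Fam102a*+/+ libraries and 12934473, 21210150 and 16795786 in the *Fam102a*Δ/Δ libraries, so that 1 read is 0.0471 to 0.0819 CPM (counts scaled to a common library size). Intron reads made up 52.2 to 54.5% of the gene reads in the *Fam102a*+/+ libraries and 45.8 to 53.2% in the *Fam102a*Δ/Δ libraries. *Rn7s1*, a 7SL RNA, took 15.8 to 16.6% of the gene reads in *Fam102a*+/+ and 9.66 to 13.3% in *Fam102a*Δ/Δ (2-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow).

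*Fam102a* (ENSMUSG00000039157) lies on chromosome 2 of mm10 from 32535332 to 32569756. It had 170, 249 and 244 reads in the *Fam102a*+/+ libraries and 185, 260 and 257 in the *Fam102a*Δ/Δ libraries. This is 13.7 ± 0.958 CPM (SD, n = 3) against 13.3 ± 0.469 CPM (SD, n = 3). The log2 fold change was −0.04 (standard error 0.127, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The deleted exons hold 3.58% of the length of the transcript *Fam102a*-201, so the reads of the whole gene do not check the genotype labels. Reads placed on the exons of *Fam102a*, a count chosen after the values were seen, numbered 124, 206 and 207 in *Fam102a*+/+ and 123, 174 and 157 in *Fam102a*Δ/Δ. Their log2 fold change was −0.34 (standard error 0.135, adjusted p = 0.667 from the same test).

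Of 16391 genes with enough reads to be tested, edgeR called 3 higher and 5 lower in *Fam102a*Δ/Δ at an adjusted p under 0.05. In all 8 of them the libraries of the 2 genotypes did not overlap, as in 11.1% of all genes tested, where chance gives 10%. This is not independent evidence, since the 8 were called on these libraries. Among the 991 genes at an unadjusted p under 0.05, 835 did not overlap. At an unadjusted p under 0.05, 479 genes were higher and 512 were lower, where chance alone gives 819.6 genes in all. DESeq2 called 49 genes higher and 72 lower at an adjusted p under 0.05. With the replicate number as a block, edgeR called 5 higher and 4 lower. Replicates 2 and 3 carry the label of a sequencing run that replicate 1 of either genotype lacks. With replicates 2 and 3 alone, edgeR called 0 genes higher and 0 lower at an adjusted p under 0.05, with 451 higher and 402 lower at an unadjusted p under 0.05, and replicate 1 alone is too few for a test. Leaving out 1 library moved these counts as well, and fits on fewer libraries have less power to call genes. Without *Fam102a*Δ/Δ replicate 1, edgeR called 0 genes higher and 0 lower at an adjusted p under 0.05, with 401 higher and 431 lower at an unadjusted p under 0.05. Without *Fam102a*Δ/Δ replicate 3, it called 5 higher and 8 lower. The genes called lower numbered 2 without *Fam102a*+/+ replicate 1, and 0 without *Fam102a*+/+ replicate 2 or without *Fam102a*+/+ replicate 3, where 373 and 331 genes were lower at an unadjusted p under 0.05.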

To explore the mechanism by which Fam102a regulates *Sp7* expression, we performed total RNA-seq analysis of osteoblasts differentiated from *Fam102a*–deficient calvarial cells (Fig. 5a). 

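The heatmap of Supplementary Fig. 11a labels 37 genes of osteoblast differentiation, of which 30 had enough reads to be tested. In *Fam102a*Δ/Δ osteoblasts, 18 of the 30 were lower and 12 were higher, with log2 fold changes from −1.67 for *Alpl* to 1.35 for *Ibsp* and a median of −0.02. On the RPKM scale, 13 of the 30 were lower. At an unadjusted p under 0.05, 9 were lower, among them *Alpl*, *Matn4*, *Ogn*, *Sp7*, *Omd* and *Runx2*, and 1 was higher, *Wnt5a*. With the replicate number as a block, 7 were lower, *Dcn* among them, and 1 was higher. At an adjusted p under 0.05, edgeR called 0 of the 30, while DESeq2 called 4 lower (*Alpl*, *Ogn*, *Sp7* and *Omd*). Adjusted over the list alone, 3 were lower. The paper does not say how the list was chosen, so it is not taken as independent evidence. In 7 of the genes that were lower, the libraries of the 2 genotypes did not overlap, as chance gives in 10% of genes in either direction. *Sp7* (ENSMUSG00000060284), which encodes Osterix, lies on chromosome 15 of mm10 from 102356606 to 102367182. It fell from 17.7 ± 2.94 CPM (SD, n = 3) in *Fam102a*+/+ to 8.91 ± 1.61 CPM (SD, n = 3) in *Fam102a*Δ/Δ. Its log2 fold change was −0.98 (standard error 0.184, adjusted p = 0.193 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 gave an adjusted p of 0.0037, and all alternatives together gave 2.9e-05 to 0.872. *Alpl* (ENSMUSG00000028766), which encodes tissue-nonspecific alkaline phosphatase, lies on chromosome 4 from 137741733 to 137796384. It fell from 58.3 ± 14.3 CPM (SD, n = 3) to 18.4 ± 5.61 CPM (SD, n = 3), with a standard error of 0.256 on its log2 fold change and an adjusted p of 0.161 from edgeR. Its adjusted p was 4.5e-08 from DESeq2 and ran from 2.1e-26 to 0.639 over the alternatives. For *Sp7* and for *Alpl*, every *Fam102a*Δ/Δ library was below every *Fam102a*+/+ library (2-sided exact permutation test, p = 0.1). *Col1a1* and *Col1a2*, the genes of collagen type I, differed between the genotypes by less than the standard errors of their log2 fold changes. Uniquely placed reads made up 21.8% of the gene reads of *Ogn* and 9.87% of those of *Omd*.

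**Figure D1:**
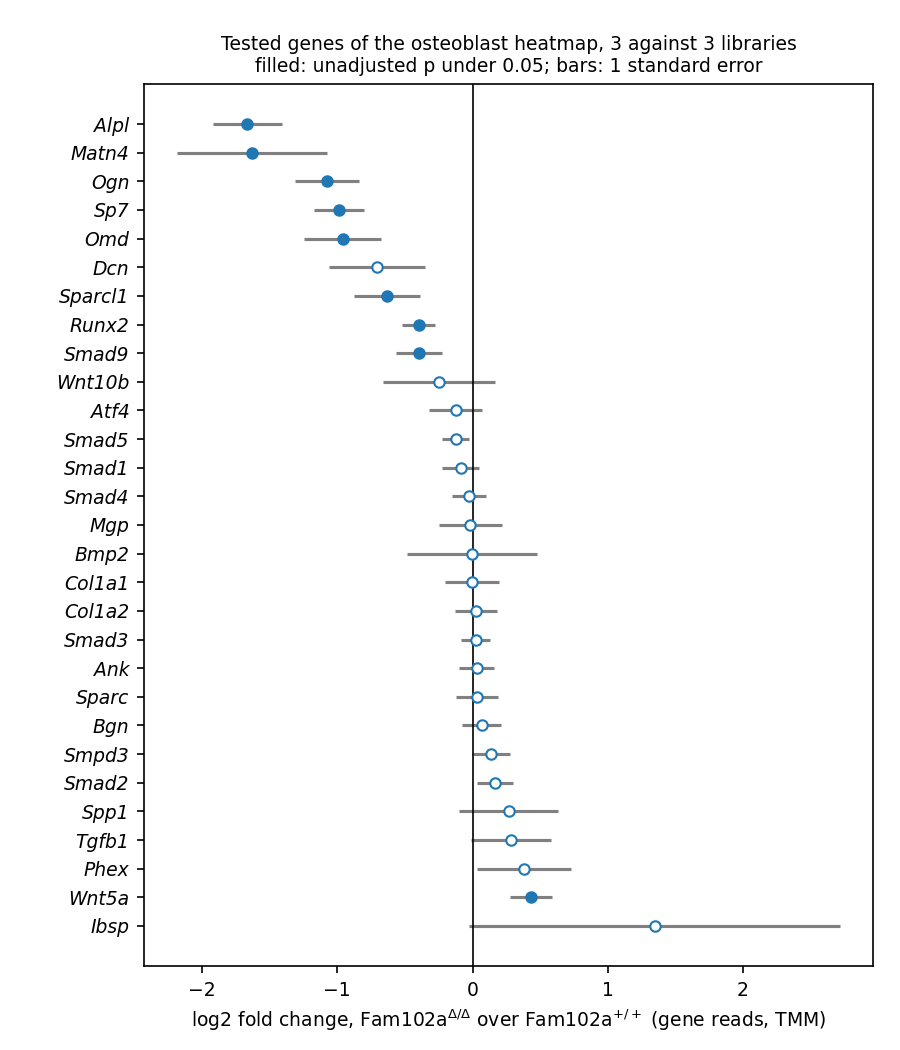
Log2 fold change (*Fam102a*Δ/Δ over *Fam102a*+/+) of tested genes of Supplementary Fig. 11a, 1 point per gene, filled at an unadjusted p under 0.05, with bars for the standard error. The points run from −1.67 for *Alpl* to 1.35 for *Ibsp*.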

We confirmed that genes associated with osteoblast differentiation were downregulated in osteoblasts lacking Fam102a (Supplementary Fig. 11a). Gene ontology (GO) analysis of the differentially expressed genes using DAVID^22^ revealed a significant decrease in terms related to osteogenesis and cell proliferation (Fig. 5b). 

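The annotation behind the GO terms was not used here, and lists of genes written from general knowledge took its place. Each list was tested against all other genes with limma's camera, and p was adjusted over 26 lists. Camera asks whether a list moves on balance in 1 direction. The paper looked for terms enriched among decreased genes, and its terms need not hold the genes of these lists. The results below therefore do not test the paper's GO result. Of 24 tested transcription factors of osteoblast differentiation, 15 were lower and 9 were higher in *Fam102a*Δ/Δ (camera adjusted p = 0.805, median log2 fold change −0.06). Of these, 3 were lower and 3 higher at an unadjusted p under 0.05, and adjusted over the list alone 1 was lower and 1 higher. At an adjusted p under 0.05 over all genes, edgeR called 0 of them and DESeq2 called 1 lower. Of 35 tested genes of bone matrix and mineralization, 13 were lower and 22 were higher, 6 and 3 of them at an unadjusted p under 0.05. Adjusted over the list alone, 5 of these were lower, and over all genes edgeR called 0 and DESeq2 called 5 lower. The list's median log2 fold change was 0.13 and its mean −0.05. Its camera direction was higher (adjusted p = 0.958) and its direction in fry was lower (adjusted p = 0.905). For changes in either direction, fry gave an adjusted p of 0.0105 for the transcription factors and 0.0371 for the matrix genes. Of 40 tested genes of the cell cycle, 21 were lower and 19 were higher, with a median log2 fold change of −0.01 (camera adjusted p = 0.647). Of these, 1 was higher and 0 were lower at an unadjusted p under 0.05. Adjusted over the list alone, edgeR called 0 in either direction, and over all genes edgeR and DESeq2 called 0. The cell cycle list changed with single libraries. Its camera adjusted p was 0.0477 (lower) without *Fam102a*Δ/Δ replicate 1, 0.0366 (lower) without *Fam102a*Δ/Δ replicate 2 and 0.0145 (higher) without *Fam102a*Δ/Δ replicate 3.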

GO (i.e. biological process) pathway analysis of the terms for cell proliferation in QuickGO^23^ showed that the most downstream term was “positive regulation of cell proliferation” (Supplementary Fig. 11b). Protein-protein interaction (PPI) network analysis of a group of genes belonging to this term using STRING^24^ showed that fibroblast growth factor 2 (FGF2) was strongly correlated (Supplementary Fig. 11c). In fact, FGF2 treatment of osteoblastic cells from *Fam102a*^Δ/Δ^ mice resulted in decreased phosphorylation of ERK and p38 compared to that in cells from wild-type mice (Supplementary Fig. 11d). In contrast, osteoblastic cells from *Fam102a*^Δ/Δ^ mice showed no changes in cell proliferation without FGF2 stimulation (Supplementary Fig. 11e). Collectively, despite reduced FGF2 signaling activity, cell proliferation was not affected in *Fam102a*^Δ/Δ^ osteoblasts, suggesting that FGF2 signaling activity has minor effect on osteoblast differentiation in cells derived from *Fam102a*^Δ/Δ^ mice.

**Fig. 5:**
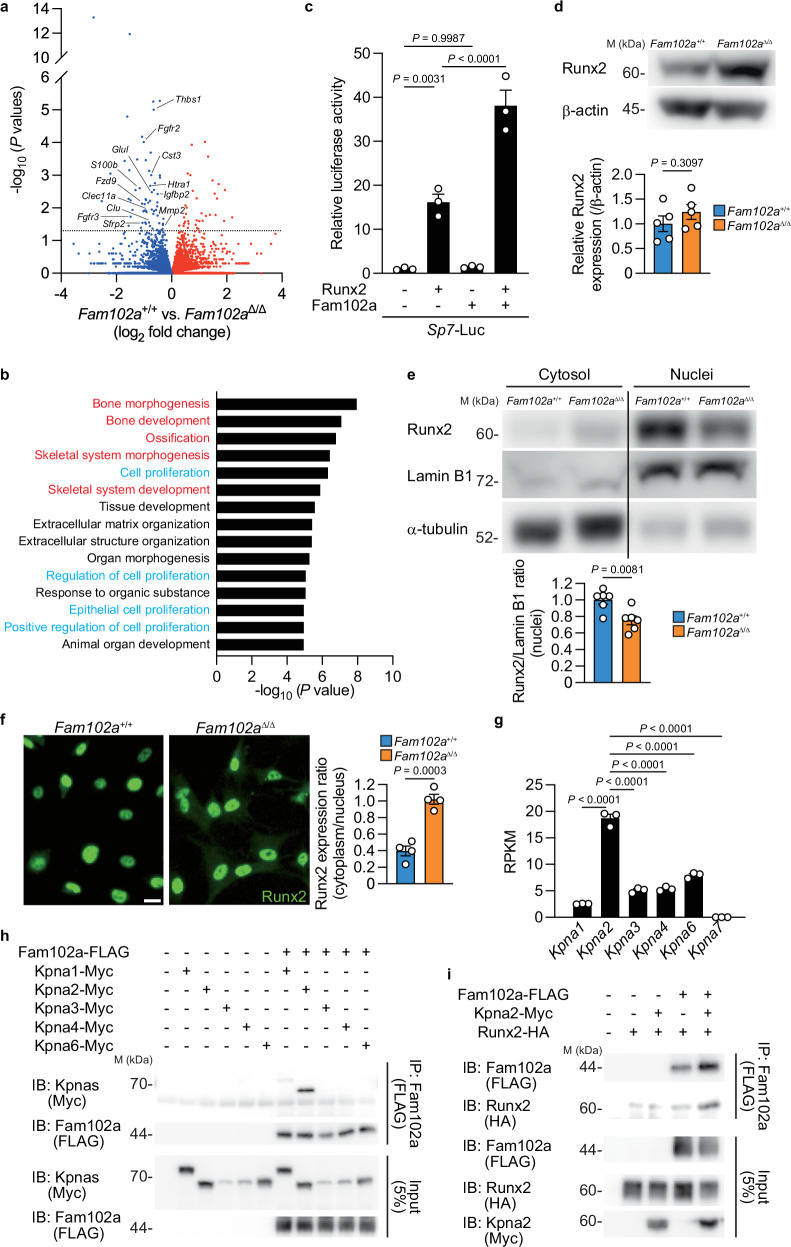
Fam102a enhances Runx2 activity by regulating nuclear translocation with Kpna2. **a** Scatter plot of the RNA-seq profiles of *Fam102a*^Δ/Δ^ osteoblastic cells versus *Fam102a*^+/+^ osteoblastic cells cultured in osteogenic medium for 7 days (*n* = 3). The dotted line indicates statistically significant values (*P* = 0.05). **b** Gene ontology (Biological process) enrichment analysis of genes differentially decreased in *Fam102a*^Δ/Δ^ osteoblastic cells relative to *Fam102a*^+/+^ osteoblastic cells cultured in osteogenic medium for 7 days (*n* = 3). Terms related to bone formation and cell proliferation are shown in red and cyan, respectively. **c** The effect of Runx2 and Fam102a expression on the reporter activity of *Sp7*-Luc (region 2) in MC3T3-E1 cells (*n* = 3; independent experimental replicates). **d** Upper panel, representative western blot images of Runx2 and β-actin in *Fam102a*^+/+^ and *Fam102a*^Δ/Δ^ calvarial cells cultured in osteogenic medium for 7 days. Lower panel, quantified western blot results (*n* = 5; independent experimental replicates). **e** Upper panel, representative western blot images of nuclear and cytoplasmic Runx2, Lamin B1 and α-tubulin in *Fam102a*^+/+^ and *Fam102a*^Δ/Δ^ calvarial cells cultured in osteogenic medium for 7 days. Lower panel, quantified western blot analysis of nuclear Runx2 (*n* = 6; independent experimental replicates). **f** Left panel, representative images of immunofluorescence staining of Runx2 in *Fam102a*^+/+^ and *Fam102a*^Δ/Δ^ calvarial cells cultured in osteogenic medium for 7 days (scale bar, 20 µm). Right panel, quantification of immunofluorescence staining of Runx2 expression (*n* = 4; independent experimental replicates). **g** The mRNA expression of *Kpna* family analyzed by RNA-seq in wild-type calvarial cells (*n* = 3). RPKM, Reads Per Kilobase of exon per Million mapped reads. **h** The analysis of the interaction between Fam102a and Kpna family members examined by co-immunoprecipitation (Co-IP) assay. Three independent experiments were performed. **i** The analysis of the interaction between Runx2, Fam102a and Kpna2 examined by Co-IP assay. Three independent experiments were performed. M, molecular mass. Data are shown as the mean ± SEM. Statistical analyses were performed using unpaired two-sided Student’s *t* test (**a**, **d**, **e**, **f**), Fisher’s exact test (**b**) or one-way ANOVA and Tukey’s *post hoc* test (**c** and **g**). Source data are provided as a Source Data file.

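The paper's legends name Student's t test for the comparison of the genotypes and not the values that entered it. On the deposited RPKM of the genes tested, Student's t test at an unadjusted p under 0.05 placed 1073 genes higher and 227 lower in *Fam102a*Δ/Δ. Of the genes past this threshold, 82.5% were higher, against 48.3% in edgeR's test. On the RPKM scale the median gene was 0.13 higher in *Fam102a*Δ/Δ (log2), a shift that TMM normalization of the counts takes out.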

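The 13 genes labelled in Fig. 5a are *Thbs1*, *Fgfr2*, *Glul*, *Cst3*, *S100b*, *Htra1*, *Fzd9*, *Igfbp2*, *Clec11a*, *Clu*, *Mmp2*, *Fgfr3* and *Sfrp2*. All 13 were lower in *Fam102a*Δ/Δ osteoblasts, with log2 fold changes from −1.48 for *Fgfr3* to −0.32 for *Mmp2* and a median of −0.77. At an unadjusted p under 0.05, 10 were lower, and *Fgfr2*, *Clec11a* and *Sfrp2* did not pass. With the replicate number as a block, 12 were lower at an unadjusted p under 0.05, *Fgfr2* and *Clec11a* among them, and edgeR called 1 at an adjusted p under 0.05. At an adjusted p under 0.05, edgeR called 0 and DESeq2 called 6. Adjusted over the list alone, 9 were lower, which is not independent evidence because the study chose the genes on these samples. The libraries of the 2 genotypes did not overlap for 9 of the 13, where chance gives 10% of genes not chosen on these samples. This is not independent evidence either. An unpaired 2-sample test on RPKM passed 4 of them at an unadjusted p under 0.05 (*Thbs1*, *Fgfr2*, *Igfbp2* and *Fgfr3*). The number at an unadjusted p under 0.05 was 6 without *Fam102a*+/+ replicate 2, 5 without *Fam102a*+/+ replicate 3, 6 without *Fam102a*Δ/Δ replicate 2 and 12 without *Fam102a*Δ/Δ replicate 3.

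*Fgfr3* (ENSMUSG00000054252) lies on chromosome 5 of mm10 from 33721674 to 33737068. It fell from 50.2 ± 11.9 CPM (SD, n = 3) to 17.9 ± 2.30 CPM (SD, n = 3). Its log2 fold change had a standard error of 0.186 and an adjusted p of 0.0503 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The adjusted p was 0.0280 without *Fam102a*+/+ replicate 1 and ran from 1.7e-21 to 0.387 over the alternatives. *Htra1* (ENSMUSG00000006205) lies on chromosome 7 from 130936111 to 130985660. It fell from 206 ± 28.6 CPM (SD, n = 3) to 120.4 ± 35.6 CPM (SD, n = 3), a log2 fold change of −0.77 (standard error 0.208, adjusted p = 0.515 from edgeR). *S100b* fell by 1.15 (log2) with the replicate number as a block (adjusted p = 0.0441 from edgeR), and its adjusted p ran from 0.0342 to 1.00 over the alternatives. Uniquely placed reads made up 26.6% of the gene reads of *S100b* and 38.4% of those of *Htra1*. On the opposite strand, other genes share 998 exon bases with *Fgfr3* and 347 with *Sfrp2*.

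*Fgfr2* (ENSMUSG00000030849) is annotated on chromosome 7 from 130162451 to 133123350, and 68 other genes lie inside this span, *Htra1* among them on the opposite strand. Introns held 55.7% of its gene reads in *Fam102a*+/+ and 71.6% in *Fam102a*Δ/Δ. Its gene reads gave 733 ± 41.9 CPM (SD, n = 3) and 581 ± 182 CPM (SD, n = 3). The log2 fold change was −0.33 (standard error 0.207, adjusted p = 0.976 from edgeR). With exon reads alone, a setting chosen after the values were seen, it was −1.01 (standard error 0.121, adjusted p = 0.0420 from edgeR). Over all alternatives the adjusted p of *Fgfr2* ran from 0.0186 to 1.00.

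**Figure D2:**
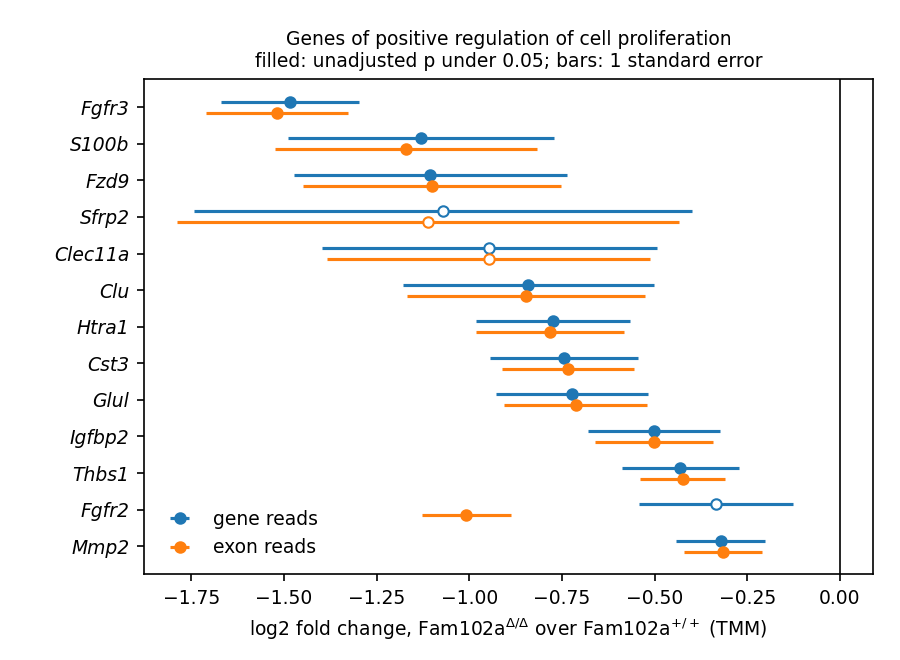
Log2 fold change (*Fam102a*Δ/Δ over *Fam102a*+/+) of the 13 genes labelled in Fig. 5a, from gene reads and from exon reads, with bars for the standard error. All points lie below 0, and for *Fgfr2* the point from exon reads (−1.01) lies below that from gene reads (−0.33).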

The “positive regulation of cell proliferation” included 13 genes (Fig. 5a), of which the expression of *Fgfr2*, *Fgfr3*, and *Htra1* is known to be regulated by Runx2^25,26^, an essential transcription factor involved in both osteogenesis and cell proliferation in osteoblasts^27^. 

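*Runx2* itself (ENSMUSG00000039153) lies on chromosome 17 of mm10 from 44495987 to 44814797. It had 79.9 ± 9.53 CPM (SD, n = 3) in *Fam102a*+/+ and 60.6 ± 4.86 CPM (SD, n = 3) in *Fam102a*Δ/Δ, with no overlap between the libraries of the 2 genotypes (2-sided exact permutation test, p = 0.1). The log2 fold change was −0.40 (standard error 0.121, adjusted p = 0.603 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 25 tested genes described as bound or induced by Runx2, 15 were lower and 10 were higher in *Fam102a*Δ/Δ. The list holds *Fgfr2*, *Fgfr3* and *Htra1* because the paper names them. It also holds *Rbpjl*, *Runx2* itself and the deleted gene *Fam102a*, so it is not independent of the paper. The list's median log2 fold change was −0.10 (camera adjusted p = 0.0513, and adjusted p = 0.495 with an estimated correlation). The camera adjusted p was 0.0259 without *Fam102a*+/+ replicate 2, 0.0120 without *Fam102a*+/+ replicate 3, 0.0477 without *Fam102a*Δ/Δ replicate 1 and 0.00459 without *Fam102a*Δ/Δ replicate 2, all lower, and it was 0.160 without *Fam102a*+/+ replicate 1, 0.154 without *Fam102a*Δ/Δ replicate 3 and 0.0795 with the replicate number as a block. Of the 25, 7 were lower and 5 higher at an unadjusted p under 0.05, and 5 were lower and 1 was higher when adjusted over the list alone. Over all genes, edgeR called 0 of the 25 and DESeq2 called 4 lower. On the opposite strand, *Runx2os1* shares 519 exon bases with *Runx2*.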

Based on these findings, we hypothesized that Runx2 function is attenuated in *Fam102a*–deficient osteoblasts.

In a reporter assay of the *Sp7* promoter region (region 1; Supplementary Fig. 12a), which contains a Runx2 binding site that has been previously reported to have promoter activity^28,29^, no change in *Sp7* promoter activity was observed in the presence of Runx2 (Supplementary Fig. 12b). Conversely, *Sp7* promoter activity was significantly increased in the presence of Runx2 in reporter assays of the 12 kb upstream region of *Sp7* (region 2), which includes multiple Runx2 binding regions (Fig. 5c)^30^. Furthermore, Fam102a overexpression increased *Sp7* promoter activation by Runx2 (Fig. 5c). Thus, Fam102a altered *Sp7* expression by regulating Runx2 activity. Notably, lentiviral overexpression of Runx2 in *Fam102a*–deficient osteoblasts rescued the impaired osteoblast differentiation (Supplementary Fig. 12c, d).

As Runx2 protein expression was normal in osteoblastic cells from *Fam102a*^Δ/Δ^ mice (Fig. 5d), we investigated the possibility of altered subcellular localization of Runx2 as a mechanism by which Fam102a regulates Runx2 activity. We found that the nuclear localization of Runx2 decreased in osteoblastic cells from *Fam102a*^Δ/Δ^ mice (Fig. 5e). Similar results were obtained by immunofluorescence staining for Runx2 (Fig. 5f). As these results suggested that Fam102a may be involved in the nuclear translocation of Runx2, we performed a co-immunoprecipitation (Co-IP) assay to examine the interaction of Fam102a with importins that regulate nuclear trafficking. 

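The expression of the importin alpha family was read from the RPKM of the 3 *Fam102a*+/+ libraries. *Kpna2* (ENSMUSG00000018362), on chromosome 11 of mm10 from 106988629 to 106999541, had 18.7 ± 1.39 RPKM (SD, n = 3). *Kpna6* followed with 7.94 ± 0.527 RPKM (SD, n = 3), *Kpna4* with 5.36 ± 0.408, *Kpna3* with 5.10 ± 0.471 and *Kpna1* with 2.54 ± 0.0714 (SD, n = 3 each). *Kpna7* had 1 read in the 3 libraries together, so its level is at the limit that this depth can show. The RPKM of *Kpna2* was 2.35 times that of *Kpna6* (SD over the libraries 0.0288). Every *Kpna2* value was above every value of each other member, all from the same 3 libraries. A 2-sided exact permutation test, which ignores this pairing by library, gave p = 0.1 for each. In RPKM, 1225 genes (7.47% of the genes tested) were above *Kpna2*. Of the exon reads counted for *Kpna2*, 11.3% were placed uniquely, against 98.6 to 99.3% for *Kpna1*, *Kpna3*, *Kpna4* and *Kpna6*. In the annotated transcripts, 70.4% of the 50-base windows of *Kpna2* also occur in 12 other genes, among them *Gm10184*. *Gm10184*, which shares 69.4% of the windows, had 0, 22 and 0 exon reads in these libraries, against 2737 for *Kpna2* over the 3. The table of reads does not show from which of these genes the shared reads came. In CPM of gene reads, introns included and without the correction for length, *Kpna2* stood at 0.397 times *Kpna4*.

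**Figure D3:**
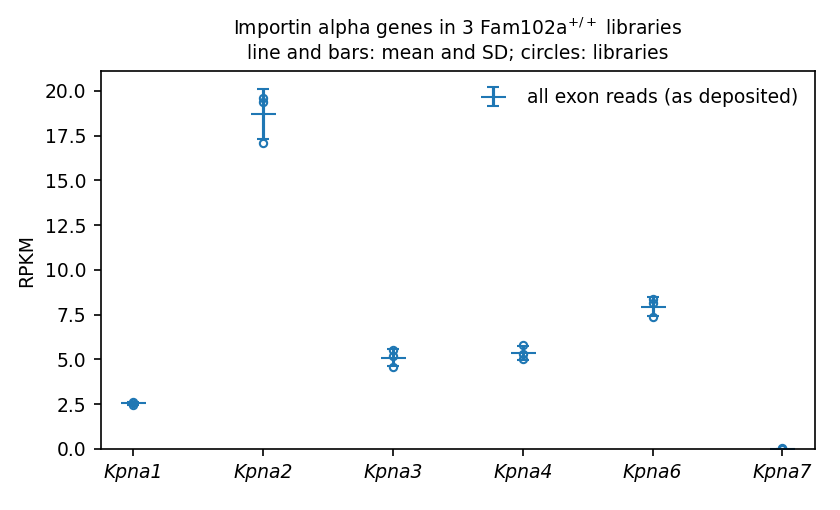
RPKM of the *Kpna* genes in the 3 *Fam102a*+/+ libraries, 1 point per library, from all exon reads, with bars for the mean and its SD. *Kpna2* is at 18.7 RPKM, above the other members.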

We observed an interaction between Fam102a and the importin subunit karyopherin subunit alpha 2 (Kpna2), which is highly expressed in osteoblastic cells (Fig. 5g, h). Furthermore, our analysis showed that Fam102a and Runx2 did not interact directly, but rather through Kpna2 (Fig. 5i). To identify the binding regions, we generated mutants of both Fam102a and Kpna2, which revealed that Fam102a binds to the armadillo repeat domain of Kpna2 and that both the N- and C-terminal regions of Fam102a are necessary for this interaction (Supplementary Fig. 13a, b). In addition, we evaluated the binding ability of Fam102a to Runx2 binding partners, including yes-associated protein 1 (Yap1), transcriptional coactivator with PDZ-binding motif (Taz), hes family bHLH transcription factor 1 (Hes1), and signal transducer and activator of transcription 1 (Stat1), which have been shown to directly interact with Runx2 and regulate its transcriptional activity^31–34^. Co-IP analysis did not show any interaction between these molecules and Fam102a (Supplementary Fig. 13c). These results indicate that Fam102a regulates Runx2 activity by binding to Kpna2, thereby controlling Runx2 nuclear translocation.

### Identification of Rbpjl as an osteoblast regulatory factor

Despite a partial (approximately 75%) reduction in the nuclear localization of Runx2 (Fig. 5e), *Fam102a*^Δ/Δ^ mice showed a significant decrease in bone mass (Fig. 4a). Therefore, we hypothesized that additional mechanisms beyond the reduction in the nuclear localization of Runx2 may contribute to the impaired osteoblast differentiation induced by Fam102a deficiency. As Fam102a potentially participates in the nuclear translocation of transcription factors other than Runx2 by binding to Kpna2 in osteoblasts, we focused on transcription factors with altered expression in *Fam102a*–deficient osteoblastic cells. 

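*Rbpjl* (ENSMUSG00000017007) lies on chromosome 2 of mm10 from 164403141 to 164415448. It had 66, 137 and 124 reads in the *Fam102a*+/+ libraries and 6, 52 and 62 in the *Fam102a*Δ/Δ libraries. This is 6.60 ± 1.10 CPM (SD, n = 3) against 2.11 ± 1.5 CPM (SD, n = 3), with no overlap between the genotypes (2-sided exact permutation test, p = 0.1). The log2 fold change was −1.61 (standard error 0.554, adjusted p = 0.739 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and −1.17 without *Fam102a*Δ/Δ replicate 1. Among 504 tested transcription factors, this was the most negative log2 fold change, followed by *Sox6*, *Nkx6-1* (−1.07) and *Tfcp2l1* (−1.02). The rank was 5 without *Fam102a*Δ/Δ replicate 1, 3 without *Fam102a*Δ/Δ replicate 2, and 2 without *Fam102a*Δ/Δ replicate 3, without *Fam102a*+/+ replicate 1 or without *Fam102a*+/+ replicate 3. By the ratio of mean RPKM it was 5, where *Nr1i2*, *Pax5*, *Rfx8* and *Esr1* had lower values. It was 1 with limma on log2(RPKM + 0.1), 3 on log2(RPKM + 1), and 25 of 751 with no filter on low counts.

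The first 2020 bases of *Rbpjl* overlap *Matn4*, which lies on the opposite strand, and 149 exon bases belong to both genes. *Matn4* fell by 1.63 on the log2 scale. At the density of exon reads over *Matn4*, the shared bases alone would hold 250.2 reads in the *Fam102a*+/+ libraries and 88.6 in the *Fam102a*Δ/Δ libraries, where 327 and 120 reads were counted for *Rbpjl*. This takes even coverage of the 5174 exon bases of *Matn4*. Of these, 2930 lie in 1 exon of a transcript annotated with a retained intron, and a shorter length would give more reads. These values therefore do not show what share of the *Rbpjl* reads came from *Matn4*. Reads placed uniquely across exon junctions of *Rbpjl*, which do not come from *Matn4*, numbered 30 in *Fam102a*+/+ and 6 in *Fam102a*Δ/Δ. Per gene read of the library this is a ratio of 0.201 (95% confidence interval 0.0684 to 0.491, for counting error alone). Every *Fam102a*Δ/Δ library had a lower rate than every *Fam102a*+/+ library (2-sided exact permutation test, p = 0.1). Uniquely placed reads, spliced or not, made up 20.8% of the gene reads of *Rbpjl*. They numbered 18, 36 and 20 in *Fam102a*+/+ and 0, 9 and 10 in *Fam102a*Δ/Δ. With uniquely placed gene reads, *Rbpjl* ranked 1 of 474 transcription factors. Whether reads of *Matn4* can be among them was not tested.

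**Figure D4:**
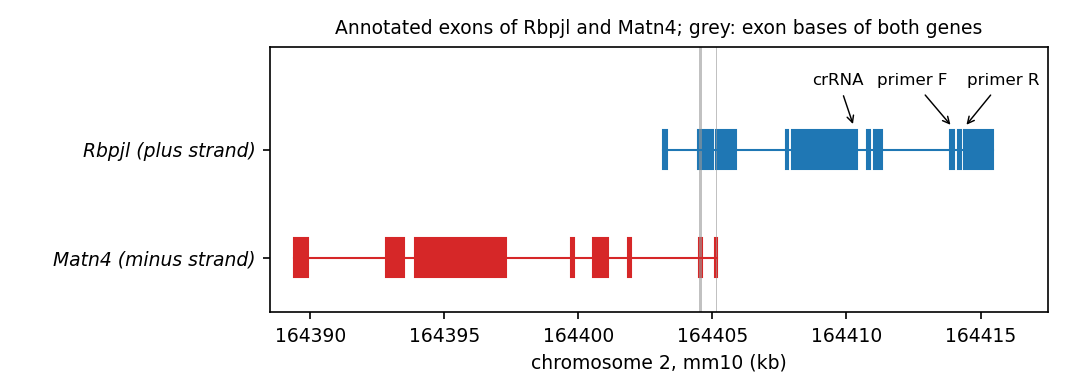
Map of chromosome 2 (mm10, position in kb) with the exons of *Rbpjl* on the plus strand and of *Matn4* on the minus strand, the exon bases of both genes in grey, and the sites of the crRNA and the RT-qPCR primers of *Rbpjl*. The 149 shared exon bases lie at the start of *Rbpjl*, away from the crRNA and the primers.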

By comprehensively profiling the expression of transcription factors in *Fam102a*–deficient osteoblasts, we identified *Rbpjl* as the most downregulated transcription factor in the absence of Fam102a (Fig. 6a). *Rbpjl*, a member of the *Rbpj* gene family of downstream target genes of the Notch signaling pathway, is reported to be highly expressed and self-amplified in pancreatic adenocytes^13–15^. We focused on the possibility that Fam102a contributes to the self-amplification ability of Rbpjl and found not only reduced expression of Rbpjl mRNA and protein in osteoblastic cells from *Fam102a*^Δ/Δ^ mice (Fig. 6b and Supplementary Fig. 14a), but also an interaction between Rbpjl and Fam102a (Fig. 6c). In MC3T3-E1 cells stably expressing Rbpjl, knockdown of Fam102a expression reduced Rbpjl nuclear expression (Fig. 6d). These results indicate that Fam102a knockdown suppresses the nuclear translocation and self-amplification of Rbpjl, thereby reducing *Rbpjl* expression. Rbpjl did not bind to importin α, suggesting that Fam102a is required for nuclear translocation of Rbpjl (Supplementary Fig. 14b). Changes in Notch family gene expression during osteoblast differentiation revealed that *Rbpjl* was significantly upregulated after the induction of osteoblastic differentiation (Supplementary Fig. 14c). Based on these results, we investigated the role of Rbpjl in osteoblasts, as Rbpjl functions as a transcription factor downstream of Fam102a and may be involved in osteoblast differentiation. The subcellular localization of Rbpjl in osteoblastic cells was examined and found to be similar to that of Rbpj, which is localized in the nucleus^35^ (Fig. 6e, f). These results suggest that Rbpjl, similar to Rbpj, may regulate osteoblast differentiation. Furthermore, we found that the knockdown of Rbpjl in primary calvarial cells suppressed osteoblast differentiation (Fig. 6g). In these cells, as in *Fam102a*–deficient osteoblastic cells, *Runx2* expression was unchanged, whereas *Sp7* expression decreased (Fig. 6h). In contrast, Rbpjl overexpression in MC3T3-E1 cells did not affect osteoblast differentiation (Supplementary Fig. 15a–c). These results suggest that Rbpjl, which is relatively poorly expressed in osteoblasts, is not required at high levels.

**Fig. 6:**
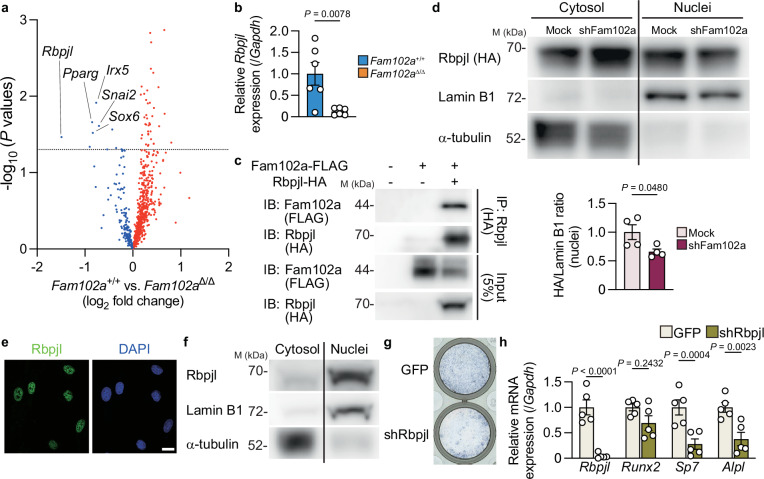
Identification of Rbpjl as an osteoblast regulatory factor. **a** Scatter plot of RNA-seq analysis of transcription factors in *Fam102a*^Δ/Δ^ osteoblastic cells versus *Fam102a*^+/+^ osteoblastic cells cultured in osteogenic medium for 7 days (*n* = 3). The dotted line indicates statistically significant values (*P* = 0.05). **b** *Rbpjl* mRNA expression in *Fam102a*^+/+^ and *Fam102a*^Δ/Δ^ calvarial cells cultured in osteogenic medium for 7 days (*n* = 6; independent experimental replicates). **c** The analysis of the association between Fam102a and Rbpjl examined by Co-IP assay. Three independent experiments were performed. **d** Upper panel, representative western blot images of nuclear and cytoplasmic Rbpjl, Lamin B1 and α-tubulin in MC3T3-E1 cells stably expressing HA-tagged Rbpjl cultured in osteogenic medium for 7 days after Fam102a knockdown. Lower panel, quantified western blot analysis of nuclear Rbpjl-HA (*n* = 4; independent experimental replicates). **e** Representative images of immunofluorescence staining of Rbpjl in wild-type calvarial cells (scale bar, 20 µm). Three independent experiments were performed. **f** Representative western blot images of nuclear and cytoplasmic Rbpjl, Lamin B1 and α-tubulin in wild-type calvarial cells cultured in osteogenic medium for 7 days. Three independent experiments were performed. **g** ALP staining of calvarial cells expressing GFP and shRNA against Rbpjl cultured in osteogenic medium for 7 days. **h** The effect of lentiviral knockdown of Rbpjl on osteoblastic gene expression in calvarial cells cultured in osteogenic medium for 7 days (*n* = 5; independent experimental replicates). M, molecular mass. Data are shown as the mean ± SEM. Statistical analyses were performed using unpaired two-sided Student’s *t* test (**a**, **b**, **d**, **h**). Source data are provided as a Source Data file.

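The transcription factors tested came from a list of 761 written from general knowledge. At an unadjusted p under 0.05, 31 were lower and 25 were higher in *Fam102a*Δ/Δ. At an adjusted p under 0.05, edgeR called 0 over all genes and 0 when adjusted over the list alone, while DESeq2 called 4 lower and 2 higher. The highest log2 fold changes among the 25 were those of *Sox10* and *Foxd3* (2.14 each) and *Hoxb4* (1.94). The 5 genes labelled in Fig. 6a were all lower at an unadjusted p under 0.05, and in all 5 the libraries of the genotypes did not overlap (10% of genes by chance). All 5 passed when adjusted over the list alone. Neither this nor the lack of overlap is independent evidence, since the figure that labels the 5 genes shows these samples. The log2 fold changes were −0.84 for *Irx5*, −0.81 for *Snai2* and −0.80 for *Pparg*. Their adjusted p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.124, 0.289 and 0.346, and that of *Sox6* was 0.668. DESeq2 called *Sox6*, *Irx5* and *Snai2* at an adjusted p under 0.05.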

To elucidate the role of Rbpjl in vivo, *Rbpjl*-mutated mice carrying an in-frame mutation with a 42 bp deletion including the DNA-binding domain^13,15^ were generated using the *i*-GONAD method (Supplementary Fig. 16a)^36^. Western blotting of primary osteoblastic cells from these mice revealed a decrease in the size of Rbpjl protein (Supplementary Fig. 16b). Male Rbpjl-mutated mice had normal body size and, as previously reported^15^, reduced pancreatic weight; but, no effect was observed on glucose metabolism at 12 weeks of age (Supplementary Fig. 16c–e). Accordingly, Rbpjl is required for the differentiation of pancreatic adenoblasts, which regulate exocrine secretion^14,15^, but may not affect endocrine secretion. In 12-week-old male Rbpjl-mutated mice, both trabecular and cortical bone volumes were reduced due to decreased osteoblasts and bone formation, whereas osteoclast number and bone resorption remained unchanged (Fig. 7a–e). Similar to *Fam102a*–deficient cells, calvarial cells derived from Rbpjl-mutated mice showed reduced osteoblast differentiation in vitro (Fig. 7f). Gene expression analysis showed that *Sp7* expression decreased in Rbpjl-mutated cells, even though *Runx2* expression was unchanged (Fig. 7g), which is consistent with the results obtained in cells after Rbpjl knockdown. These results indicate that Rbpjl induces osteoblast differentiation through *Sp7* expression.

**Fig. 7:**
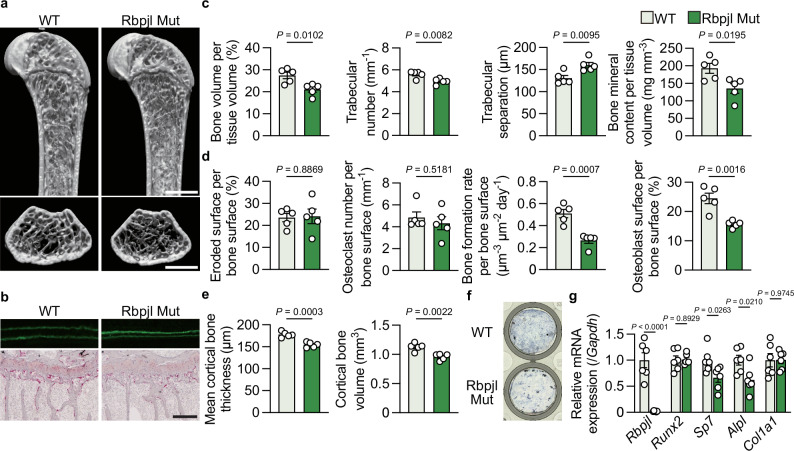
Rbpjl-mutated mice exhibit an osteoporotic phenotype. **a** Representative μCT images of the distal femur in 12-week-old male Rbpjl-mutated mice and their littermate controls (scale bar, 1 mm). **b** New bone formation was determined by calcein double labeling (upper panel). TRAP staining of the proximal tibiae of 12-week-old male Rbpjl-mutated mice and their littermate controls (lower panel) (scale bar, 0.2 mm). **c** μCT analysis of the distal femur in 12-week-old male Rbpjl-mutated mice and their littermate controls (*n* = 5). **d** Bone morphometric analysis in the proximal tibiae in 12-week-old male Rbpjl-mutated mice and their littermate controls (*n* = 5). **e** Cortical bone analysis as measured by μCT in 12-week-old male Rbpjl-mutated mice and their littermate controls (*n* = 5). **f** ALP staining of calvarial cells derived from Rbpjl-mutated mice and their littermate controls cultured in osteogenic medium for 7 days. **g** mRNA expression of osteoblastic genes during differentiation in calvarial cells derived from Rbpjl-mutated mice and their littermate controls (*n* = 7; independent experimental replicates). WT, wild-type. Mut, mutated. Data are shown as the mean ± SEM. Statistical analyses were performed using unpaired two-sided Student’s *t* test. Source data are provided as a Source Data file.

### Rbpjl and Runx2 cooperatively regulate *Sp7* expression, independently of Notch signaling

We examined the association between Rbpjl and Notch signaling to explore the mechanism by which Rbpjl regulates osteoblast differentiation. Although Rbpjl does not interact with the Notch intracellular domain (NICD) family or participate in Notch signaling^13^, another study reported that Rbpjl inhibits Notch signaling through the substitution of Rbpj^37^. Therefore, we examined whether Rbpjl is involved in Notch signaling in osteoblasts. Rbpj interacted with NICD1, whereas negligible interaction was observed between Rbpjl and NICD1 (Supplementary Fig. 17a). NICD1 alone positively enhanced the promoter activity of hairy/enhancer-of-split related with YRPW motif 1 (Hey1), a downstream target of Notch signaling, whereas Rbpjl alone or with NICD1 had no effect (Supplementary Fig. 17b). In addition, Rbpjl-mutated osteoblastic cells showed no change in the expression of *Rbpj* and Notch signaling target genes (Supplementary Fig. 17c). As these results indicated that Rbpjl regulates osteoblast differentiation independently of Notch signaling, we examined whether Rbpjl regulates *Sp7* promoter activity. Because there are three putative Rbpjl-binding sites in the 2 kb upstream region of *Sp7* (Fig. 8a)^28^, we examined Rbpjl binding to each site and found that Rbpjl binds to site 1 (Fig. 8b). However, the presence of Rbpjl did not affect the transcriptional activity of this region (Fig. 8c), suggesting that Rbpjl binds to the *Sp7* promoter but may not enhance promoter activity by itself. This was supported by the fact that overexpression of Rbpjl alone in MC3T3-E1 cells did not promote osteoblast differentiation (Supplementary Fig. 15a–c).

**Fig. 8:**
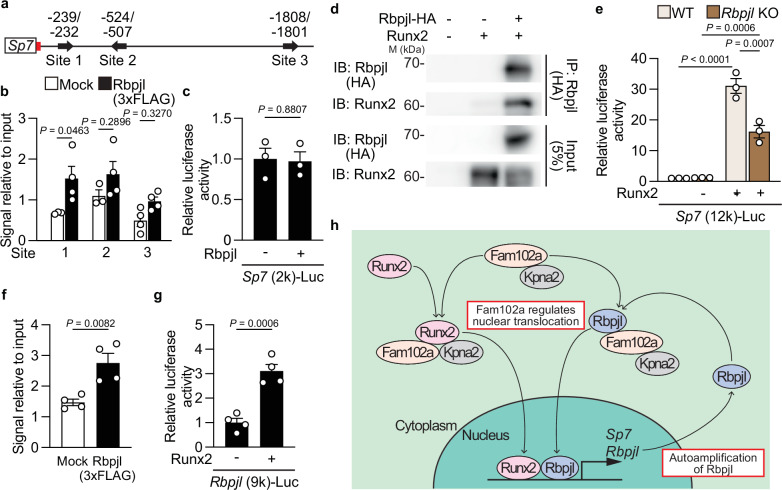
Rbpjl and Runx2 cooperatively regulate *Sp7* expression independently of Notch signaling. **a** The putative Rbpj/l-binding sites (black arrows) and a Runx2-binding site (red bar) in the mouse *Sp7* promoter regions. **b** The recruitment of Rbpjl to *Sp7* promoter in MC3T3-E1 cells stably expressing 3×FLAG-tagged Rbpjl examined by CUT&RUN assay (Site 1: Mock *n* = 3 and Rbpjl *n* = 4, Site 2: Mock *n* = 3 and Rbpjl *n* = 4, Site 3: *n* = 4 per group; independent experimental replicates). **c** The effect of Rbpjl expression on the reporter activity of *Sp7* (2 k)-Luc in MC3T3-E1 cells (*n* = 3; independent experimental replicates). **d** The analysis of the association between Rbpjl and Runx2 examined by Co-IP. Three independent experiments were performed. **e** The effect of Runx2 expression on the reporter activity of *Sp7* (12 k)-Luc in control and *Rbpjl*–deficient MC3T3-E1 cells (*n* = 3; independent experimental replicates) (WT, wild-type; KO, knockout). **f** The recruitment of Rbpjl to the *Rbpjl* promoter in MC3T3-E1 cells stably expressing 3×FLAG-tagged Rbpjl examined by CUT&RUN assay (*n* = 4; independent experimental replicates). **g** The effect of Runx2 expression on the reporter activity of *Rbpjl*-Luc in MC3T3-E1 cells (*n* = 4; independent experimental replicates). **h** Schematic view of osteoblast differentiation controlled by Fam102a, Rbpjl, and Runx2. M, molecular mass. Data are shown as the mean ± SEM. Statistical analyses were performed using unpaired two-sided Student’s *t* test (**b**, **c**, **f**, **g**) or two-way ANOVA and Tukey’s *post hoc* test (**e**). Source data are provided as a Source Data file.

As Rbpjl has transcriptional activity in cooperation with pancreas specific transcription factor, 1a (Ptf1a), a transcription factor essential for the differentiation of pancreatic adenocytes^38^, we considered the possibility that another factor is required for Rbpjl to regulate *Sp7* expression in osteoblasts. One of the transcription factors that positively regulates *Sp7* promoter activity in osteoblasts is Runx2 (Fig. 5c), and we thus hypothesized that Runx2 cooperates with Rbpjl to enhance *Sp7* expression. As expected, we demonstrated that the interaction between Rbpjl and Runx2 (Fig. 8d) and Rbpjl deficiency in MC3T3-E1 cells induced by CRISPR/Cas9-based gene editing (Supplementary Fig. 18a) suppressed osteoblast differentiation (Supplementary Fig. 18b, c). Furthermore, while the presence of Runx2 enhanced *Sp7* promoter activity in wild-type osteoblastic cells, this enhancement was significantly reduced in *Rbpjl*–deficient cells (Fig. 8e). In addition, overexpression of Fam102a only slightly enhanced Runx2-mediated *Sp7* promoter activity in *Rbpjl*–deficient osteoblastic cells compared to that in wild-type cells (Supplementary Fig. 18d). These results suggest that Rbpjl cooperates with Runx2 to regulate *Sp7* expression. We also examined the self-amplification ability of Rbpjl in osteoblasts and found that Rbpjl bound to its promoter region in MC3T3-E1 cells (Fig. 8f) and that the promoter activity of *Rbpjl* was enhanced after Runx2 overexpression (Fig. 8g and Supplementary Fig. 18e). Taken together, these results indicate that Rbpjl has a self-amplifying ability that is enhanced by Runx2 and increases its expression upon differentiation into osteoblasts.

## Discussion

Although total and healthy human life expectancy continues to increase in developed countries, the gap between total life expectancy and healthy life expectancy has not changed^39^. The number of years lived with a disability refers to the period of life in which a person is in poor health and limited in normal activities of daily living, usually at the very end of life^40^. One of the major health challenges of modern age is to reduce the length of this debilitated period. This may be the foremost health challenge of the modern age. One of the major factors contributing to the increasing number of years lived with a disability is hip fracture due to bone fragility^41^. Therefore, understanding the mechanism of osteoporosis that leads to fragile bones and fractures is important for extending healthy life expectancy.

Osteoporosis is largely associated with the disruption of bone remodeling, which fundamentally controls dynamic bone homeostasis^1,2^. As osteoclasts and osteoblasts that play key roles in bone remodeling have different origins, few studies have been reported on the factors commonly involved in their respective differentiation. In this study, we identified Fam102a, a regulator of both osteoclast and osteoblast differentiation, as a bone-remodeling factor. Fam102a positively regulates both osteoclast and osteoblast differentiation; however, its function is osteoblast-dominant. Fam102a deficiency resulted in a phenotype resembling osteoporosis with low bone turnover, suggesting that it may be involved in senile osteoporosis, which is caused by a similar mechanism^42^. Fam102a contains an N-terminal C2 (NT-C2) domain, which is also present in EH domain-binding protein 1 (Ehbp1). Previous reports have shown that the NT-C2 domain of Ehbp1 functions as an adaptor that binds actin and microfilaments and facilitates the attachment of microfilament-binding adaptors to membranes, which are potentially involved in intracellular trafficking^43^. However, the exact function of the NT-C2 domain remains unclear. Although importins have generally been shown to play an important role in the nuclear trafficking of intracellular proteins, previous studies have indicated that some transcription factors localize to the nucleus regardless of whether they interact directly with importins^44–48^. Fam102a may be involved in the nuclear translocation of these transcription factors that do not directly bind to importins and further analysis of the molecular mechanisms involved in Fam102a may lead to the elucidation of the regulatory mechanisms underlying the translocation of intracellular proteins to the nucleus.

We identified *Rbpjl*, a member of the *Rbpj* family, as a transcription factor regulated by Fam102a in the nucleus and cytoplasm. Rbpjl was unable to directly interact with importins (Supplementary Fig. 14b) and its nuclear translocation and self-amplification were regulated in a Fam102a–dependent manner. Moreover, we showed that Rbpjl positively regulates osteoblast differentiation by coordinating with Runx2 to modulate Osx expression. Although various factors are known to regulate Runx2 expression, including TGF-β, IGF, and Wnt signaling^7^, only a few have been reported to regulate Osx expression, such as NFAT and p53^11,49^. Therefore, the function of Rbpjl as a regulator of Osx expression identified in this study represents a mechanism underlying osteoblast differentiation.

In summary, Fam102a regulates osteoblast differentiation by controlling the nuclear translocation of transcription factors in osteoblasts, and Rbpjl, which functions downstream of Fam102a, is also involved in osteoblast differentiation (Fig. 8h). Thus, the Fam102a-Rbpjl axis plays an important role in osteoblasts, providing insights into bone remodeling.

## Methods

### Mice

*Ctsk*^Cre/+^ mice were kindly provided by Dr. T. Nakamura^16^. *Nfatc1*-floxed mice were kindly provided by Dr. A. Rao^18^. *Actb*-*Cre* and *Sp7*-*Cre* mice were generated as previously described^50,51^. *Fam102a*-floxed mice were generated as follows; a targeting vector was designed to insert a single loxP site upstream of exon 2, and a loxP-flanked neomycin resistance cassette downstream of exon 3 of the *Fam102a* gene (Supplementary Fig. 6a–c). 

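In GENCODE M21 (GRCm38), the transcript *Fam102a*-201 has 11 exons and 4223 bases. Its exon 2 runs from 32558027 to 32558147 on chromosome 2 and holds 121 bases, and its exon 3 runs from 32558318 to 32558347 and holds 30 bases. Together the exons hold 151 bases, which leaves a remainder of 1 when divided by 3. The forward RT-qPCR primer of *Fam102a* matches exon 1 and the reverse primer matches exon 2. Uniquely placed reads across exon junctions of *Fam102a* numbered 27, 43 and 45 in the *Fam102a*+/+ libraries and 17, 24 and 21 in the *Fam102a*Δ/Δ libraries. Intron reads numbered 46, 43 and 37 in *Fam102a*+/+ and 62, 86 and 100 in *Fam102a*Δ/Δ.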

Rbpjl-mutated mice were generated by *i*-GONAD method as described below. Wild-type mice (C57BL/6J) were obtained from CLEA Japan. All of the mice were maintained under specific pathogen-free conditions. Mice were maintained in a temperature and humidity-controlled room on a 12-hour light cycle with ad libitum access to a water and standard laboratory chow diet. All animal experiments were approved by the Institutional Animal Care and Use Committee in Institute of Science Tokyo (A2023-026C4).

### *i*-GONAD

*i*-GONAD was conducted according to a published protocol^36^. 

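In GENCODE M21 (GRCm38), the crRNA sequence GGGAGCGCAGGCGATTGAAA matches exon 7 of the 12 exons of *Rbpjl*-201. It lies on the minus strand of chromosome 2 from 164410291 to 164410310, with AGG as the next bases. The RT-qPCR primers of *Rbpjl* match exon 10 (164413978 to 164413997) and exon 12 (164414376 to 164414395), outside the part that overlaps *Matn4*.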

In brief, a CRISPR RNA (crRNA) (GGGAGCGCAGGCGATTGAAA, targeted to exon 7 of the *Rbpjl* genomic locus of *Mus Musculus*), trans-activating crRNA (tracrRNA), and HiFi Cas9 Nuclease were purchased from Integrated DNA Technologies (tracrRNA, Cat#1072532; HiFi Cas9 Nuclease, Cat#1081060). The crRNA-tracrRNA-Cas9 (RNP) complex was injected into the oviduct lumen of a female wild-type mouse which had been mated on the previous day, due to efficient editing genome at 0.7 dpc. Immediately after injection, the Kimwipe towel-covered oviduct was sandwiched between tweezer-type electrodes. Electroporation was performed using a BEX (model no. CUY21EditII) with the following parameters (square (mA), ( + /–), Pd V: 80 V, Pd A: 150 mA, Pd on: 5.00 ms, Pd off: 50 ms, Pd N: 3, decay: 10%, decay type: Log). The offspring from the *i*-GONAD–treated females were analyzed for genotype using a target-specific primer pair (Forward: 5’-ACATCAATACCCAGATACCCGAC-3’, Reverse: 5’-CCAGGCAGCTCTATTCTTTGAT-3’). The selected mutated mice were backcrossed for three generations before they were used in the experiments.

### Genechip analysis

Wild-type osteoclasts derived from bone marrow and *Ctsk*^Cre/+^ *Nfatc1*^flox/flox^ osteoclasts derived from splenic cells were induced by RANKL stimulation, as described below. Gene expression profiling data from wild-type and *Runx2*^–/–^ osteoblasts was kindly provided by Dr. K. Nishikawa^52^. The total RNA extracted from these cells was used for cDNA synthesis of biotinylated cRNA through in vitro transcription. After cRNA fragmentation, hybridization with the Mouse Genome 430 2.0 Array (Affymetrix) was performed.

### Cell culture

For in vitro osteoclast differentiation, primary bone marrow cells (1 × 10^5^ cells per cm^2^) or primary splenic cells (1 × 10^6^ cells per cm^2^) were maintained in α-Minimum Essential Medium (α-MEM) supplemented with 10% fetal bovine serum (FBS), 100 U ml^−1^ penicillin, 100 µg ml^−1^ streptomycin, and 10 ng ml^−1^ of M-CSF (R&D systems, Cat#216-MC-500) for 2 days to obtain macrophages. Then the macrophages obtained were cultured in the above medium supplemented with 50 ng ml^−1^ of RANKL (PeproTech, Cat#315–11) for 3 days. The culture medium was changed every second day. Osteoclastogenesis was evaluated by TRAP staining. TRAP-positive multinucleated cells (more than 3 nuclei) were counted. For in vitro osteoblast differentiation, calvarial cells were isolated from the calvarial bone of newborn mice (P0–P3) by enzymatic digestion in α-MEM with 0.1% collagenase and 0.2% dispase, and maintained with α-MEM supplemented with 10% FBS, 100 U ml^−1^ penicillin, and 100 µg ml^−1^ streptomycin. After proliferating to subconfluency, these cells were reseeded (1 × 10^4^ cells per cm^2^) and maintained for 3 days. Then the obtained mesenchymal cells were cultured in an osteogenic medium (100 mM ascorbic acid (Nacalai Tesque, Cat#13570–82), 5 mM β-glycerophosphate (Sigma-Aldrich, Cat#G9422), and 10 mM dexamethasone (Wako, Cat#041–18861)). The culture medium was changed every third day. After 7 days, alkaline phosphatase staining was performed, and after 21 days, bone nodule formation was assessed by Alizarin Red S staining. β-estradiol (Tocris Bioscience, Cat#2824) was added to the primary osteoclast precursors (24 h after the first RANKL stimulation) and osteoblast precursors using MC3T3-E1 cells (Riken BRC, RBRC-RCB1126, Lot. 057) (7 days after cultured in osteogenic medium). INCA-6 (Tocris Bioscience, Cat#2162) was added to osteoblast precursor cells using MC3T3-E1 cells (7 days after being cultured in osteogenic medium). FGF2 (Pepro Tech, Cat#450–33) (10 ng ml^−1^) was added to the osteoblast precursors using MC3T3-E1 cells to assess MAPK signaling.

### CRISPR/Cas9

A crRNA (GGGAGCGCAGGCGATTGAAA, targeted to exon 7 of the *Rbpjl* genomic locus from the *Mus Musculus*), tracrRNA (Cat#1072532), and espCas9 (Cat#1081060) were purchased from Sigma-Aldrich. MC3T3-E1 cells were transfected with the RNP complex and *Rbpjl* knockout cells were isolated^53^. *Rbpjl* knockout cells were analyzed for genotyping using the above primer pair.

### Cell proliferation assay

The 3-[4,5-dimethylthiazol-2-yl]-2,5-diphenyltetrazolium bromide (MTT) assay was performed to determine cell proliferation. Calvarial cells were plated at a density of 1 × 10^4^ cells per well in 96-well plates. After incubation in α-MEM for 24 hr, the cells were incubated for 1 hr with an MTT reagent (Nacalai Tesque, Cat#23547–76) at each time point. DMSO was then used to dissolve the formazan crystal. The absorbance was recorded at 490 nm using a microplate reader.

### Bone analysis

Bone analysis was conducted using 12-week-old mice, except for the 3-week-old *Ctsk*^Cre/+^ *Nfatc1*-floxed male mice. The right femur and lumbar vertebrae were fixed in 70% ethanol for µCT analysis. µCT scanning was performed using a Scan Xmate-A100S Scanner (Comscantechno). Three-dimensional microstructural images were reconstructed, and then structural indices were calculated using TRI/3D-BON software (v10.01.37.47-H-64; RATOC System Engineering) in accordance with the American Society for Bone and Mineral Research (ASBMR) guidelines for µCT analysis of rodent bone microstructure^54^. The right tibia was subjected to histological analysis. The undecalcified tibiae were embedded in glycol methacrylate and stained with toluidine blue and TRAP^50,55,56^. The histomorphometric parameters were calculated based on the ASBMR guidelines for bone histomorphometry^57^.

### Histological analysis

The organs were fixed in 4% paraformaldehyde/phosphate-buffered saline (Nacalai Tesque, Cat#09154–85) for approximately 12 to 24 hr, and subsequently embedded in paraffin after a series of dehydration steps. The tissues were sectioned at 4 μm thickness, deparaffinized using Fast Solve (FALMA), and rehydrated through a graded ethanol series followed by Milli-Q water (Merck Millipore)^58^. The sections were then stained with hematoxylin (Muto Pure Chemicals) and eosin (Nacalai Tesque), dehydrated through the ethanol series and Fast Solve, and finally mounted using Multi Mount 480 (Matsunami Glass). All images were obtained using the BZ-X700 all-in-one fluorescence microscope (v1.4.0.1; KEYENCE).

### Quantitative PCR

Total RNA was isolated using Sepasol-RNA I Super G (Nacalai Tesque, Cat#09379–97) according to the manufacturer’s instructions. cDNA was synthesized from total RNA with ReverTra Ace qPCR RT Master Mix along with gDNA Remover (Toyobo, Cat#FSQ-301). qPCR analysis was performed with the CFX384 Touch Real-Time PCR Detection System (v3.11517.0823; Bio-Rad Laboratories) using THUNDERBIRD SYBR qPCR Mix (Toyobo, Cat#QPS201). The expression of genes was normalized to *Gapdh*. Expression levels for all the genes were analyzed using the standard curve method as previously described^55^. The sequences of the primers are shown in the Supplementary Table 2.

### RNA sequencing analysis

Total RNA was extracted with Sepasol-RNA I Super G (Nacalai Tesque, Cat#09379–97). Data were acquired on an Ion Proton sequencer (Thermo Fisher Scientific) and analyzed using the CLC genomic Workbench (v12.0.3; CLC bio) according to the manufacturer’s instructions. 

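The deposited tables hold, for each gene, counts of exon reads, intron reads, reads across exon junctions and uniquely placed reads, beside RPKM. The RPKM were recomputed from the exon reads, the exon length and the library total, and differed from the deposited values by a relative 4.4e-16 at most. Uniquely placed reads made up 47.1 to 51.0% of the gene reads in the *Fam102a*+/+ libraries and 48.9 to 56.0% in the *Fam102a*Δ/Δ libraries (2-sided exact permutation test, p = 0.3). Of the gene identifiers, 53620 were found in GENCODE M21 (GRCm38), 52056 of them with the same start and end.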

Functional analysis was performed on DEGs with DAVID 6.8^22^ and Quick GO^23^. The datasets generated in the present study are available in the Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo/) under accession no. GSE211533.

### Western blotting

Cell lysate of calvarial cells or MC3T3-E1 cells was fractionated by Sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) and transferred to a polyvinylidene difluoride (PVDF) membrane. After incubation with a blocking buffer, the proteins were subjected to western blot analysis using the specific antibodies for HA (TANA2, MBL, Cat#M180-3), Myc (My3, MBL, Cat#M192–3), LaminB1 (A−11, Santa Cruz Biotechnology, Cat#sc-377000), α-tubulin (DM1A, Santa Cruz Biotechnology, Cat#sc-32293), β-actin (AC−15, Sigma-Aldrich, Cat#A5441), FLAG (M2, Sigma-Aldrich, Cat#F1804), Runx2 (D1L7F, Cell Signaling Technology, Cat#12556), phosphor-ERK (D13.14.4E, Cell Signaling Technology, Cat#4370), ERK (137F5, Cell Signaling Technology, Cat# 4695), phosphor-p38 (D3F9, Cell Signaling Technology, Cat#4511), p38 (D13E1, Cell Signaling Technology, Cat#8690), phosphor-JNK (81E11, Cell Signaling Technology, Cat#4668) and JNK (N/A, Cell Signaling Technology, Cat#9252). The rabbit anti-Rbpjl polyclonal antibody was prepared by Sigma-Aldrich against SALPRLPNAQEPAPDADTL, a sequence near the C terminus of mouse Rbpjl, and affinity purified using the synthetic peptide. Nuclear proteins were prepared with a nuclear extract kit in accordance with the manufacturer’s protocol (Active Motif, Cat#40010).

### Co-Immunoprecipitation analyses

Human Embryonic Kidney (HEK) 293 cells (Riken BRC, RBRC-RCB1637, Lot. 024) were transfected with each expression gene, solubilized in lysis buffer (Thermo Fisher Scientific, Cat#87788) and supplemented with a complete protease inhibitor cocktail (Roche Applied Science, Cat#11836170001). Immunoprecipitation was performed by incubation with an anti-DDDDK-tag bearing mAb-Magnetic Beads (FLA−1GS, MBL, Cat#M185−11), anti-HA-tag mAb-Magnetic Beads (TANA2, MBL, Cat#M180–11), or anti-Myc-tag mAb-Magnetic Beads (PL14, MBL, Cat#M047−11) in accordance with the manufacturer’s protocol. Immune complexes were separated by electrophoresis followed by blotting with anti-FLAG M2 (M2, Sigma-Aldrich, Cat#F1804), anti-HA (TANA2, MBL, Cat#M180–3), and anti-Myc (My3, MBL, Cat#M192–3) antibodies.

### Immunocytochemical staining

Calvarial cells were seeded on collagen-type I-P coated glass bottom dishes (Thermo Fisher Scientific). Cells were blocked with 5% FBS for 30 min at room temperature, followed by staining with an anti-Rbpjl or anti-Runx2 antibody (D1L7F, Cell Signaling Technology, Cat#12556) in 5% FBS overnight at 4 °C. After washing with PBS-T, cells were incubated with Alexa 488-labeled anti-rabbit IgG antibody (N/A, Thermo Fisher Scientific, Cat#A21206) and 1 µg ml^−1^ Hoechst 33342 (Thermo Fisher Scientific, Cat#H1399) for 1 hr at room temperature.

### Retoroviral and Lentiviral gene transfer

The retroviral vectors pMXs-Runx2-IRES-GFP, pMXs-Fam102a-IRES-GFP, and pMXs-Rbpjl-IRES-GFP were constructed by inserting DNA fragments encoding Runx2, Fam102a, and Rbpjl into a pMXs-IRES-GFP vector. The retrovirus supernatants were obtained by transfecting the retroviral vectors into the Plat-E packaging cell line using FuGENE HD (Promega, Cat#E2311). The lentiviral vector pLVSIN-Rbpjl-HA-puro and pLVSIN-Rbpjl-3xFLAG-puro were constructed by inserting DNA fragments encoding Rbpjl, HA, and 3xFLAG into a pLVSIN-EF1α-puro vector. Lentiviral shRNA expression vectors for Fam102a (SHCLNG-NM_153560), Rbpjl (SHCLNG-NM_009036), and TurboGFP positive control vector (SHC003) were purchased from Sigma-Aldrich. The lentivirus vectors were co-transfected with MISSION Lentiviral Packaging Mix (Sigma-Aldrich, Cat#SHP001) into HEK 293 T cells (Riken BRC, RBRC-RCB2202, Lot. 021). To generate Rbpjl-HA and Rbpjl-3xFLAG stably expressed cell lines, MC3T3-E1 cells were transfected with expression vectors and isolated by limiting dilution with 5 µg ml^−1^ puromycin. The isolated Rbpjl-HA and Rbpjl-3xFLAG stably expressed cells were analyzed by western blotting using specific antibodies.

### CUT&RUN assay

CUT&RUN assay was performed using the CUT&RUN Assay Kit (Cell Signaling Technology, Cat#86652) according to the manufacturer’s instructions^59^. Briefly, 100,000 cells for each reaction and input sample were bound to activated Concanavalin A-coated magnetic beads and permeabilized. The bead-cell complexes were incubated with anti-HA, anti-rabbit IgG (N/A, Cell Signaling Technology, Cat#66362), or anti-FLAG M2 (M2, Sigma-Aldrich, Cat#F1804) antibodies at 4 °C for 2 hr. Cells were resuspended with pAG-MNase Enzyme and incubated at room temperature for 1 hr. DNA fragments were purified using DNA Purification Buffers and Spin Columns (Cell Signaling Technology, Cat#14209). The sequences of the primers are shown in the Supplementary Table 3.

### Reporter gene assay

The reporter plasmids of *Rbpjl*-Luc, *Sp7* (12 k)-Luc, and *Sp7* (2 k)-Luc were constructed by subcloning from BAC clones (B6Ng01-148B24 and B6Ng01-144H14) provided by the RIKEN BRC through the National BioResource Project of MEXT, Japan. The reporter plasmid of *Fam102a*-Luc was constructed by cloning from the mouse genomic DNA. The reporter plasmid of *Sp7* (12 k) mutated-Luc was constructed from *Sp7* (12 k)-Luc vector using the In-Fusion kit (Takara, Cat#638909). The reporter plasmids and the expression plasmids were transfected into MC3T3-E1 cells or NIH3T3 cells (Riken BRC, RBRC-RCB1862, Lot. 011) using X-tremeGENE HP DNA Transfection Reagent (Roche, Cat#6366244001) or FuGENE HD (Promega, Cat#E2311). After 48 hr, a dual luciferase assay (Promega, Cat#E1910) was performed according to the manufacturer’s protocol.

### Statistical analysis

All data are expressed as the mean ± SEM of at least three independent experiments. Two data sets were compared using unpaired two-sided Student’s *t* test. Multiple comparisons were performed using one- or two-way ANOVA followed by Tukey’s or Sidak’s *post hoc* test. A *P* value of <0.05 was considered statistically significant. All statistical analyses were performed using Prism version 8 (GraphPad Software).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting summary

Transparent Peer Review file

## Source data

Source data

## Data Availability

The sequencing data generated in this study have been deposited in the GEO database under accession code GSE211533. Source data are provided in this paper. All other data supporting the findings of this study are available from the corresponding author upon reasonable request. Source data are provided with this paper.

# Supplementary material for: Fam102a translocates Runx2 and Rbpjl to facilitate Osterix expression and bone formation
**Source:** Nat Commun. 2025 Jan 2;16:9. doi: 10.1038/s41467-024-55451-z
**Supplement:** Supplementary file 1 — Supplementary Information

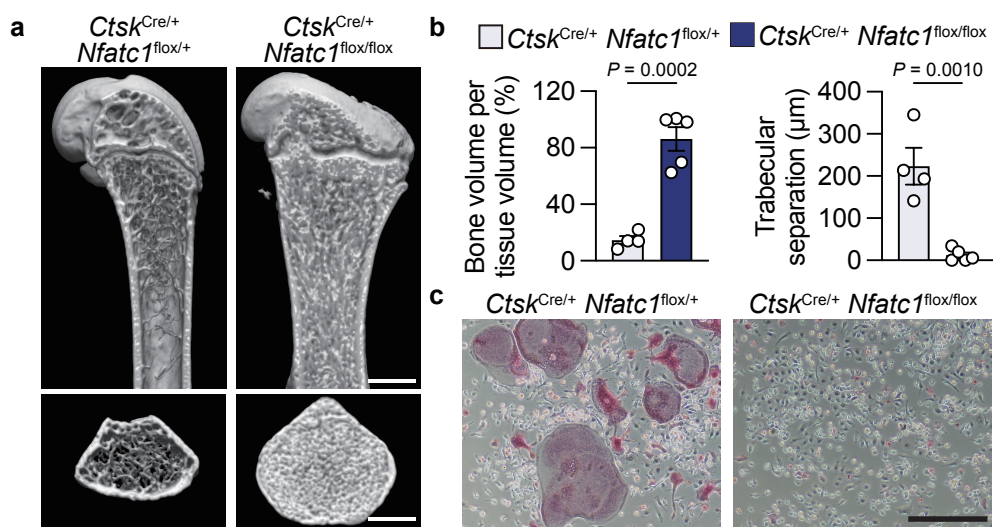

Supplementary Fig. 1: Mice with conditional deletion of *Nfatc1* in osteoclasts exhibit a severe osteopetrotic phenotype.

a, Representative μ CT images of the distal femur in 3-week-old male *Ctsk*^{Cre/+} *Nfatc1*^{flox/+} and *Ctsk*^{Cre/+} *Nfatc1*^{flox/flox} mice (scale bar, 1 mm). **b**, μ CT analysis of the distal femur in 3-week-old male *Ctsk*^{Cre/+} *Nfatc1*^{flox/+} and *Ctsk*^{Cre/+} *Nfatc1*^{flox/flox} mice ($n = 4-5$). **c**, *In vitro* osteoclast differentiation of *Ctsk*^{Cre/+} *Nfatc1*^{flox/+} and *Ctsk*^{Cre/+} *Nfatc1*^{flox/flox} splenocytes (scale bar, 0.4 mm). Three independent experiments were performed. Data are shown as the mean $\pm$ SEM. Statistical analyses were performed using unpaired two-sided Student's *t* test. Source data are provided as a Source Data file.

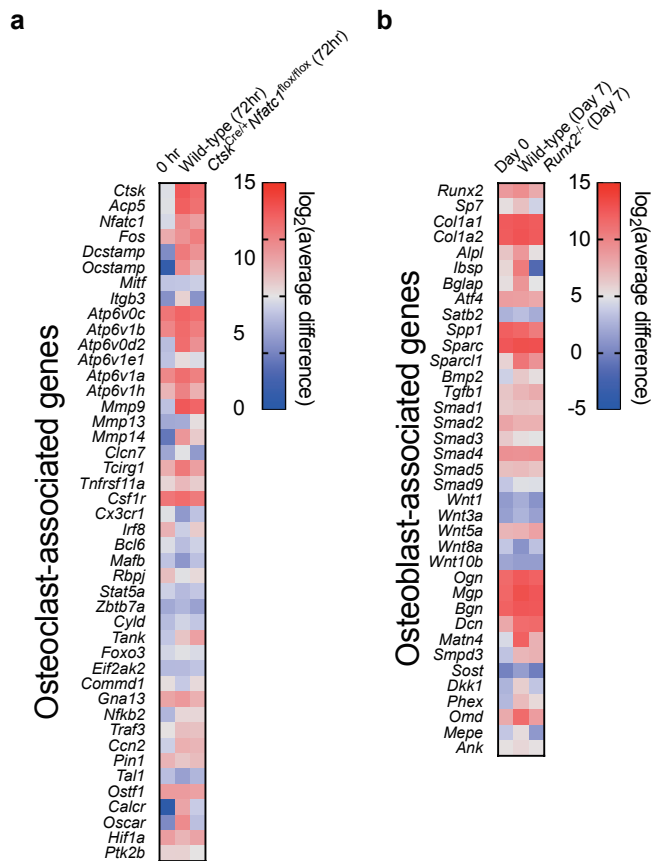

Supplementary Fig. 2: mRNA expression of the genes associated osteoclast or osteoblasts.

a,b, The expression of genes associated with osteoclasts or osteoblasts in *Nfatc1*–deficient osteoclasts (**a**) and *Runx2*–deficient osteoblasts (**b**), respectively, were visualized by heatmap. Source data are provided as a Source Data file.

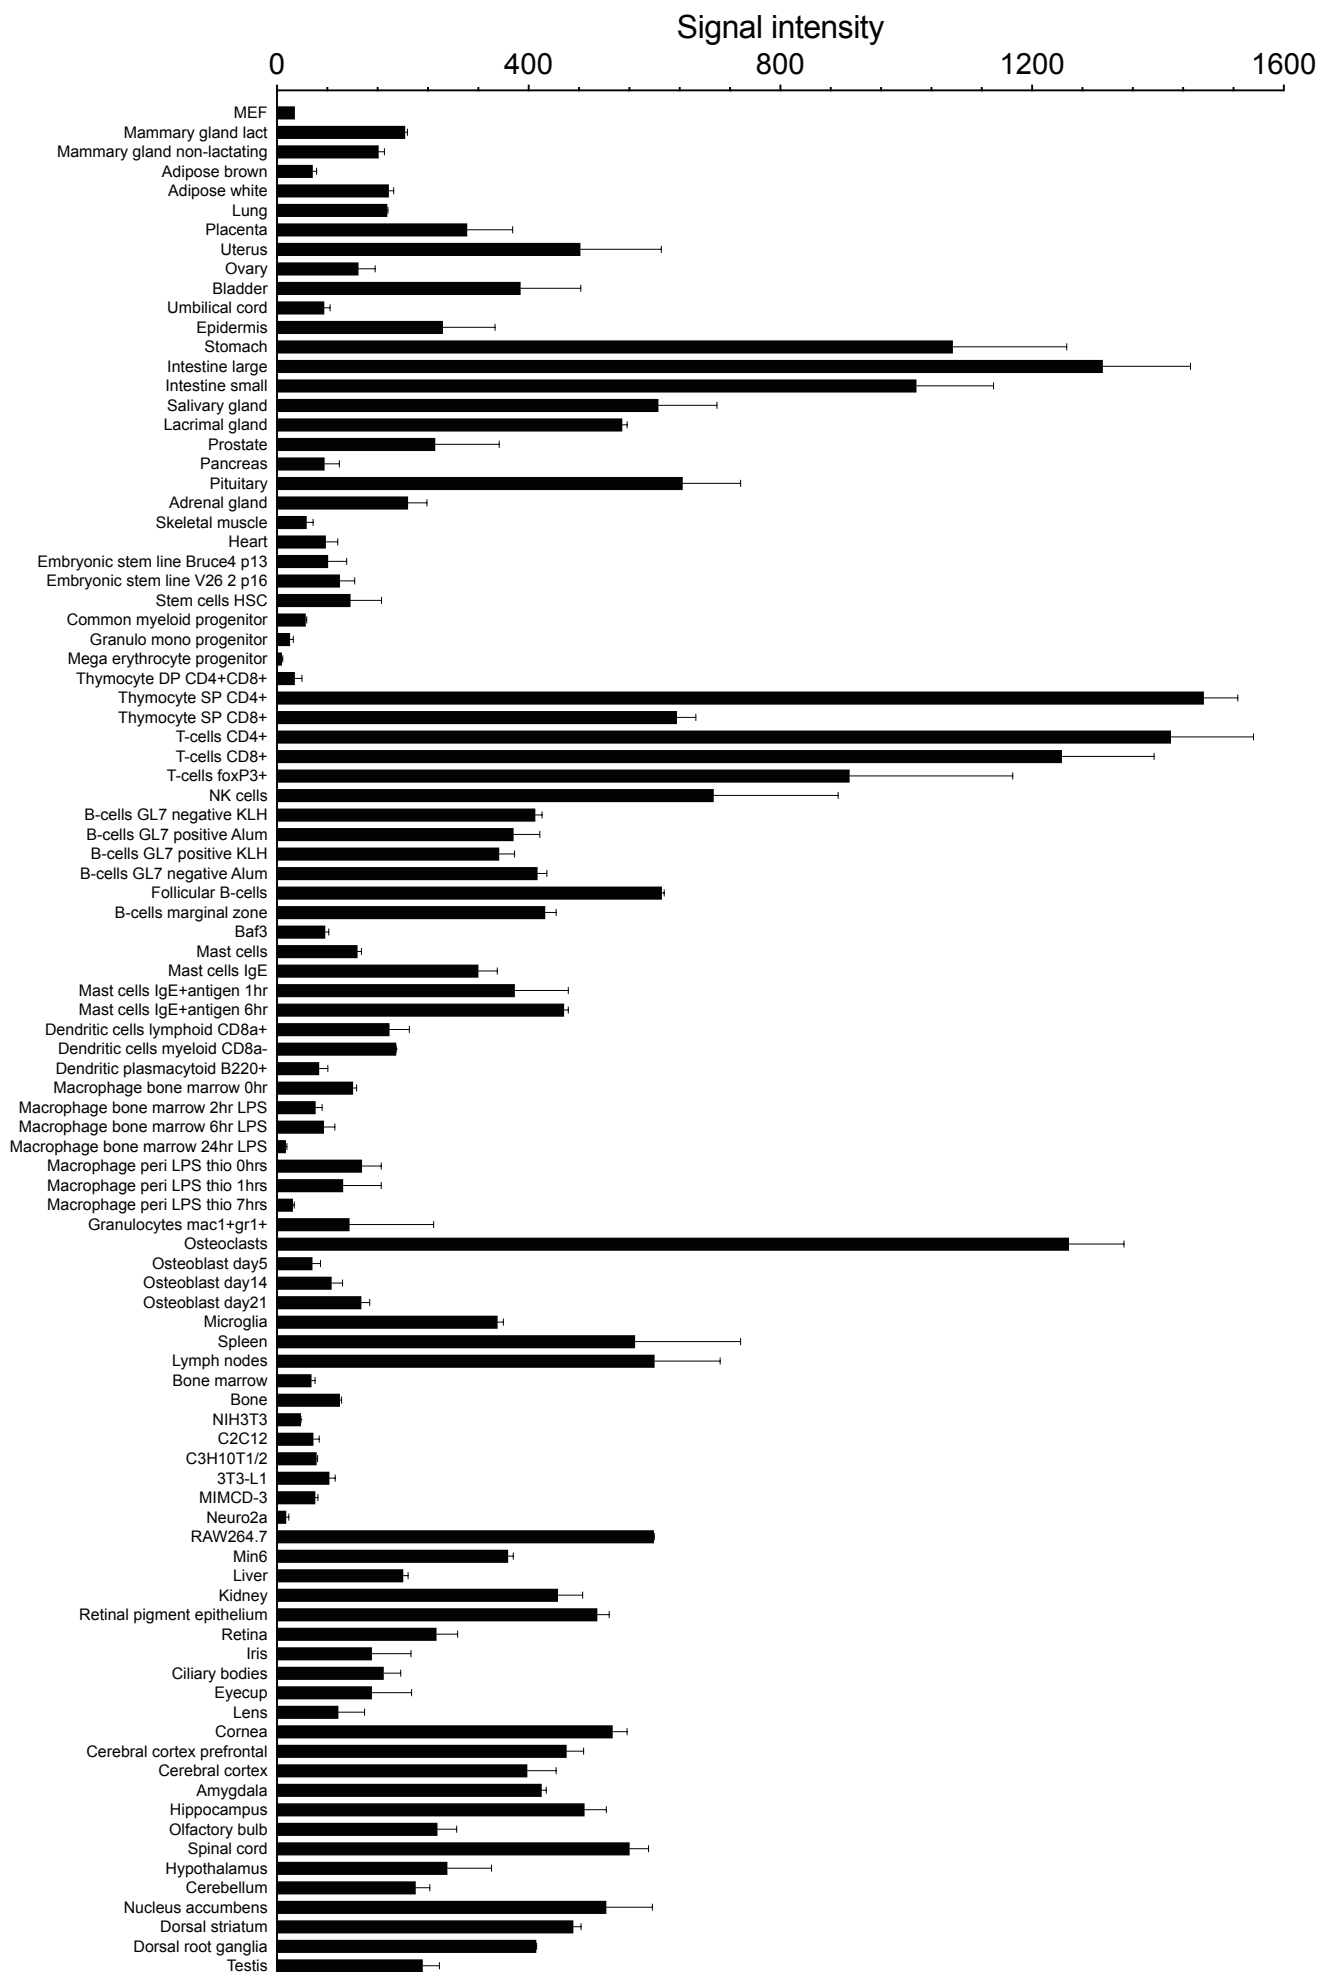

Supplementary Fig. 3: *Fam102a* expression in various mouse tissues and cells.

Expression profile of *Fam102a* among mouse tissues and cells (data from BioGPS, <http://biogps.org/>). Each bar represents the normalized intensity of the amount of *Fam102a* mRNA in each tissue and cell. Source data are provided as a Source Data file.

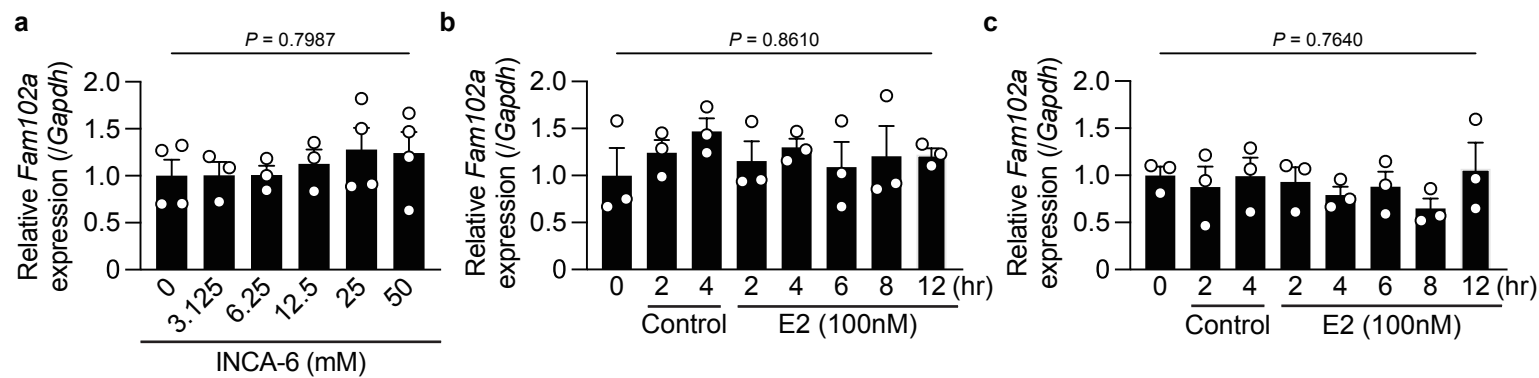

Supplementary Fig. 4: *Fam102a* is expressed independently of estrogen signal in osteoblasts and osteoclasts.

a, *Fam102a* mRNA expression in osteoblastic MC3T3-E1 cells in response to INCA-6, which inhibits NFAT activation ($n = 3$ or 4; independent experimental replicates). **b,c**, *Fam102a* mRNA expression in osteoblastic MC3T3-E1 cells (**b**) and primary osteoclast precursor cells (**c**) in response to 17 β -estradiol (E2) or Ethanol (Control) treatment ($n = 3$; independent experimental replicates). Data are shown as the mean $\pm$ SEM. Statistical analyses were performed using one-way ANOVA and Tukey' s *post hoc* test. Source data are provided as a Source Data file.

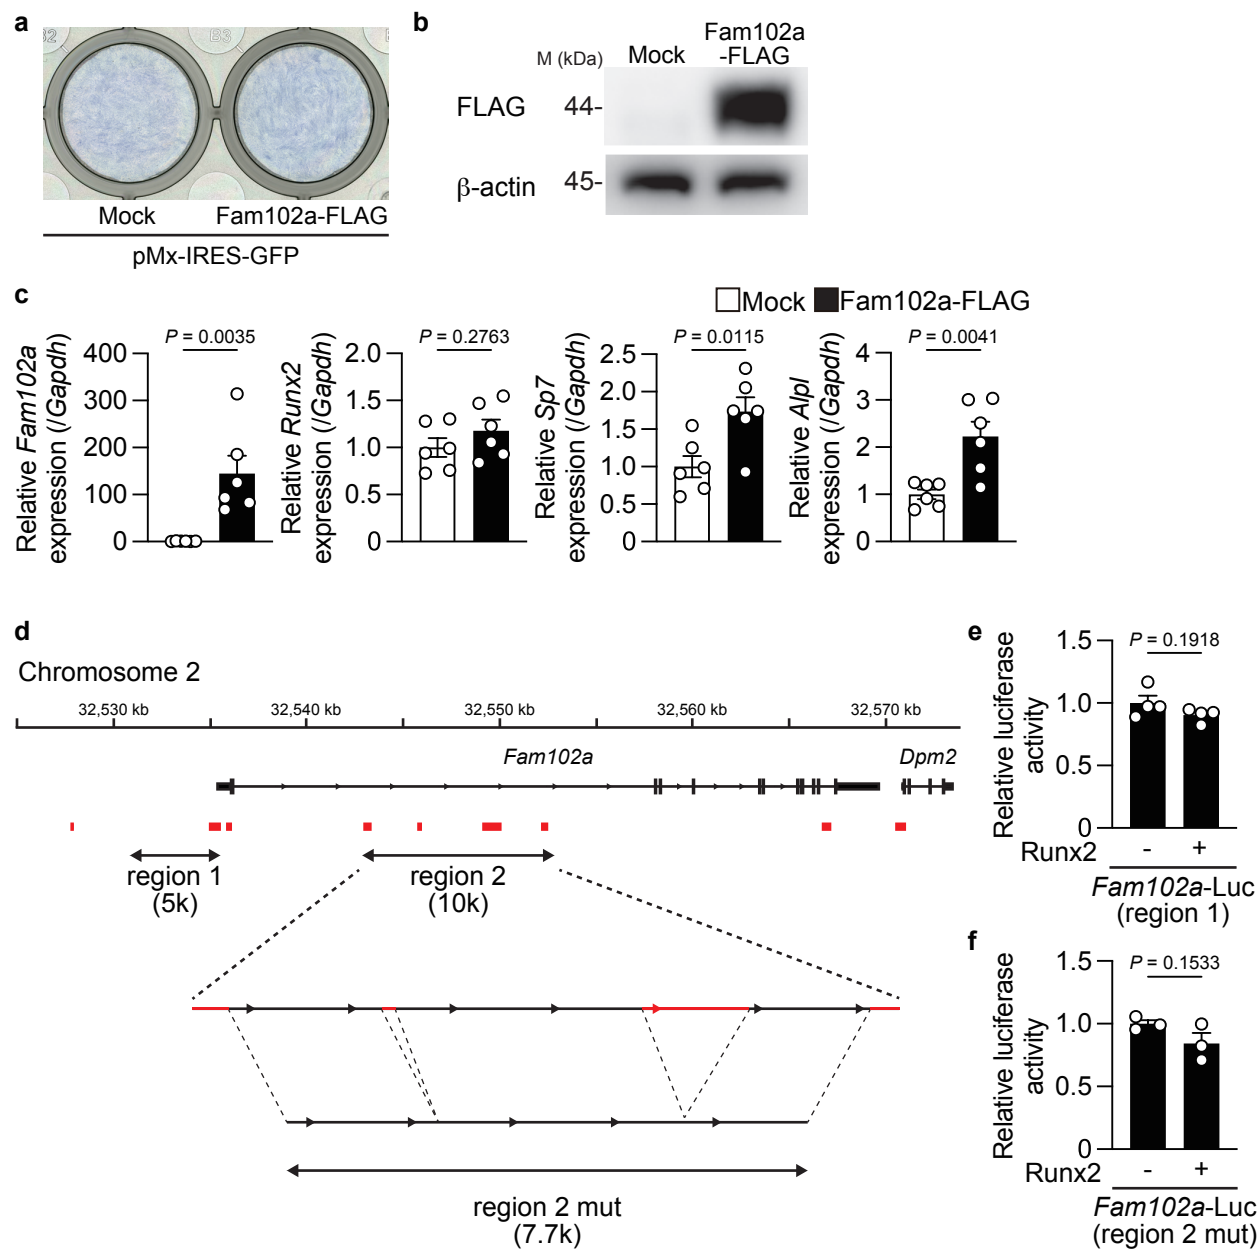

Supplementary Fig. 5: Overexpression of Fam102a promoted osteoblast differentiation.

a–c, The effect of retroviral overexpression of Fam102a on ALP staining (a), Fam102a protein expression (b), and osteoblastic gene expressions (c) in MC3T3-E1 cells cultured in osteogenic medium for 7 days ($n = 6$; independent experimental replicates). **d**, Schematic view of Runx2-binding sites (red bars) in mouse *Fam102a* promoter and enhancer region visualized using ChIP-Atlas. Lower section of the figure, targeting strategy to generate mutated region 2. **e**, The effect of Runx2 expression on the reporter activity of *Fam102a*-Luc region 1 (**e**, $n = 4$; independent experimental replicates) and region 2 mut (**f**, $n = 3$; independent experimental replicates) in MC3T3-E1 cells. M, molecular mass. Data are shown as the mean $\pm$ SEM. Statistical analyses were performed using Student's *t* test. Source data are provided as a Source Data file.

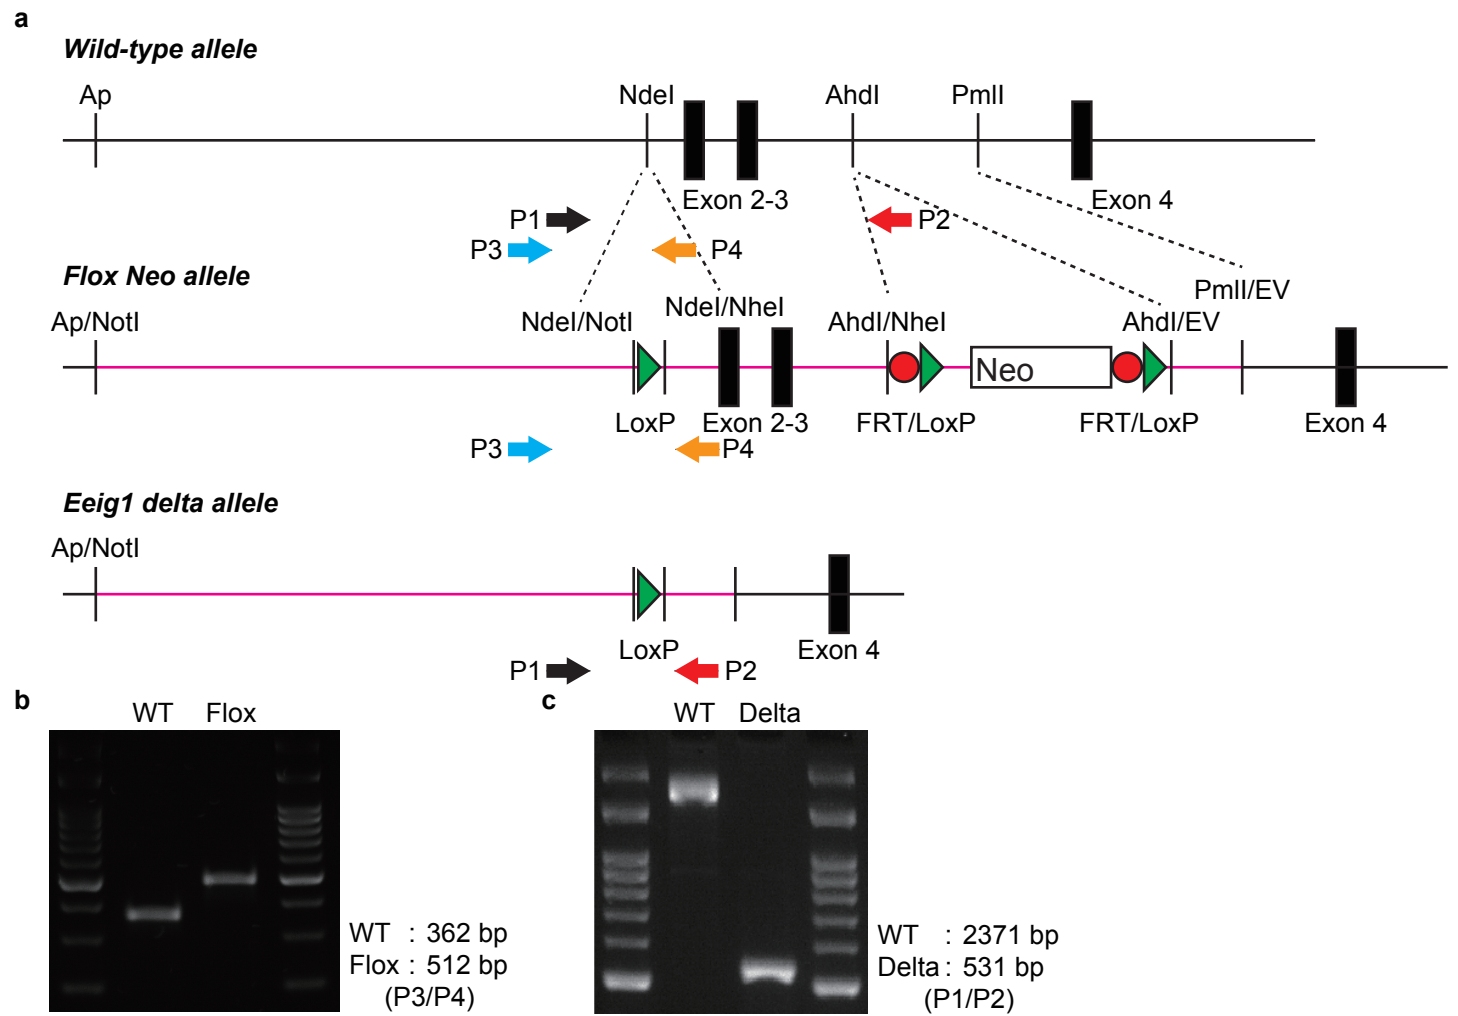

Supplementary Fig. 6: Generation of *Fam102a* floxed and deleted mice.

a, Targeting strategy to generate *Fam102a* floxed and deleted mice. The arrows below the diagram of the wild-type allele indicate the positions of the primers (P1, P2, P3 and P4) used for PCR genotyping. **b**, Genotyping of floxed allele of *Fam102a* by PCR using P3 and P4 primers. **c**, Genotyping of deleted allele of *Fam102a* by PCR using P1 and P2 primers. WT, wild-type.

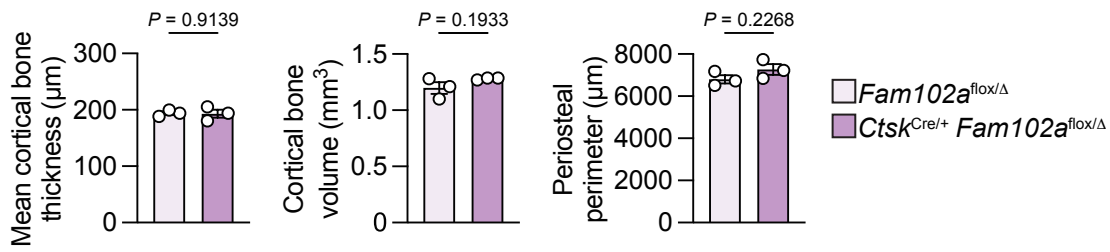

Supplementary Fig. 7: The effect of *Fam102a* deficiency in *Ctsk^{Cre}* positive cells on cortical bone.
 Cortical bone analysis as measured by μ CT in 12-week-old male *Ctsk^{Cre/+} Fam102a^{flox/Δ}* mice and their littermate controls ($n = 3$). Data are shown as the mean $\pm$ SEM. Statistical analyses were performed using unpaired two-sided Student' s t test. Source data are provided as a Source Data file.

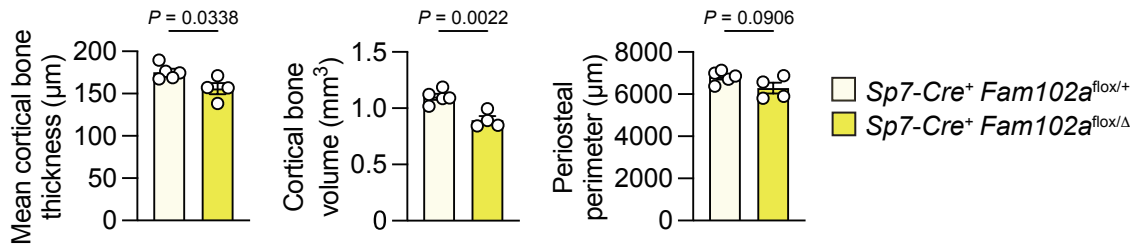

Supplementary Fig. 8: The effect of *Fam102a* deficiency by *Sp7-Cre* on cortical bone.

Cortical bone analysis as measured by μ CT in 12-week-old male *Sp7-Cre⁺ Fam102a^{flox/Δ}* mice and their littermate controls (*Sp7-Cre⁺ Fam102a^{flox/+}*; $n = 5$, *Sp7-Cre⁺ Fam102a^{flox/Δ}*; $n = 4$). Data are shown as the mean $\pm$ SEM. Statistical analyses were performed using unpaired two-sided Student's t test. Source data are provided as a Source Data file.

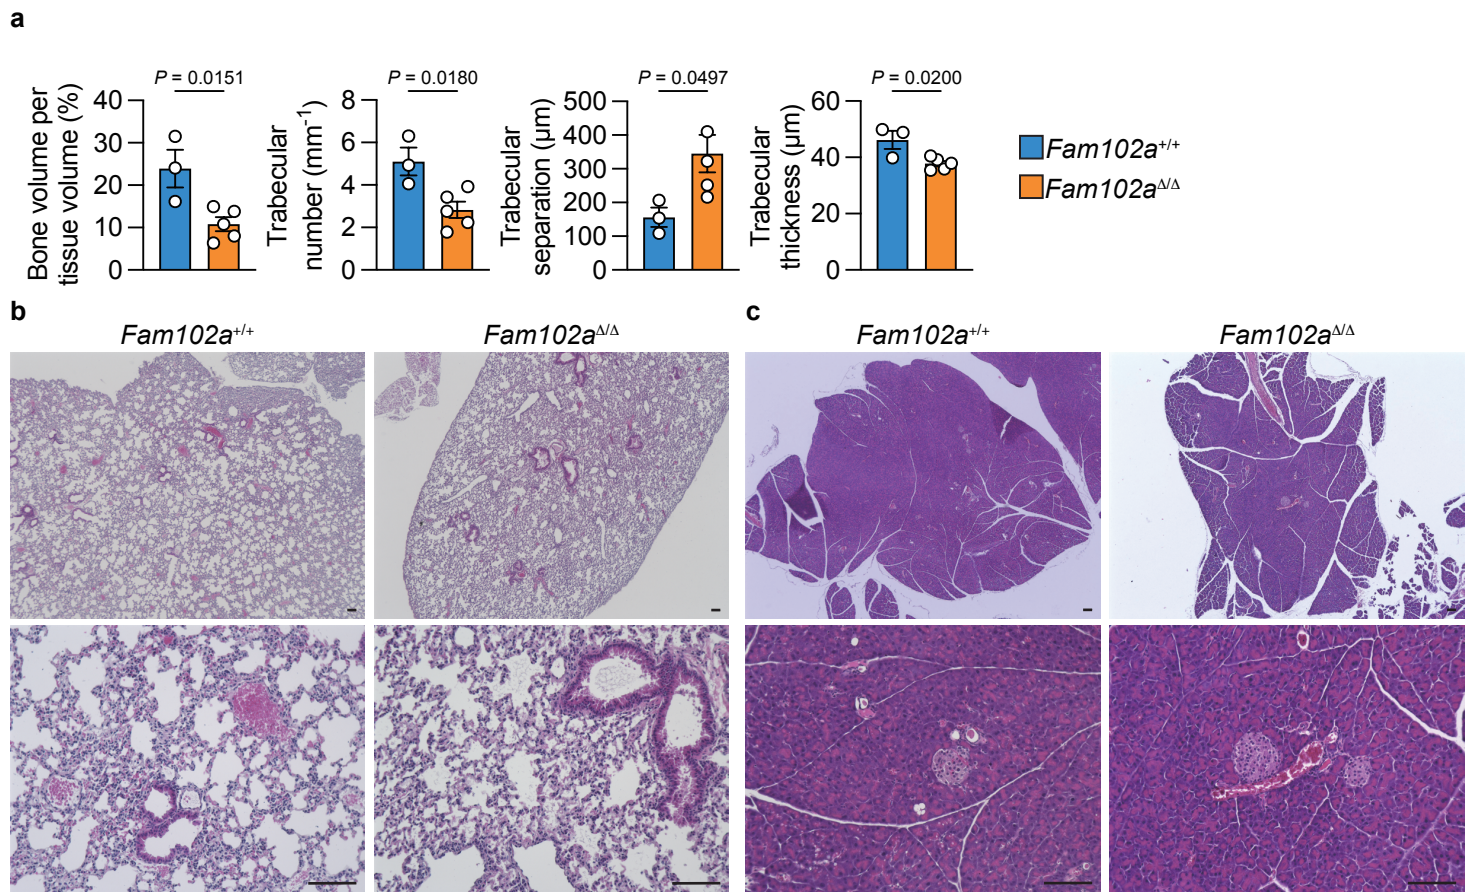

Supplementary Fig. 9: Bone phenotype of female *Fam102a*^{ΔΔ} mice and histological analysis of the lungs and pancreas in *Fam102a*^{ΔΔ} mice.

a, μ CT analysis of the distal femur in 12-week-old female *Fam102a*^{ΔΔ} mice and their littermate controls (*Fam102a*^{+/+}: $n = 3$, *Fam102a*^{ΔΔ}: $n = 4$). **b,c**, Representative images of HE-stained lung (**b**) and pancreas (**c**) in 12-week-old male *Fam102a*^{ΔΔ} mice (upper panel, low magnification ($\times 4$); lower panel, high magnification ($\times 20$); scale bar, 100 μ m). Three independent experiments were performed. Data are shown as the mean $\pm$ SEM. Statistical analyses were performed using unpaired two-sided Student's t test (**a**). Source data are provided as a Source Data file.

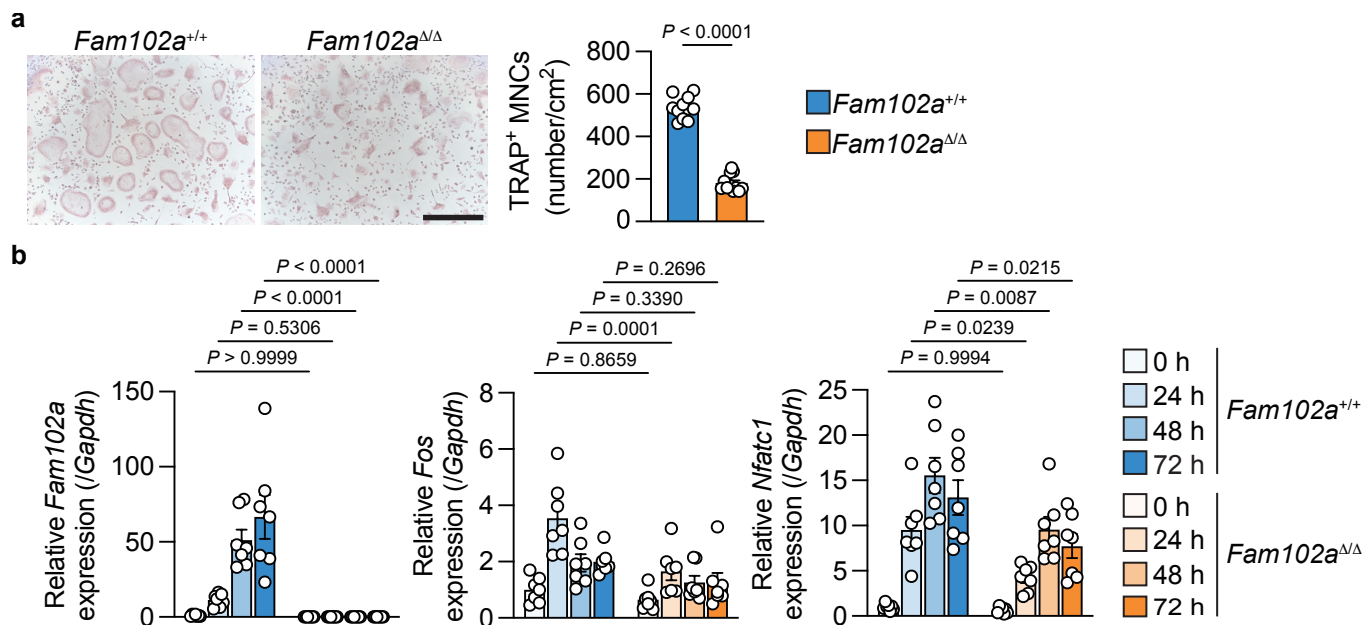

Supplementary Fig. 10: Deficiency of *Fam102a* suppressed osteoclast differentiation.

a, *In vitro* osteoclast differentiation of *Fam102a^{+/+}* and *Fam102a^{ΔΔ}* BMMs shown by TRAP staining ($n = 10$; independent experimental replicates) (scale bar, 0.4 mm). **b**, mRNA expression of osteoclastic genes during differentiation in *Fam102a^{+/+}* and *Fam102a^{ΔΔ}* bone marrow cells ($n = 7$; independent experimental replicates). Data are shown as the mean $\pm$ SEM. Statistical analyses were performed using unpaired two-sided Student's *t* test (**a**) or two-way ANOVA and Sidak's *post hoc* test (**b**). Source data are provided as a Source Data file.

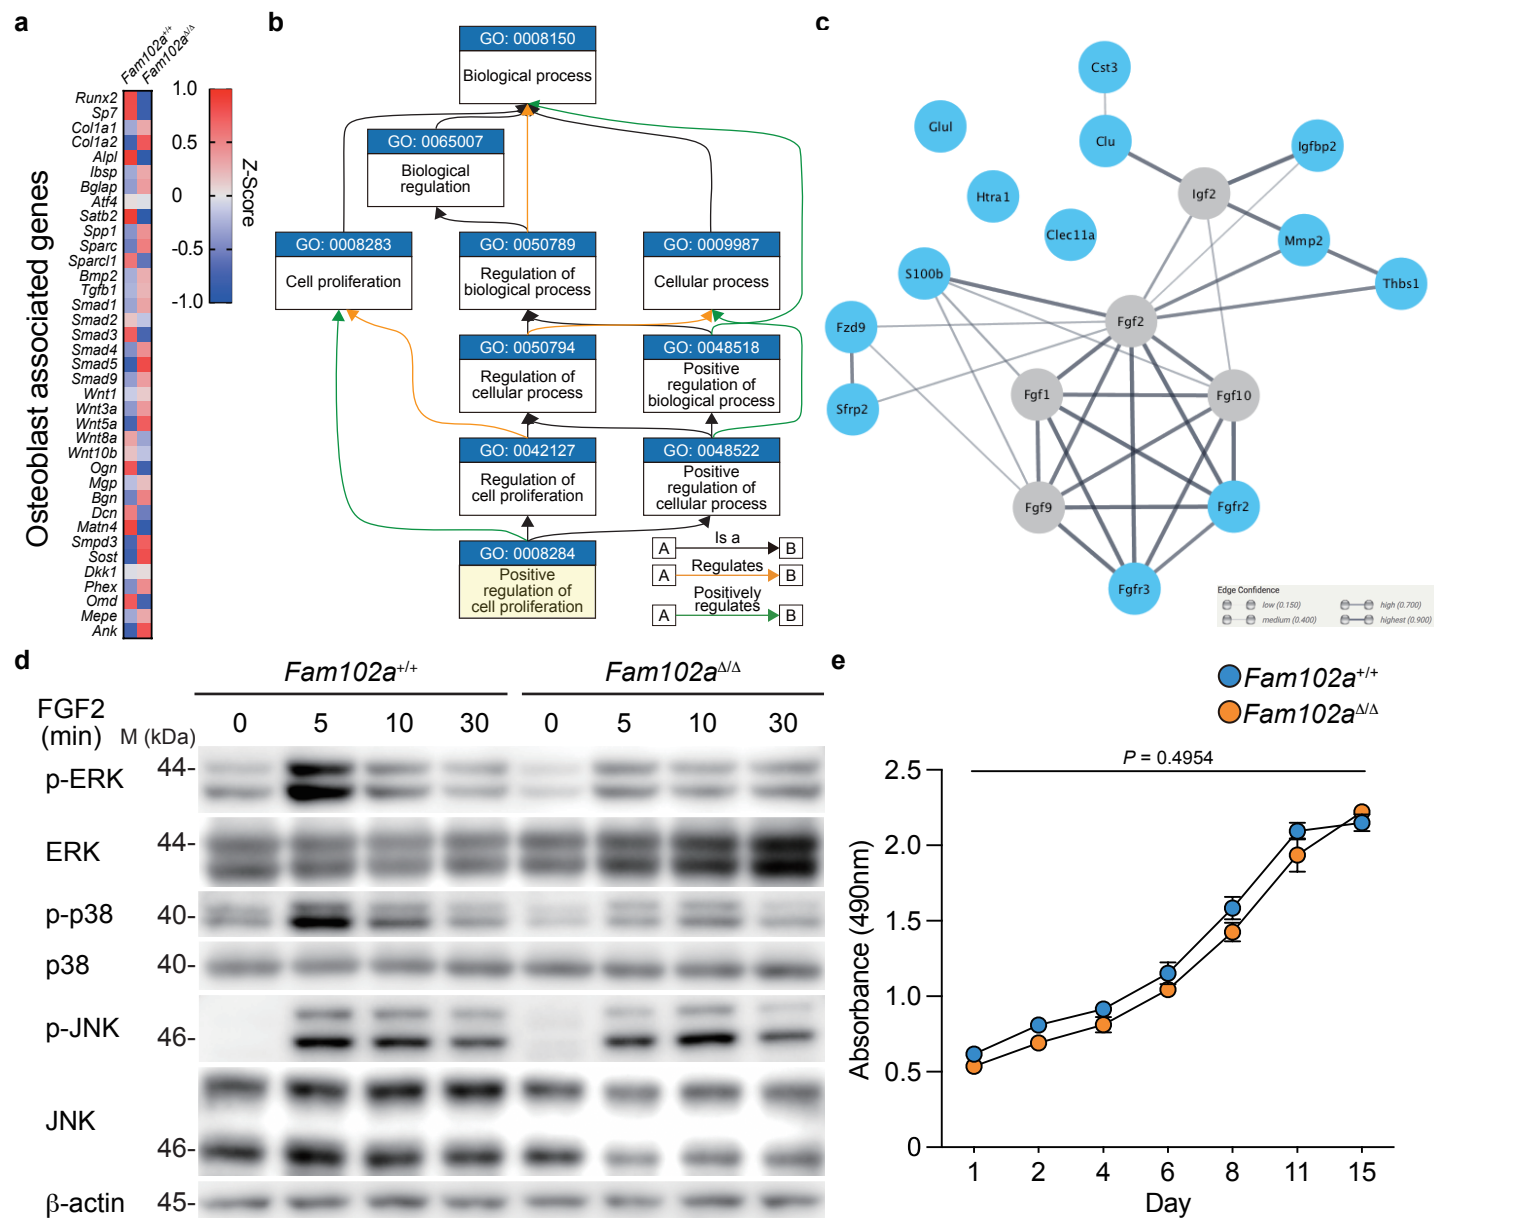

Supplementary Fig. 11: Deficiency of *Fam102a* suppressed FGF2 signaling, whereas cell proliferation was maintained.

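Of the genes labelled in the heatmap of Supplementary Fig. 11a, 7 had too few reads to be tested, namely *Bglap*, *Wnt1*, *Wnt3a*, *Wnt8a*, *Sost*, *Dkk1* and *Mepe*. *Bglap* had 0.170 ± 0.294 CPM (SD, n = 3) in *Fam102a*+/+ and 0.872 ± 1.51 CPM (SD, n = 3) in *Fam102a*Δ/Δ. Its reads numbered 6, 0 and 0 in the *Fam102a*+/+ libraries and 0, 53 and 0 in the *Fam102a*Δ/Δ libraries, so that 1 library of each genotype held them all.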

a, The expression of genes associated with osteoblast differentiation in *Fam102a*^{+/+} and *Fam102a*^{Δ/Δ} calvarial cells, visualized by heatmap. **b**, Gene ontology (Biological process) pathway analysis was performed using QuickGO on genes differentially decreased in *Fam102a*^{Δ/Δ} osteoblasts relative to *Fam102a*^{+/+} osteoblasts. **c**, The PPI network was visualized using the STRING database. 

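Of the 5 grey nodes of the network, *Fgf2* (ENSMUSG00000037225) had 38.1 ± 2.84 CPM (SD, n = 3) in *Fam102a*+/+ and 31.2 ± 2.72 CPM (SD, n = 3) in *Fam102a*Δ/Δ. Its log2 fold change was −0.29 (standard error 0.112, adjusted p = 0.761 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold changes of *Fgf1* (0.45), *Fgf9* (0.60), *Fgf10* (−0.15) and *Igf2* (−0.01) did not pass an unadjusted p of 0.05. Of 28 tested genes of FGF signalling, 14 were lower and 14 were higher in *Fam102a*Δ/Δ. The list's camera direction was higher (adjusted p = 0.805), its median log2 fold change was 0.01 and its direction in fry was lower. Of the 28, 5 were lower and 4 higher at an unadjusted p under 0.05, and 2 were lower and 3 higher when adjusted over the list alone. Over all genes, edgeR called 0 of the 28, and DESeq2 called 2 lower and 1 higher. Uniquely placed reads made up 7.28% of the gene reads of *Fgf2*, 4.72% of those of *Fgf1* and 1.43% of those of *Igf2*.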

Light blue circle nodes: 13 differentially expressed genes in Gene ontology terms (positive regulation of cells); gray circle nodes: putative proteins related to the PPI. **d**, FGF2-induced phosphorylation of ERK, p38, and JNK in *Fam102a*^{+/+} and *Fam102a*^{Δ/Δ} calvarial cells cultured for 7 days. Three independent experiments were performed. **e**, Cell proliferation in *Fam102a*^{+/+} and *Fam102a*^{Δ/Δ} calvarial cells ($n = 4-8$; independent experimental replicates). M, molecular mass. Data are shown as the mean $\pm$ SEM. Statistical analyses were performed using two-way ANOVA and Sidak's *post hoc* test (**e**). Source data are provided as a Source Data file.

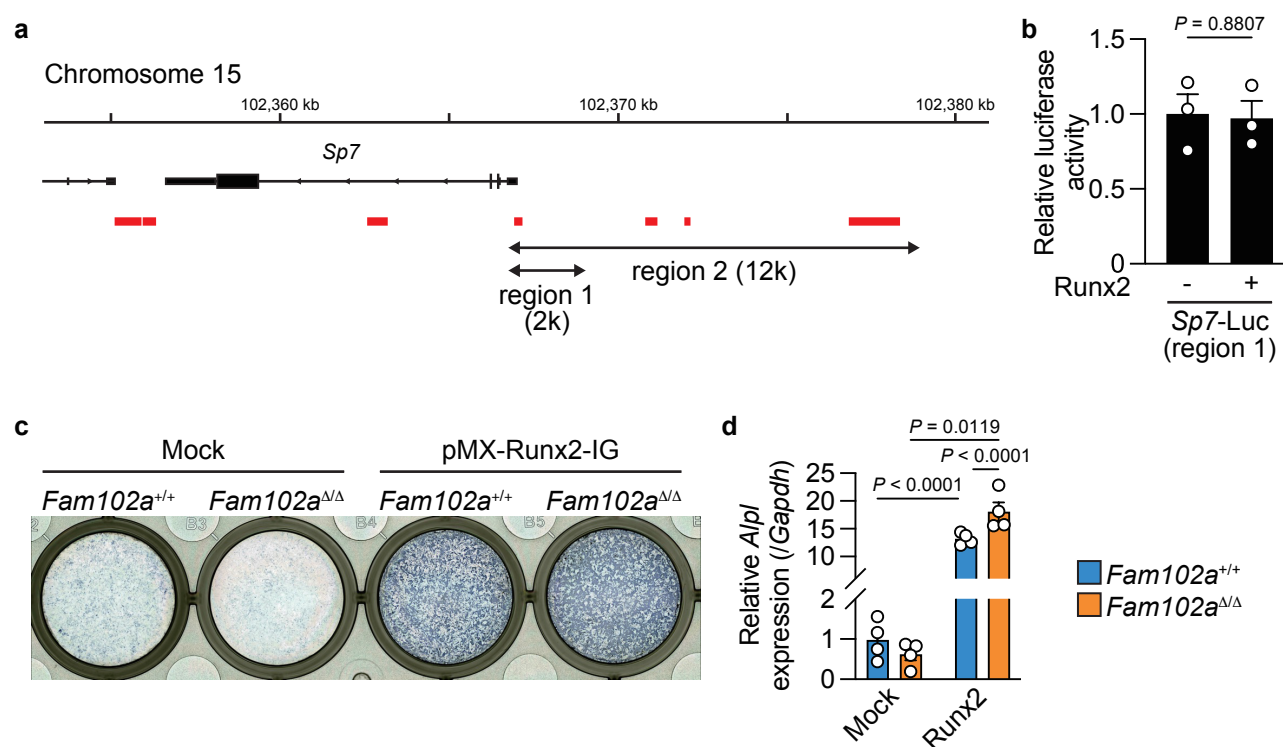

Supplementary Fig. 12: Overexpression of Runx2 in *Fam102a*-deficient osteoblasts rescued impaired osteoblast differentiation.

a, Schematic view of Runx2-binding sites (red bars) in the mouse *Sp7* promoter and enhancer regions visualized using ChIP-Atlas. **b**, The effect of Runx2 expression on the reporter activity of *Sp7*-Luc (region 1) in MC3T3-E1 cells ($n = 3$; independent experimental replicates). **c**, *In vitro* osteoblast differentiation of *Fam102a*^{+/+} and *Fam102a*^{ΔΔ} calvarial cells shown by ALP staining at 7 days of culture. Four independent experiments were performed. **d**, The effect of retroviral overexpression of Runx2 on *Alpl* mRNA expression in *Fam102a*^{+/+} and *Fam102a*^{ΔΔ} calvarial cells ($n = 4$; independent experimental replicates). Data are shown as the mean $\pm$ SEM. Statistical analyses were performed using unpaired two-sided Student's *t* test (**b**) or two-way ANOVA and Sidak's *post hoc* test (**d**). Source data are provided as a Source Data file.

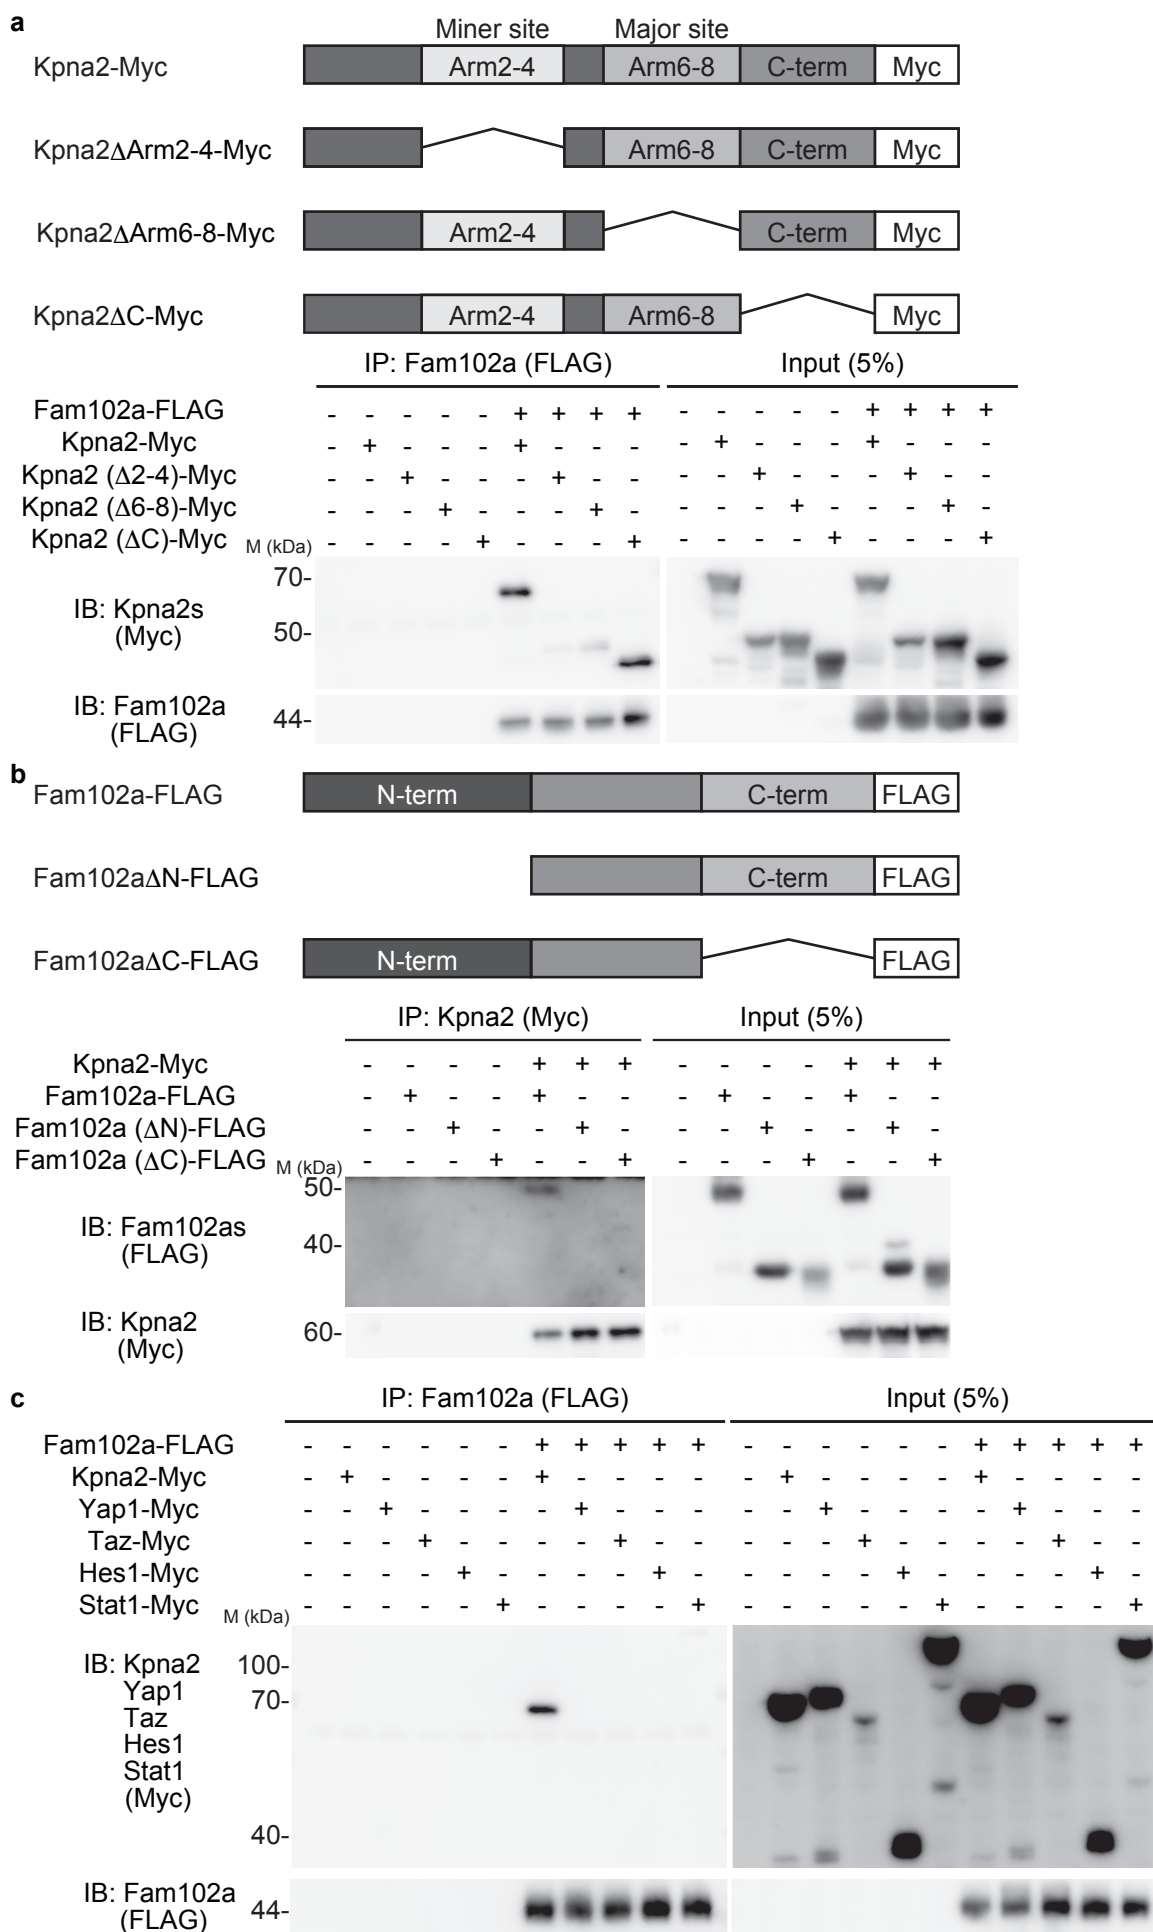

Supplementary Fig. 13: The interaction between Fam102a and Kpna2.

a, The analysis of interaction between Fam102a and Kpna2 mutants (full length, Δ Arm2-4, Δ Arm6-8, Δ C) examined by Co-IP assay. Three independent experiments were performed. Arm, Armadillo repeat. **b**, The analysis of interaction between Fam102a mutants (full length, Δ N, Δ C) and Kpna2 examined by Co-IP assay. Three independent experiments were performed. **c**, The analysis of the interaction between Fam102a and Runx2 binding partners examined by Co-IP assay. Three independent experiments were performed. M, molecular mass. Source data are provided as a Source Data file.

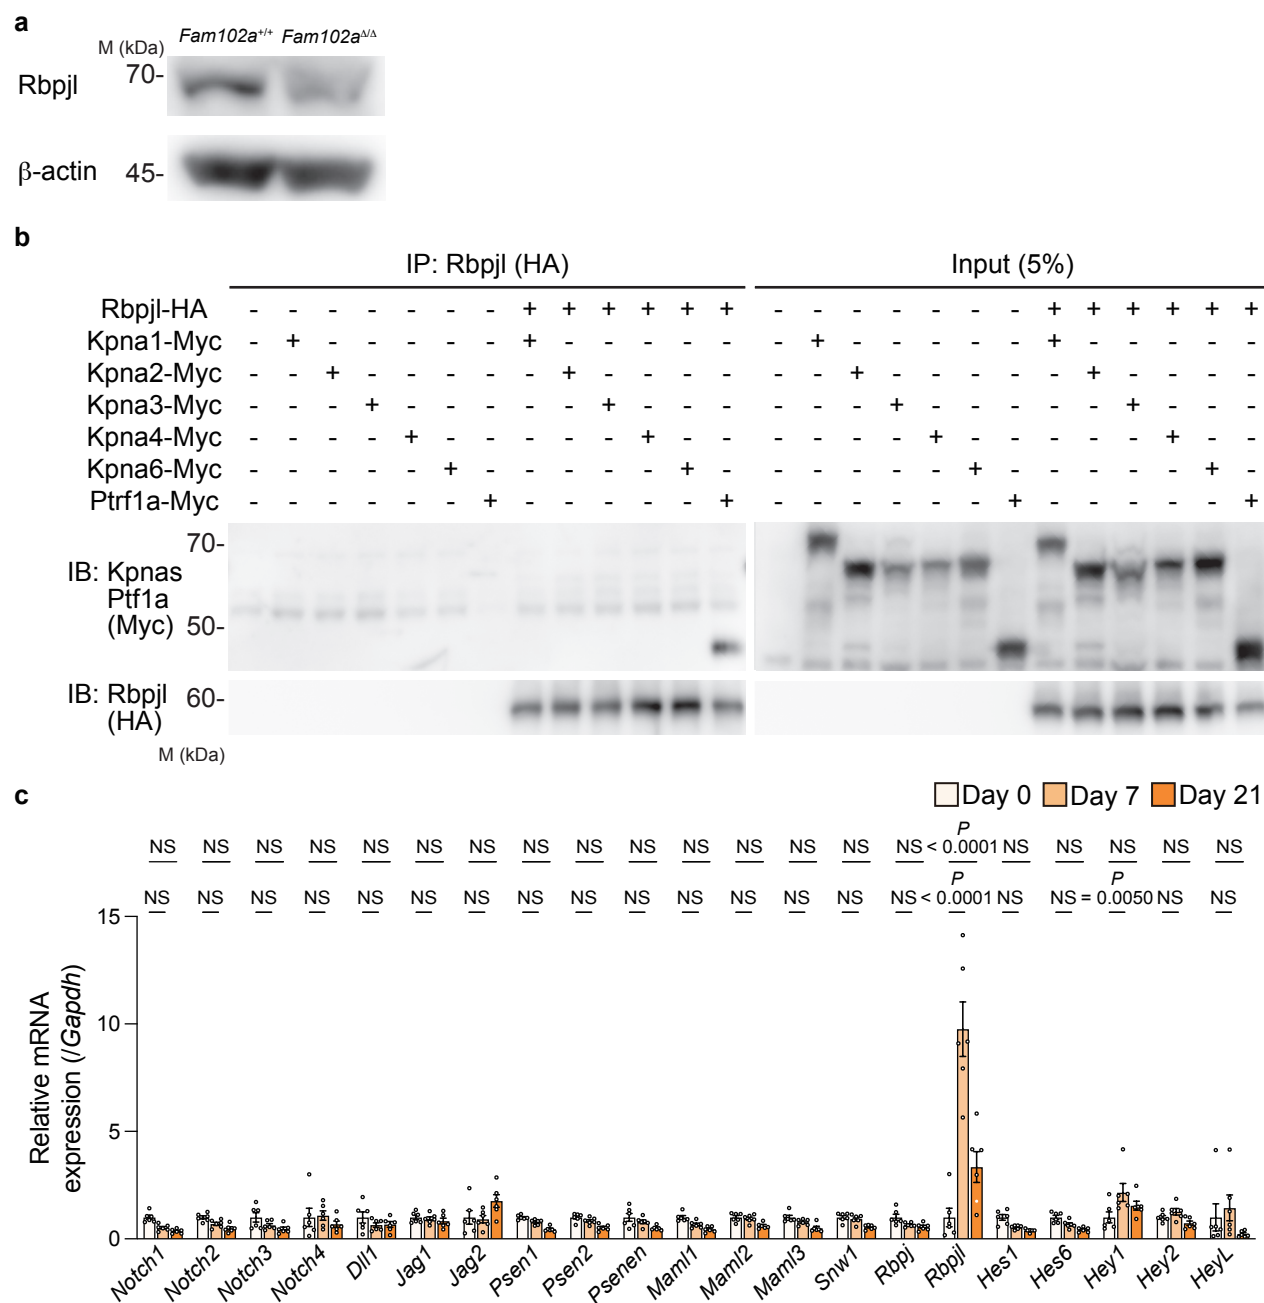

Supplementary Fig. 14: Rbpjl expression is strongly upregulated in osteoblast differentiation under the control of Fam102a.

a, Rbpjl protein expression in *Fam102a*^{+/+} and *Fam102a*^{ΔΔ} calvarial cells cultured for 7 days. Three independent experiments were performed. **b**, The analysis of the interaction between Rbpjl, Kpna family members and Ptf1a examined by Co-IP assay. Three independent experiments were performed. **c**, mRNA expression of Notch family members and their pathway genes during osteoblastic differentiation of primary wild-type calvarial cells (*n* = 6; independent experimental replicates). M, molecular mass. Data are shown as the mean ± SEM. Statistical analyses were performed using two-way ANOVA and Tukey's *post hoc* test. Source data are provided as a Source Data file.

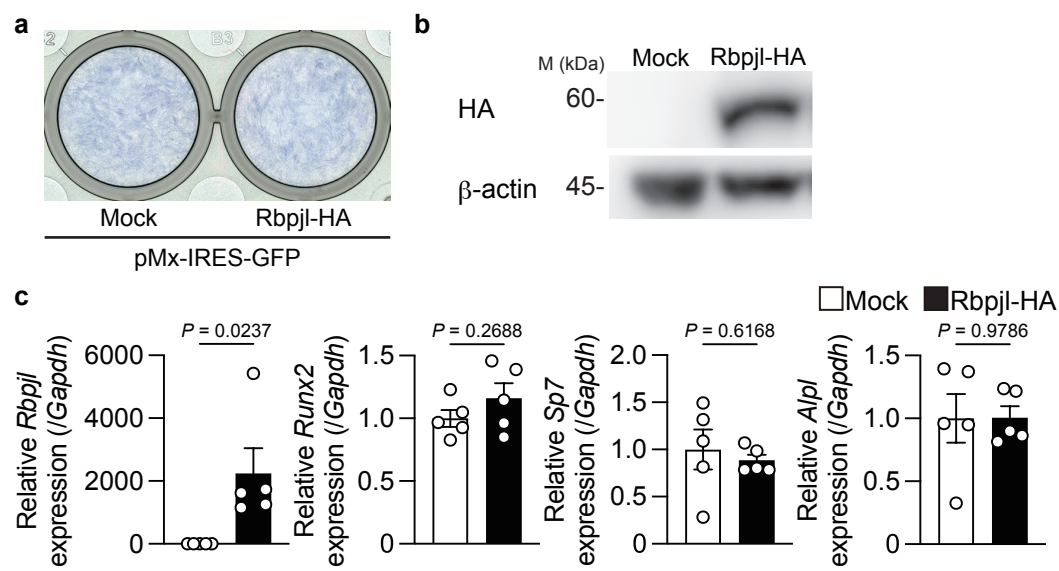

Supplementary Fig. 15: Rbpjl overexpression had no effect on osteoblast differentiation.

a–c, The effect of retroviral overexpression of Rbpjl-HA on ALP staining (a), Rbpjl protein expression (b), and osteoblastic gene expression (c) in MC3T3-E1 cells cultured in osteogenic medium for 7 days ($n = 5$; independent experimental replicates). M, molecular mass. Data are shown as the mean $\pm$ SEM. Statistical analyses were performed using unpaired two-sided Student's t test. Source data are provided as a Source Data file.

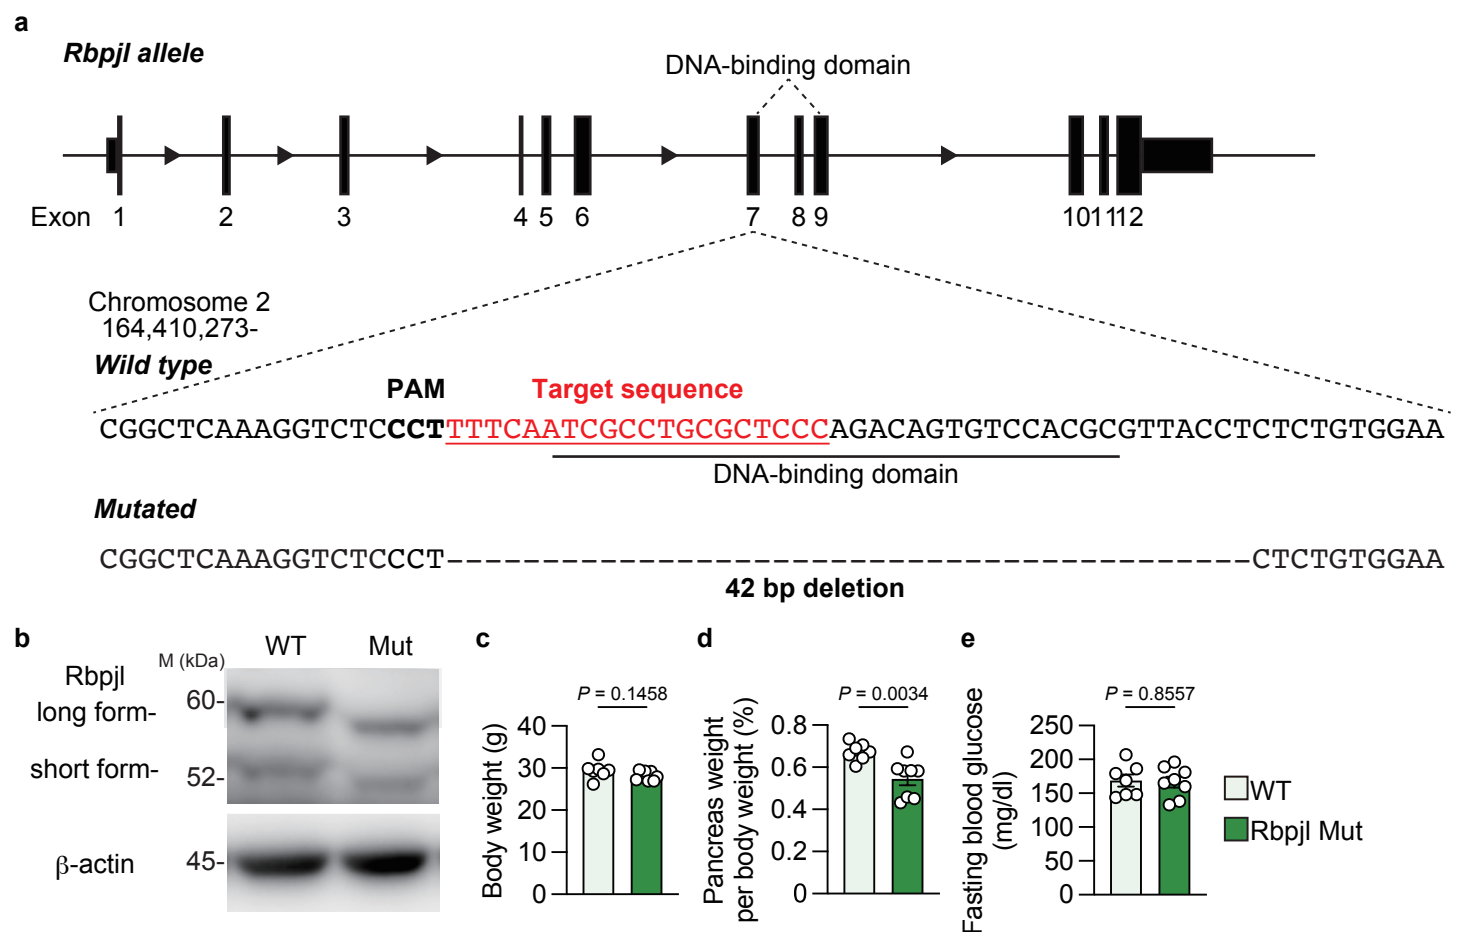

Supplementary Fig. 16: Generation of *Rbpjl*-mutated mice.

a, Targeting strategy to generate *Rbpjl*-mutated mice. Schematic diagram of the *Rbpjl* exon 7 sgRNA, which contained a DNA-binding domain. The target sequence is underlined in red. **b**, *Rbpjl* protein expression in wild-type and *Rbpjl*-mutated calvarial cells cultured for 7 days. Four independent experiments were performed. **c–e**, The effects of *Rbpjl* mutation on body weight (**c**, $n = 7$), pancreas weight per body weight (**d**, $n = 7$) and fasting blood glucose (**e**, $n = 7$). M, molecular mass. WT, wild-type. Mut, mutated. Data are shown as the mean $\pm$ SEM. Statistical analyses were performed using unpaired two-sided Student's *t* test. Source data are provided as a Source Data file.

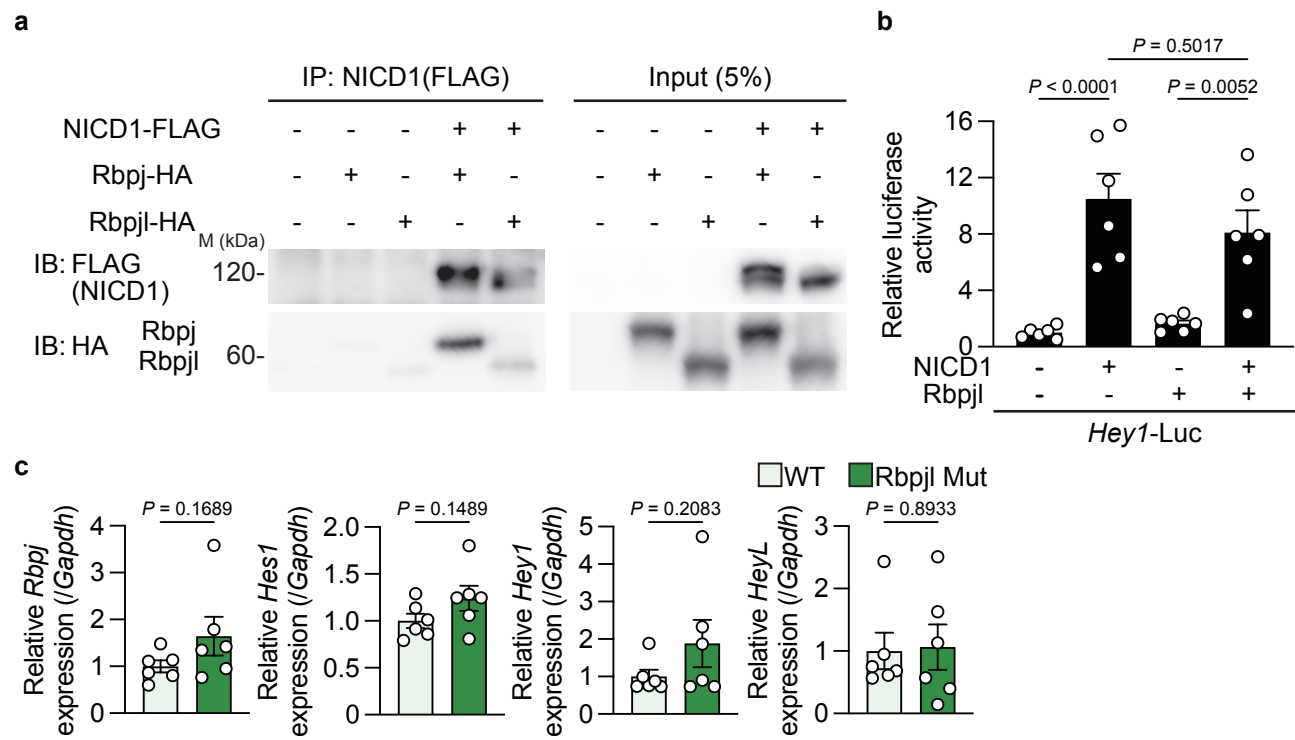

Supplementary Fig. 17: Rbpjl regulates osteoblast differentiation independently of Notch signaling.

a, The analysis of the interaction between NICD1, Rbpj, and Rbpjl examined by Co-IP assay. Three independent experiments were performed. **b**, The effect of the expression of NICD1 and Rbpjl on the reporter activity of *Hey1-Luc* in NIH3T3 cells ($n = 5$; independent experimental replicates). **c**, mRNA expression of *Rbpj*, and the Notch target genes *Hes1*, *Hey1*, and *HeyL* in wild-type and *Rbpjl*-mutated calvarial cells cultured in osteogenic medium for 7 days ($n = 6$; independent experimental replicates) (WT, wild-type; Mut, mutated). M, molecular mass. . Data are shown as the mean $\pm$ SEM. Statistical analyses were performed using one-way ANOVA and Tukey' s *post hoc* test (**b**) or unpaired two-sided Student' s *t* test (**c**). Source data are provided as a Source Data file.

a

Chromosome 2, 164,410,101-

Wild type

```
101 ATCAAGACCC CAGGCAAAAG GCTATGAAAT GCAGATAACC ATTGAGTCTA 150
151 GGCCAGTGGG CATATTAGCC AGGCTGTTAC ATGGGTCAGA AGATGAGCTG 200
201 AGGCATCTGA GAGACCACAT CTGAGAGGCC TGGGTACTGA TTCCACGTTT 250
251 CCCTCGCAGT ATGCATCTCC TCCGGCTCAA AGGTCTCCCT TTTCAATCGC 300
301 CTGCGCTCCC AGACAGTGTC CACGCGTTAC CTCTCTGTGG AAGATGGGGC 350
      DNA-binding domain
```

Mutated 1

```
101 ATCAAGACCC CAGGCAAAAG GCTATGAAAT GCAGATAACC ATTGAGTCTA 150
151 GGCCAGTGGG CATATTAGCC AGGCTGTTAC ATGGGTCAGA AGATGAGCTG 200
201 AGGCATCTGA GAGACCACAT CTGAGAGGCC TGGGTACTGA TTCCACGTTT 250
251 CCCTCGCAGT ATGCATCTCC TCCGGCACAT CCACAAGAAT CCAAAGCGGC 300
301 TACCAGTAAC TGCCTGATGG GAAAAGATTG AAAACCAGTA AATTTGGTCA 350
351 CAAACCAGTA AA-----C AATCGCCTGC GCTCCCAGAC 400
401 AGTGTCCACG -----CGT TACCTCTCTG TGGAAGATGG GGC 450
      domain
```

24 bp deletion and 86 bp insert (conclude stop codon)

Mutated 2

```
101 ATCAAGACCC CAGGCAAAAG GCTATGAAAT GCAGATAACC ATTGAGTCTA 150
151 GGCC----- 200
201 ----- 250
251 ----- 300
301 -TGCGCTCCC AGACAGTGTC CACGCGTTAC CTCTCTGTGG AAGATGGGGC 350
      DNA-binding domain
```

147 bp deletion (exon junction defect)

b

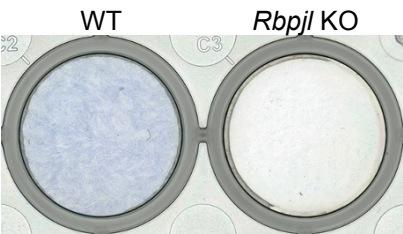

d

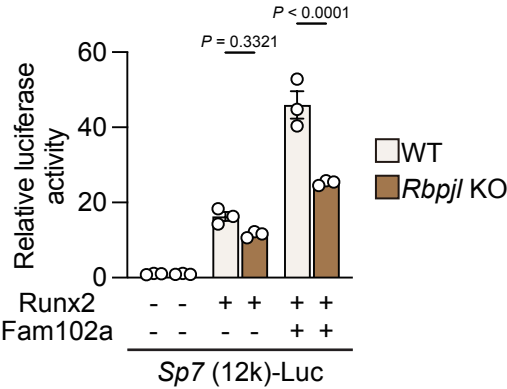

c

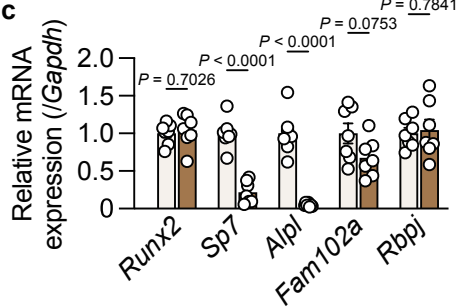

e

Chromosome 2

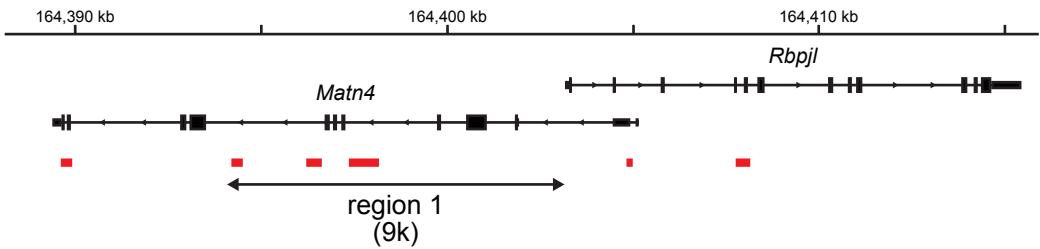

Supplementary Fig. 18: Generation of *Rbpjl* knockout osteoblastic cells.

a, Targeting strategy to generate *Rbpjl* knockout MC3T3-E1 cells. The target sequence is shown in red. The inserted bases are indicated in blue (-: deleted bases). **b**, *In vitro* osteoblastic differentiation of wild-type and *Rbpjl* knockout MC3T3-E1 cells shown by ALP staining in osteogenic medium for 7 days. **c**, mRNA expression of osteoblastic genes during differentiation in wild-type and *Rbpjl* knockout MC3T3-E1 cells ($n = 7$; independent experimental replicates). **d**, The effect of Runx2 and Fam102a expression on the reporter activity of *Sp7*-Luc (region 2) in control and *Rbpjl*-deficient MC3T3-E1 cells ($n = 3$; independent experimental replicates). **e**, Schematic view of Runx2-binding sites (red bars) in mouse *Rbpjl* promotor and enhancer region visualized using ChIP-Atlas. WT, wild-type. KO, knockout. Data are shown as the mean $\pm$ SEM. Statistical analyses were performed using unpaired two-sided Student's t test. Source data are provided as a Source Data file.

**Organs**	**<i>Fam102a</i>^{+/+}**	**<i>Fam102a</i>^{Δ/Δ}**	**<i>P</i> value**
Brain (%)	1.770 ± 0.095	1.773 ± 0.072	0.981
Thymus (%)	0.139 ± 0.019	0.143 ± 0.004	0.854
Heart (%)	0.501 ± 0.053	0.476 ± 0.008	0.659
Lung (%)	0.564 ± 0.018	0.741 ± 0.028	0.006
Liver (%)	5.136 ± 0.106	4.710 ± 0.363	0.324
Pancreas (%)	0.762 ± 0.015	0.657 ± 0.022	0.017
Spleen (%)	0.241 ± 0.010	0.272 ± 0.007	0.053
Stomach (%)	0.620 ± 0.032	0.581 ± 0.012	0.329
Kidney (%)	0.619 ± 0.039	0.560 ± 0.007	0.211
Adrenal gland (%)	0.012 ± 0.001	0.012 ± 0.000	0.564
Subcutaneous adipose (%)	0.569 ± 0.100	0.620 ± 0.038	0.662
Gastrocnemius muscle (%)	0.666 ± 0.022	0.679 ± 0.008	0.591
Soleus muscle (%)	0.040 ± 0.002	0.045 ± 0.002	0.161
Body weight (g)	26.3 ± 1.7	24.3 ± 0.7	0.332
Fasting blood glucose (mg/dl)	125 ± 16.0	124 ± 16.2	0.967

Supplementary Table 1: List of organ weights in *Fam102a*^{Δ/Δ} mice.

Data are shown as the mean ± SEM. Statistical analyses were performed using unpaired two-sided Student's *t* test.

Target gene	Orientation	Sequence 5'→3'
<i>Gapdh</i>	Forward	AAC TTTGGCATTGTGGAAGG
<i>Gapdh</i>	Reverse	GGATGCAGGGATGATGTTCT
<i>Fam102a</i>	Forward	TGAACGGGGTCCTCTTTTGC
<i>Fam102a</i>	Reverse	CTCTTCCGCCATCGTACACAG
<i>Runx2</i>	Forward	AACGATCTGAGATTTGTGGGC
<i>Runx2</i>	Reverse	CCTGCGTGGGATTTCTTGGTT
<i>Sp7</i>	Forward	ATGGCGTCCTCTCTGCTTG
<i>Sp7</i>	Reverse	TGAAAGGTCAGCGTATGGCTT
<i>Alpl</i>	Forward	CCAACTCTTTTGTGCCAGAGA
<i>Alpl</i>	Reverse	GGCTACATTGGTGTGAGCTTTT
<i>Bglap</i>	Forward	CTGACCTCACAGATGCCAAGC
<i>Bglap</i>	Reverse	TGGTCTGATAGCTCGTCACAAG
<i>Rbpjl</i>	Forward	ACTCCGGTGCCTCTCATCAG
<i>Rbpjl</i>	Reverse	CTACGCACACCAAGGAACGA
<i>Colla1</i>	Forward	GCTCCTCTTAGGGGCCACT
<i>Colla1</i>	Reverse	CCACGTCTCACCATTGGGG
<i>Fos</i>	Forward	CGGGTTTCAACGCCGACTA
<i>Fos</i>	Reverse	TTGGCACTAGAGACGGACAGA
<i>Nfatc1</i>	Forward	GCCTTTTGCGAGCAGTATCTG
<i>Nfatc1</i>	Reverse	GCTGCACCTCGATCCGAAG
<i>Notch1</i>	Forward	GATGGCCTCAATGGGTACAAG
<i>Notch1</i>	Reverse	TCGTTGTTGTTGATGTCACAGT
<i>Notch2</i>	Forward	CAGGAGGTGATAGGCTCTAAG
<i>Notch2</i>	Reverse	GAAGCACTGGTCTGAATCTTG
<i>Notch3</i>	Forward	TGCCAGAGTTCAGTGGTGG
<i>Notch3</i>	Reverse	CACAGGCAAATCGGCCATC
<i>Notch4</i>	Forward	GGAGATGTGGATGAGTGTCTGG
<i>Notch4</i>	Reverse	TGGCTCTGACAGAGGTCCATCT
<i>Dll1</i>	Forward	CCCATCCGATTCCCCTTCG
<i>Dll1</i>	Reverse	GGTTTTCTGTTGCGAGGTCATC
<i>Jag1</i>	Forward	AATCGCATCGTACTGCCTTTC

<i>Jag1</i>	Reverse	GTGTCATTACTGGAATCCCAGG
<i>Jag2</i>	Forward	CGCTGCTATGACCTGGTCAATG
<i>Jag2</i>	Reverse	TGTAGGCGTCACACTGGAACTC
<i>Psen1</i>	Forward	ATACCTGCACCTTTGTCCTACT
<i>Psen1</i>	Reverse	GCTCAGGGTTGTCAAGTCTCT
<i>Psen2</i>	Forward	GAAGACTCCTACGACAGTTTTGG
<i>Psen2</i>	Reverse	CACCAGGACGCTGTAGAAGAT
<i>Psenen</i>	Forward	ATGAACTTGGAGCGGGTATCC
<i>Psenen</i>	Reverse	CGAGGAACGCCTCTCTGAAG
<i>Maml1</i>	Forward	AACATGCCCTTCCGGTCATT
<i>Maml1</i>	Reverse	CTGGCCACAGACACAGTAGG
<i>Maml2</i>	Forward	CTGCTCAGTATTCGGGTGGC
<i>Maml2</i>	Reverse	CCCATGAGACGTAGACATGAGG
<i>Maml3</i>	Forward	AACAGCGGAACCCATACCC
<i>Maml3</i>	Reverse	CCTGGTTTCTCACAGCTGCTA
<i>Snw1</i>	Forward	CGGCAGGGACAGTCCAAAG
<i>Snw1</i>	Reverse	ACCTTCTGCGACACAGATTTC
<i>Rbpj</i>	Forward	GCGGATAAAGGTCATCTCCA
<i>Rbpj</i>	Reverse	TTCCTGAAGCAATGCACAAG
<i>Hes1</i>	Forward	AAGATAGCTCCCGGCATTCC
<i>Hes1</i>	Reverse	ACCTCGTTCATGCACTCGCT
<i>Hes6</i>	Forward	CAACGAGAGTCTTCAGGAGCTGCG
<i>Hes6</i>	Reverse	GCATGCACTGGATGTAGCCAGCAG
<i>Hey1</i>	Forward	CATGAAGAGAGCTCACCCAGA
<i>Hey1</i>	Reverse	CGCCGA ACTCAAGTTTCC
<i>Hey2</i>	Forward	GAGAACAATTACCCTGGGCAC
<i>Hey2</i>	Reverse	GGTAGTTGTCGGTGAATTGGAC
<i>Heyl</i>	Forward	AGATGCAAGCCCGGAAGAA
<i>Heyl</i>	Reverse	CGCAATTCAGAAAGGCTACTGTT

Supplementary Table 2: Primer pairs for quantitative PCR

Gene	Target	Orientation	Sequence 5'→3'
<i>Sp7</i>	Site 1	Forward	CTGACAACTTGCCCATATTCC
	Site 1	Reverse	CTCCCCAAAGAAGGGATCTG
	Site 2	Forward	CTCCGAGTCAAGAGTAGGATTGT
	Site 2	Reverse	CTCTCTCAGGCCAGCTCACT
	Site 3	Forward	TATGCTCTGCAAACCACAGC
	Site 3	Reverse	AGAGGCAGCCTGGAGAAAGT
<i>Rbpjl</i>	Site	Forward	TGCTGGGTCTGGCTTCTACTGC
	Site	Reverse	TTTGCTCTGGGCAGGGACAC

Supplementary Table 3: Primer pairs for Cut & Run

# Supplementary material for: Fam102a translocates Runx2 and Rbpjl to facilitate Osterix expression and bone formation
**Source:** Nat Commun. 2025 Jan 2;16:9. doi: 10.1038/s41467-024-55451-z
**Supplement:** Supplementary file 2 — Reporting summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give <i>P</i> values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	BZ-X_Analyzer v1.4.0.1 (Keyence), Bio-Rad CDX Manager v3.11517.0823 (Bio-Rad), CLC Genomics workbench v12.0.3(CLC bio).
Data analysis	Graph Pad Prism v8 (Graph Pad Prism Software), ImageJ v1.53k (National Institutes of Health), BON-FCS v10.01.37.47-H-64 (RATOC).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNAseq data produced in this study were deposited to the public data base (GSE211533: <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE211533>). Source data are provided in our paper. All other data supporting the findings of this study are available from the corresponding author upon reasonable request, as these data are used in our future studies.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see nature.com/documents/nr-reporting-summary-flat.pdf

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	Anti-HA-tag (TANA2, MBL, Cat# M180-3, 1:1000 dilution for western blotting) Anti-Myc-tag (My3, MBL, Cat# M192-3, 1:10000 dilution for western blotting) Anti-LaminB1 (A-11, Santa Cruz, Cat# sc-377000, 1:500 dilution for western blotting) Anti-α-tubulin (DM1A, Santa Cruz, Cat# sc-32293, 1:500 dilution for western blotting) Anti-β-actin (AC-15, Sigma-Aldrich, Cat# A5441, 1:1000 dilution for western blotting) Anti-FLAG® M2 (M2, Sigma-Aldrich, Cat# F1804, 1:1000 dilution for western blotting, 1:50 dilution for CUT&RUN) Anti-Runx2 (D1L7F, Cell Signaling Technology, Cat# 12556, 1:1000 dilution for western blotting, 1:250 dilution for immunocytochemical staining) Anti-Phospho-ERK (D13.14.4E, Cell Signaling Technology, Cat# 4370, 1:1000 dilution for western blotting) Anti-ERK (137F5, Cell Signaling Technology, Cat# 4695, 1:1000 dilution for western blotting) Anti-Phospho-p38 (D3F9, Cell Signaling Technology, Cat# 4511, 1:1000 dilution for western blotting) Anti-p38 (D13E1, Cell Signaling Technology, Cat# 8690, 1:1000 dilution for western blotting) Anti-Phospho-JNK (81E11, Cell Signaling Technology, Cat# 4668, 1:1000 dilution for western blotting) Anti-JNK (N/A, Cell Signaling Technology, Cat# 9252, 1:1000 dilution for western blotting) Anti-Rbpjl (prepared by Sigma-Aldrich against a sequence near the C terminus, 1:250 dilution for western blotting, 1:250 dilution for immunocytochemical staining) Anti-mouse IgG (N/A, Santa Cruz, Cat# sc-2025, 1:10000 dilution for western blotting) Anti-rabbit IgG (N/A, Santa Cruz, Cat# sc-2027, 1:10000 dilution for western blotting) Anti-DDDDK-tag Magnetic Beads (FLA-1GS, MBL, Cat# M185-11, 1:5 dilution for co-immunoprecipitation) Anti-HA-tag Magnetic Beads (TANA2, MBL, Cat# M180-11, 1:5 dilution for co-immunoprecipitation) Anti-Myc-tag Magnetic Beads (PL14, MBL, Cat# M047-11, 1:5 dilution for co-immunoprecipitation) Alexa Fluor® 488-labeled Donkey anti-Rabbit IgG (N/A, Invitrogen, Cat# A21206, 1:1000 dilution for immunocytochemical staining) Hoechst® 33342 (N/A, Invitrogen, Cat# H1399, 1:10000 dilution for immunocytochemical staining) Anti-HA-tag (C29F4, Cell Signaling Technology, Cat# 3724, 1:1000 dilution for western blotting, 1:50 dilution for CUT&RUN)DA1E Anti-rabbit IgG (DA1E, Cell Signaling Technology, Cat# 66362, 1:20 dilution for CUT&RUN)
Validation	Antibodies without anti-Rbpjl used here are commercially available. The rabbit anti-Rbpjl antibody was prepared by Sigma-Aldrich against a sequence near the C terminus of mouse Rbpjl, and affinity purified using the synthetic peptide. Antibodies for western blotting, immunocytochemical staining and co-immunoprecipitation were purchased from MBL, Santa cruz, Sigma-Aldrich, Cell Signaling Technology and Invitrogen. These antibodies are quality control tested for western blotting as mentioned in manufacturer's website. Anti-HA-tag (MBL); https://ruo.mbl.co.jp/bio/dtl/A/?pcd=M180-3 Anti-Myc-tag; https://ruo.mbl.co.jp/bio/dtl/A/index.html?pcd=M192-3 Anti-LaminB1; https://www.scbt.com/ja/p/lamin-b1-antibody-a-11 Anti-α-tubulin; https://www.scbt.com/ja/p/alpha-tubulin-antibody-dm1a Anti-β-actin; https://www.sigmaaldrich.com/JP/ja/product/sigma/a5441 Anti-FLAG® M2; https://www.sigmaaldrich.com/JP/ja/product/sigma/f1804 Anti-Runx2; https://www.cellsignal.jp/products/primary-antibodies/runx2-d1l7f-rabbit-mab/12556 Anti-Phospho-ERK; https://www.cellsignal.jp/products/primary-antibodies/phospho-p44-42-mapk-erk1-2-thr202-tyr204-d13-14-4e-xp-rabbit-mab/4370 Anti-ERK ; https://www.cellsignal.jp/products/primary-antibodies/p44-42-mapk-erk1-2-137f5-rabbit-mab/4695 Anti-Phospho-p38; https://www.cellsignal.jp/products/primary-antibodies/phospho-p38-mapk-thr180-tyr182-d3f9-xp-rabbit-mab/4511 Anti-p38; https://www.cellsignal.jp/products/primary-antibodies/p38-mapk-d13e1-xp-rabbit-mab/8690 Anti-Phospho-JNK; https://www.cellsignal.jp/products/primary-antibodies/phospho-sapk-jnk-thr183-tyr185-81e11-rabbit-mab/4668 Anti-JNK; https://www.cellsignal.jp/products/primary-antibodies/sapk-jnk-antibody/9252 Anti-mouse IgG; https://www.scbt.com/ja/p/normal-mouse-igg Anti-rabbit IgG; https://datasheets.scbt.com/sc-2027.pdf Anti-DDDDK-tag Magnetic Beads; https://ruo.mbl.co.jp/bio/dtl/A/index.html?pcd=M185-11R Anti-HA-tag Magnetic Beads; https://ruo.mbl.co.jp/bio/dtl/A/?pcd=M180-11 Anti-Myc-tag Magnetic Beads; https://ruo.mbl.co.jp/bio/dtl/A/?pcd=M047-11 Alexa Fluor® 488-labeled Donkey anti-Rabbit Ig; https://www.thermofisher.com/antibody/product/Donkey-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21206 Hoechst® 33342; https://www.thermofisher.com/order/catalog/product/H1399 Anti-HA-tag (Cell Signaling Technology); https://www.cellsignal.jp/products/primary-antibodies/ha-tag-c29f4-rabbit-mab/3724 Anti-rabbit IgG (Cell Signaling Technology); https://www.cellsignal.jp/products/primary-antibodies/rabbit-da1e-mab-igg-xp-isotype-control-cut-run/66362

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)	MC3T3-E1 (RBRC-RCB1126, Lot. 057), HEK293 (RBRC-RCB1637, Lot. 024), HEK293T(RBRC-RCB2202, Lot. 021), NIH3T3 cells (RBRC-RCB1862, Lot. 011) obtained from Riken BRC.
Authentication	The cells were originally authenticated by ATCC; no further authentication was performed during this study.
Mycoplasma contamination	Not tested
Commonly misidentified lines (See ICLAC register)	No commonly misidentified lines

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	Ctsk-Cre mice were kindly provided by Dr. T. Nakamura (Nakamura, T et al., Cell 2007). Nfatc1-floxed mice were kindly provided by Dr. A. Rao (Martinez, GJ et al., Immunity 2015). Actb-Cre and Sp7-Cre mice were generated as previously described (Nakashima, T et al., Nat Med 2011; Rodda, SJ et al., Development 2006). Fam102a-floxed mice were generated as follows a targeting vector was designed to insert a single loxP site upstream of exon 2, and a loxP-flanked neomycin resistance cassette downstream of exon 3 of the Fam102a gene. Rbpjl-mutated mice were generated by i-GONAD method. Wild-type mice (C57BL/6J) were obtained from CLEA Japan. All of the mice were maintained under specific pathogen-free conditions. Mice were maintained in a temperature and humidity-controlled room on a 12-hour light cycle with ad libitum access to water and a standard laboratory chow diet.
Wild animals	The study did not involve wild animals.
Reporting on sex	Considering that Fam102a expression could be induced by estrogen stimulation in mice (Wang, DY et al., Molecular Endocrinology 2004), male mice were chosen for most of the experiments.
Field-collected samples	The study did not involve samples collected from the field.
Ethics oversight	All experiments were performed with the approval of the Institutional Animal Care and Use Committee of Institute of Science Tokyo.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plants

Seed stocks	The study did not involve plants.
Novel plant genotypes	Same as the above.
Authentication	Same as the above.

How the deposited data were processed for this re-analysis (not part of the article)

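Total RNA was sequenced from osteoblastic cells that had been differentiated from mouse calvarial cells for 7 days, in 3 *Fam102a*+/+ and 3 *Fam102a*Δ/Δ libraries. The cDNA was made with a SMART-seq v4 kit and sequenced on an Ion Proton sequencer. The authors mapped the reads to mm10 and counted them per gene with CLC Genomics Workbench 12.0.3. The mapping settings and the annotation release are not given in the sources used here. The deposited tables hold read counts per gene (exon, intron, junction and uniquely placed reads) and, in further columns, RPKM and TPM that the authors computed with the same program. The RPKM are exon reads per kilobase of exon scaled by the gene reads of the library, and the deposited TPM are the RPKM rescaled to a fixed sum per library. The count of gene reads in each table equals exon reads plus intron reads. The RPKM were checked by recomputing them from exon reads, exon length and library total. The legends of the paper name Student's t test for the comparison of the genotypes, and the sources used here do not say which values entered it. The authors analysed GO terms with DAVID 6.8. The GO analysis was not repeated here.

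The gene identifiers were compared with GENCODE M21 (GRCm38), in which 51837 had the same symbol. The tables list 19697 genes without an exon, and for these the authors' RPKM rest on gene reads. Coordinates are those of the deposited tables or of this annotation. Gene reads totalled 12212169 to 21210150 per library, with medians of 18986894 for *Fam102a*+/+ and 16795786 for *Fam102a*Δ/Δ. A count of 0 allows up to 3 reads, and such floors and intervals cover counting error only. Reads of mitochondrial genes made up 0.284 to 0.369% of the gene reads. *Xist* had 1 to 11 reads and *Ddx3y* 535 to 744 reads per library, the same pattern in all 6 libraries.

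Gene reads were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by edgeR's filter (minimum count 10, minimum total count 15, large n 10, minimum proportion 0.7), which left 16391 genes. Counts were normalized by TMM, and the genotypes were compared with the robust quasi-likelihood test and Benjamini-Hochberg adjustment at 0.05. The common biological coefficient of variation was 0.221. Log2 fold changes are *Fam102a*Δ/Δ over *Fam102a*+/+, and standard errors are the size of the log2 fold change over the square root of F. CPM are means and SDs of TMM-normalized values. Gene lists were tested on voom values in limma 3.58.1 with camera at a preset inter-gene correlation of 0.01, and with fry, with adjustment over 26 lists. Fry tests whether a list's genes move on balance in 1 direction, and its mixed p whether they change in either direction, and neither compares the list with other genes. Of the 26 lists, 7 passed camera at an adjusted p under 0.05, and 0 of these 7 passed with an estimated correlation (smallest adjusted p 0.203). The lists of sex-linked and mitochondrial genes were read per library only. Single values were compared by exact permutation tests, 2-sided, over the 20 assignments of 3 against 3. Shared sequence was measured as 50-base windows of the annotated transcripts. Other versions were DESeq2 1.42.0, statmod 1.5.0, data.table 1.17.8, Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9.

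The replicate numbers were checked for pairing. Over 13165 genes, the deviations from the group means of same-numbered *Fam102a*+/+ and *Fam102a*Δ/Δ libraries correlated with r = 0.26, 0.20 and 0.23, and those of differently numbered libraries with r from −0.26 to 0.06. The pairing comes from this check, since the sources used here do not say what a number stands for. Replicates 2 and 3 of both genotypes carry the label of 1 sequencing run and replicate 1 does not. A fit with the replicate number as a block was an alternative, and its values are given where they change a call.

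The tests, the lists, the alternatives and the rule for naming genes were chosen before the data were examined, apart from those said to be chosen later. The rule names *Fam102a*, every gene the paper names for these data, up to 12 genes per direction with the largest change among those called, filled up by the smallest unadjusted p, up to 4 members of each list, the 5 transcription factors at each end of the ranking, and *Gapdh*, *Actb* and sex-linked genes as checks. Alternatives were RLE and upper quartile factors, DESeq2's Wald test, no filter, at least 10 reads in every library, uniquely placed gene reads, limma on log2(RPKM + 0.1) and on log2(RPKM + 1), Student's t test on RPKM without adjustment, edgeR without the robust fit, the replicate block with and without a correction for gene length and GC content, replicates 2 and 3 only, and leaving out each library in turn. Exon reads and uniquely placed exon reads were added after the values were seen. A count is called unchanged within 1.5 times its main value, and the ratio of *Kpna2* within 1 SD. A change of sign counts as a reversal only where the value passed an unadjusted p under 0.05 in 1 of the 2 settings.

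The fits were tested on simulated data made from the means and sizes of these libraries. Of 15988 simulated genes tested, 62 of 100 genes changed by 1 on the log2 scale and 90 of 100 changed by 2 were called, 0 of them with the wrong sign, and 22 of 15748 unchanged genes were called. A lowered list of 40 genes was called by camera, and 0 of 25 other lists were. The simulated genes were drawn independently of each other. In these libraries the estimated correlation within a list reached 0.885 (macrophage markers), so the run does not show how often camera calls a correlated list wrongly. Values of some named genes are not reported here. Experiments of the paper other than this RNA sequencing were not analysed here.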

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

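The tests on *Gm26553* and *Gm26689*, on the share of the main cell type and on fewer chondrocyte-like cells were chosen after the result was seen.

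All 8 genes called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment lie outside those the paper discusses. *Fbln7* had 16.0 ± 1.27 CPM (SD, n = 3) in *Fam102a*+/+ and 5.20 ± 0.653 CPM in *Fam102a*Δ/Δ, a log2 fold change of −1.62 (adjusted p = 0.0194 from edgeR). *Gdf10* went from 54.5 ± 4.93 to 17.8 ± 3.89 CPM (−1.62, adjusted p = 0.0224 from edgeR), and *Comp* from 286 ± 9.99 to 100.5 ± 22.6 CPM (−1.51, adjusted p = 0.0260 from edgeR). *Tnfrsf19* went from 7.60 ± 0.870 to 2.04 ± 0.152 CPM (−1.89, adjusted p = 0.0264 from edgeR). *Adamtsl1* went from 128 ± 7.82 to 67.5 ± 4.96 CPM (−0.92, adjusted p = 0.0324 from edgeR), and *Lbh* rose from 33.6 ± 2.83 to 62.8 ± 3.73 CPM (0.90, adjusted p = 0.0324 from edgeR). In each of these 6 genes, 3 of 3 *Fam102a*Δ/Δ libraries lay beyond every *Fam102a*+/+ library, as chance gives in 10% of genes. This is not independent evidence, since the genes were called on these libraries. Leaving out 1 library ended most of these calls, while the log2 fold changes in these fits were −1.68 to −1.52 for *Fbln7*, −1.72 to −1.45 for *Gdf10*, −1.70 to −1.39 for *Comp*, −1.98 to −1.81 for *Tnfrsf19*, −0.98 to −0.87 for *Adamtsl1* and 0.85 to 0.97 for *Lbh*. Of the 6 genes, 0 were called by edgeR without *Fam102a*+/+ replicate 1 (adjusted p 0.0755 to 0.108), without *Fam102a*+/+ replicate 2 (0.115 to 0.288), without *Fam102a*+/+ replicate 3 (0.218 to 0.284) or without *Fam102a*Δ/Δ replicate 1 (0.0790 to 0.115). Without *Fam102a*Δ/Δ replicate 2, *Fbln7* and *Comp* were called, and without *Fam102a*Δ/Δ replicate 3 all but *Comp* were. Over all alternatives, the highest adjusted p was 0.307 for *Fbln7*, *Comp* and *Lbh*, 0.315 for *Gdf10*, 0.323 for *Tnfrsf19* and 0.397 for *Adamtsl1*. With the replicate number as a block, *Comp*, *Fbln7* and *Lbh* were called and *Gdf10*, *Tnfrsf19* and *Adamtsl1* were not.

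The called genes *Gm26553* and *Gm26689*, on chromosome 3, had 0 reads in all *Fam102a*+/+ libraries. *Gm26553* had 297, 532 and 280 reads and *Gm26689* 308, 556 and 283 reads in the *Fam102a*Δ/Δ libraries (adjusted p = 0.00706 for each from edgeR). With a floor of 3 reads over the group, they were at least 371-fold and at least 384-fold higher. Each was called in 5 of 6 fits that left out 1 library, and not without *Fam102a*Δ/Δ replicate 1 (adjusted p = 0.0790 for each). They were not called with replicates 2 and 3 only (0.293 and 0.307) or by limma on log2(RPKM + 0.1) (log2 fold changes 0.28 and 0.44, adjusted p = 0.656 and 0.611) and log2(RPKM + 1) (0.03 and 0.05, adjusted p = 0.750 and 0.664). RPKM rest on exon reads, which numbered 1, 1 and 0 for *Gm26553* and 0, 2 and 2 for *Gm26689* in the *Fam102a*Δ/Δ libraries, so nearly all their reads lay in introns. They could not be tested with at least 10 reads in every library, with exon reads or with uniquely placed reads. A candidate explanation is that reads matching near-identical copies were placed at other copies in *Fam102a*+/+. No value argued against it. The uniquely placed reads at the 2 genes numbered 0 in every library. The genes that overlap the copies, *Gm17575* and *Platr30*, took reads unevenly, *Gm17575* with 1, 1111 and 1 in *Fam102a*+/+ and 463, 0 and 0 in *Fam102a*Δ/Δ. Summed over the 4 genes, the difference was 0.65 on the log2 scale, from 56.7, 58.6 and 63.1 CPM in *Fam102a*+/+ to 116, 89.8 and 74.7 CPM in *Fam102a*Δ/Δ. Reads from overlapping genes enter this sum more than once where they were counted for both, and every *Fam102a*Δ/Δ library stays above every *Fam102a*+/+ library, so a smaller true rise stays open.

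Of 19 tested chondrocyte markers, 18 were lower in *Fam102a*Δ/Δ (camera adjusted p = 3.87e-19 at the preset correlation, median log2 fold change −0.92). The call was lost with an estimated correlation (adjusted p = 0.203), and fry gave an adjusted p of 0.0803. At an unadjusted p under 0.05, 13 were lower and 1 higher, and 12 were lower when adjusted over the list alone. Over all genes, edgeR called 1 lower and DESeq2 11. All 19 reached 1 CPM in *Fam102a*+/+, 5 belong to another list as well, and the paper names *Fgfr3*, *Sox6* and *S100b* from these libraries. The most abundant were *Col2a1*, at 2020 CPM in *Fam102a*+/+ and 1503 CPM in *Fam102a*Δ/Δ, and *Comp*. The tables argue against a trend with gene length or GC content, since with the replicate block and a correction for both the adjusted p at the preset correlation was 9.82e-21. They argue against 1 library as the source, since the markers' mean was lower in every *Fam102a*Δ/Δ library than in every *Fam102a*+/+ library. In log2 CPM centred per gene, the means were 0.405, 0.592 and 0.490 in *Fam102a*+/+ and −0.556, −0.139 and −0.792 in *Fam102a*Δ/Δ. Leaving out each library in turn gave at most 1.47e-11 at the preset correlation. This test alone is a weak guide, since it also passed in splits across the genotypes (lowest 1.19e-04). A changed share of the main cell type would move the markers of all other types alike. Of 10 lists of cell types other than chondrocytes, 3 were called higher and 1 lower by camera at the preset correlation, and 0 of these 4 passed with an estimated correlation. The median log2 fold change was above 0 in 3 of the 10 lists and below 0 in 7. They were not all of 1 sign, but no list's call holds with an estimated correlation, so this explanation stays open. Fewer chondrocyte-like cells in the *Fam102a*Δ/Δ cultures and lower expression within the cells cannot be told apart, since both lower most markers, as 94.7% of them were. Whether a difference between the litters or animals took part was not tested.

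Beside the chondrocyte list, 6 lists passed camera at the preset correlation, and 0 of them with an estimated correlation. Markers of pericytes and smooth muscle were higher (adjusted p = 7.63e-06, adjusted p = 0.495 with an estimated correlation, 13 genes, 12 higher), with *Acta2* at 1961 CPM in *Fam102a*+/+ and 2200.04 CPM in *Fam102a*Δ/Δ. Genes of hypoxia and glycolysis were higher (adjusted p = 1.80e-04, adjusted p = 0.495 with an estimated correlation, 21 genes, 19 higher), but without *Fam102a*Δ/Δ replicate 3 the adjusted p was 0.507. Neural and glial markers were higher (adjusted p = 0.00121, adjusted p = 0.495 with an estimated correlation, 13 genes, 10 higher), although *S100b* was lower. Adipocyte markers were lower (adjusted p = 0.0128, adjusted p = 0.284 with an estimated correlation, 13 genes, 10 lower), and the adjusted p was 0.0771 without *Fam102a*+/+ replicate 2 and 0.0745 without *Fam102a*Δ/Δ replicate 1. Genes of the Notch pathway were higher (adjusted p = 0.0129, adjusted p = 0.284 with an estimated correlation, 20 genes, 15 higher, *Rbpjl* being lower), with 0.0918 without *Fam102a*+/+ replicate 3. Muscle markers were higher (adjusted p = 0.0241, adjusted p = 0.495 with an estimated correlation, 12 genes, 10 higher). Their adjusted p was 0.105 without *Fam102a*+/+ replicate 1, 0.459 without *Fam102a*+/+ replicate 3, 0.267 without *Fam102a*Δ/Δ replicate 1, 0.100 without *Fam102a*Δ/Δ replicate 2 and 0.0558 with the replicate block. Genes with an unadjusted p under 0.05 numbered 8 higher in the pericyte list, 3 higher in the hypoxia list, 4 higher and 1 lower in the neural list, 3 lower in the adipocyte list, 4 higher and 1 lower in the Notch list and 2 higher in the muscle list. Adjusted over the list alone, 1 gene was higher in the pericyte list, 2 in the neural list and 1 lower in the adipocyte list, and edgeR called 0 in the hypoxia, Notch and muscle lists. Over all genes, edgeR called 0 genes of the 6 lists, and DESeq2 called 1 higher in the pericyte list, 3 higher and 1 lower in the neural list and 0 in the other 4 lists.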

How the results depend on the processing

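The settings with exon reads or uniquely placed exon reads were chosen after the result was seen, and all other tests were planned.

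Over 184 genes, those that the naming rule covers and those named later, of which the text names a part, 3457 of 3810 values under these alternatives kept their direction and their side of the threshold, 62 lost the call, 177 gained it, 114 changed sign without passing in either setting, and 0 reversed. The cause was not tested for any change below.

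The counts at an adjusted p under 0.05, 3 higher and 5 lower, moved as follows. RLE factors gave 6 higher, DESeq2 49 higher and 72 lower, no filter 169 and 171, and at least 10 reads in every library 1 higher. Limma on log2(RPKM + 0.1) and on log2(RPKM + 1) gave 0 and 0, and replicates 2 and 3 only gave 0 and 0. The fit without the robust step gave 3 lower and exon reads 8 lower. Student's t test on RPKM, run without adjustment, gave 1073 and 227. Leaving out 1 library gave 0 to 5 higher and 0 to 8 lower: 0 and 0 without *Fam102a*Δ/Δ replicate 1, 5 and 8 without *Fam102a*Δ/Δ replicate 3, 2 lower without *Fam102a*+/+ replicate 1, and 0 lower without *Fam102a*+/+ replicate 2 or 3. At an unadjusted p under 0.05, 479 higher and 512 lower became 988 and 1062 with no filter, 1166 and 269 with limma on log2(RPKM + 0.1), and 1142 and 271 on log2(RPKM + 1). Replicates 2 and 3 only gave 451 and 402. Leaving out 1 library gave 296 (without *Fam102a*+/+ replicate 3) to 747 (without *Fam102a*Δ/Δ replicate 3) higher and 331 to 792 lower, without the same libraries.

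With the replicate block, edgeR called 5 genes higher and 4 lower, of which 3 and 2 were among those called without it. It ended the calls of *Gdf10* (adjusted p = 0.0675), *Tnfrsf19* and *Adamtsl1* (0.0581 each) and added *Tubb2b*, *Fat4* and *Col7a1* (0.0499 each) and *S100b* (0.0441). The block with a correction for gene length and GC content gave 7 and 12, and 721 higher at an unadjusted p under 0.05. The block also ended the call of muscle markers (adjusted p = 0.0558) and changed no other call at an adjusted p under 0.05 among the genes and lists named in the text.

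Of the genes of Fig. 5a, 10 were lower at an unadjusted p under 0.05, 4 by Student's t test on RPKM and 5 to 12 when 1 library was left out (5 without *Fam102a*+/+ replicate 3, 6 without *Fam102a*+/+ replicate 2 or *Fam102a*Δ/Δ replicate 2, and 12 without *Fam102a*Δ/Δ replicate 3). The number of lower genes of Supplementary Fig. 11a, 18, ran from 13 to 20. *Rbpjl* ranked 1 among transcription factors, 25 with no filter, 3 with limma on log2(RPKM + 1), 5 by Student's t test on RPKM, and 2 with replicates 2 and 3 only, with exon reads and with the list widened to zinc finger families. It ranked 1 to 5 when 1 library was left out, 5 without *Fam102a*Δ/Δ replicate 1, 3 without *Fam102a*Δ/Δ replicate 2, and 2 without *Fam102a*Δ/Δ replicate 3, *Fam102a*+/+ replicate 1 or *Fam102a*+/+ replicate 3. With at least 10 reads in every library it was not testable, because *Fam102a*Δ/Δ replicate 1 had 6 reads.

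By Student's t test on RPKM, *Fam102a* (−0.21), *Rbpjl* (−1.49), *Runx2* (−0.24), *Sp7* (−0.90) and *Alpl* (−1.60) passed an unadjusted p under 0.05. With no filter, *Rbpjl* (−1.61), *Sp7* (−0.99) and *Alpl* (−1.68) passed an adjusted p under 0.05, as did *Sp7* (−0.99) and *Alpl* (−1.67) with DESeq2. The adjusted p of *Rbpjl* ran from 4.0e-05 to 1.00 and that of *Runx2* from 0.140 to 1.00. *Kpna2* stood at 2.35 times the next member in RPKM and 0.397 times in CPM. RPKM of uniquely placed exon reads gave 0.272 times, which does not test this order, since 70.4% of the windows of *Kpna2* and 0% of those of *Kpna6* are shared with other genes.

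The number of lists past camera, 7, was 12 with no filter, 0 with an estimated correlation, 0 with fry (9 by its mixed p) and 7 to 11 when 1 library was left out, 11 being without *Fam102a*Δ/Δ replicate 1. Bone matrix genes, higher at 0.958, were lower at 0.985 with at least 10 reads in every library, 0.966 with exon reads and 0.905 with fry. FGF signalling, higher at 0.805, was lower at 0.987 with replicates 2 and 3 only, 0.774 with exon reads and 0.905 with fry. Leaving out 1 library gave adjusted p-values of 0.104 to 0.919 for osteoblast transcription factors (higher at 0.865 without *Fam102a*+/+ replicate 2 and 0.445 without *Fam102a*Δ/Δ replicate 3), 0.100 to 0.979 for bone matrix genes (lower at 0.562 without *Fam102a*+/+ replicate 2 and 0.450 without *Fam102a*+/+ replicate 3), 0.535 to 0.865 for FGF signalling (lower at 0.865 without *Fam102a*+/+ replicate 2 and 0.808 without *Fam102a*Δ/Δ replicate 1) and 0.0145 to 0.951 for the cell cycle. Bone matrix genes reversed to lower at 0.100 without *Fam102a*Δ/Δ replicate 2. The cell cycle list reversed to higher at 0.0145 without *Fam102a*Δ/Δ replicate 3 and was called lower at 0.0477 without *Fam102a*Δ/Δ replicate 1 and 0.0366 without *Fam102a*Δ/Δ replicate 2. Genes of immediate early response and stress ran from 0.00459 (lower, without *Fam102a*Δ/Δ replicate 2) to 0.991, where they reversed to higher without *Fam102a*Δ/Δ replicate 3. Macrophage markers reversed to higher at 0.0642 without *Fam102a*+/+ replicate 2 and 0.0477 without *Fam102a*Δ/Δ replicate 1. The genes described as bound or induced by Runx2, lower at 0.0513, were called lower at 0.0356 with no filter and 0.00148 with exon reads, gave 0.495 with an estimated correlation and 0.318 with fry, and ran from 0.00459 (without *Fam102a*Δ/Δ replicate 2) to 0.160 (without *Fam102a*+/+ replicate 1) when 1 library was left out. With no filter, genes of the IGF axis (0.0158), immediate early and stress genes (0.0334) and suture mesenchyme and dura (0.0215) were also called lower and osteocyte genes (0.0158) higher. With replicates 2 and 3 only, interferon response (1.57e-08) and immediate early and stress genes (0.0183) were called lower, and with exon reads suture mesenchyme and dura (0.0240). The calls of adipocyte (0.0564) and muscle markers (0.282) were lost with replicates 2 and 3 only. That of muscle markers was also lost with exon reads (0.177), with at least 10 reads in every library (0.0814) and with the block corrected for length and GC content (0.0546).

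Depth limits genes with few reads, since 1 read is 0.0471 to 0.0819 CPM. TPM scale every gene of a library alike and left the ratio of *Kpna2* as in RPKM.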

Differences from the paper's values

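Exon reads were chosen as a setting after the result was seen, and the other tests named here were planned.

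For *Fgfr2*, the paper's log2 fold change is about −1.0 in Fig. 5a, read by eye, and the value here is −0.33. Of the alternatives set before the data were examined, limma on log2(RPKM + 0.1) (−0.88) and Student's t test on RPKM (−0.88) came within the error of the paper's value and the others did not. Exon reads gave −1.01, a setting chosen after seeing the values, and with them *Sfrp2* and *Clec11a* of the paper's 13 genes did not pass an unadjusted p under 0.05. For *Thbs1*, the paper's log2 fold change is about −0.65 in Fig. 5a, read by eye, and the value here is −0.43. Of the alternatives set before the data were examined, leaving out *Fam102a*+/+ replicate 2 (−0.47) came within the error and the others did not.

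Fig. 5a shows runs of points at fixed heights of −log10 p although its legend names Student's t test, so it is not known how its p-values were computed. For *Fgfr2*, the paper's −log10 p is about 4.0 in Fig. 5a, read by eye, and the value here is 0.850 from edgeR. Of the alternatives set before the data were examined, limma on log2(RPKM + 0.1) (3.36), limma on log2(RPKM + 1) (3.37) and leaving out *Fam102a*Δ/Δ replicate 1 (2.73) came within 1.5 times and the others did not. For *Fgfr3*, the paper's −log10 p is about 1.7 in Fig. 5a, read by eye, and the value here is 4.50. Student's t test on RPKM (1.80), set before the data were examined, came within 1.5 times and the other alternatives did not. For *Thbs1*, the paper's −log10 p is about 5.0 in Fig. 5a, read by eye, and the value here is 1.61. DESeq2's Wald test (3.66), set before the data were examined, came within 1.5 times and the other alternatives did not. Exon reads, chosen after seeing the values, gave 4.82 for *Fgfr2*.

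The paper states that the osteoblast differentiation genes of Supplementary Fig. 11a were lower. Over the 30 tested genes, 18 were lower and 12 higher, 9 and 1 of them at an unadjusted p under 0.05. *Alpl* (−1.67), *Sp7* (−0.98) and *Runx2* (−0.40) were lower. The change of *Runx2* did not pass adjustment (adjusted p = 0.603 from edgeR). From other experiments, the paper reports unchanged *Runx2* mRNA and normal Runx2 protein in *Fam102a*Δ/Δ cells. The paper counts *Fgfr2*, *Clec11a* and *Sfrp2* among the genes that passed P = 0.05. Here all 3 were lower and did not pass an unadjusted p under 0.05. *Fgfr2* passed with no filter, with limma on either RPKM scale, by Student's t test on RPKM, with the replicate block with or without the correction for gene length and GC content, with replicates 2 and 3 only, without *Fam102a*Δ/Δ replicate 1, and with exon reads or uniquely placed exon reads, both chosen after seeing the values. *Clec11a* passed with the replicate block with or without that correction, with replicates 2 and 3 only, without *Fam102a*Δ/Δ replicate 3 and without the robust fit, and *Sfrp2* passed without *Fam102a*Δ/Δ replicate 3. The paper places *Rbpjl* as the most lowered transcription factor. It ranked 1 here as well. On RPKM, which is not known to be the paper's scale, it ranked 5 by Student's t test over the factors tested here. With limma it ranked 1 on log2(RPKM + 0.1) and 3 on log2(RPKM + 1).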

Other observations

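The tests on *Matn4*, on the introns of *Fgfr2* and on the deleted exons of *Fam102a* were chosen after the result was seen.

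*Rbpjl* was lower in *Fam102a*Δ/Δ, and *Matn4*, which overlaps it on the opposite strand, fell alike. For all reads counted for *Rbpjl*, reads of *Matn4* may hold much of the difference. The ratio of *Rbpjl* gene reads to *Matn4* exon reads was 0.0387 ± 0.00612 (SD, n = 3) in *Fam102a*+/+ and 0.0360 ± 0.0174 (SD, n = 3) in *Fam102a*Δ/Δ, a log2 ratio of −0.11. Reads of *Matn4* as the whole source are argued against by the spliced reads of *Rbpjl*, whose rate in *Fam102a*Δ/Δ was 0.201 times that in *Fam102a*+/+, an interval of 0.0684 to 0.491 for counting error. A single library, *Fam102a*Δ/Δ replicate 1, as the whole source is argued against by the log2 fold change of −1.17 without it. Uniquely placed reads of *Rbpjl*, spliced or not, numbered 74 in *Fam102a*+/+ and 19 in *Fam102a*Δ/Δ. How much of the fall in all reads counted for *Rbpjl* comes from a lower level of its transcripts stays open. The paper reports less *Rbpjl* mRNA by RT-qPCR, with primers outside the overlap, and less Rbpjl protein in *Fam102a*Δ/Δ cells. These measurements run in the same direction and do not settle the counts.

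For *Fgfr2*, reads from genes within its introns may explain why gene reads fell less than exon reads. The log2 fold change of exon reads was lower than that of intron reads by the difference −1.04, with 68 genes inside the span. Retained introns of *Fgfr2* itself would give the same values and were not tested.

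Strain variants linked to the targeted allele would raise the share of changed genes near *Fam102a*. Within 10 Mb on chromosome 2, 13 of 254 tested genes passed an unadjusted p under 0.05, and 978 of 16136 elsewhere, a ratio of shares of 0.844 (2-sided Fisher's exact test, p = 0.689, 95% interval of the odds ratio 0.437 to 1.46). This argues against such an excess, at the level of the gene counts.

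The log2 fold change of exon reads of *Fam102a* was −0.34. It lies −2.16 standard errors from the −0.05 expected from the 3.58% of exon length that the deletion takes from *Fam102a*-201. Of *Fam102a*-202, only exon 3, with 75 of its 370 bases, lies in the deleted exons, and *Fam102a*-203 has no exon there. Their expected values were not computed on this basis. Lost length and other effects of the allele on the transcript cannot be told apart, since the exon reads are not assigned to transcripts. Intron reads of *Fam102a* had a log2 fold change of 0.77, from 2.75 ± 1.03 to 4.69 ± 0.592 CPM (2-sided exact permutation test, p = 0.1).

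The 6 libraries can be split into 3 against 3 in 10 ways, too few for a share under 0.05. Splits with a result as large as the real one numbered 1 for genes called higher (3 against at most 1 in another split) and 1 for genes called lower (5 against 1). They numbered 3 for genes higher at an unadjusted p under 0.05 (479 against 962) and 3 for genes lower (512 against 962). For the rank of *Rbpjl* the number was 1 (rank 1 against 4), for the lower genes of Supplementary Fig. 11a 8 (18 against 22), and for those of Fig. 5a 1 (10 against 6). For the lists it was 9 for osteoblast transcription factors (adjusted p 0.805 against 3.64e-04), 10 for bone matrix genes (0.958 against 2.50e-04), 9 for FGF signalling (0.805 against 0.201), 10 for the cell cycle (0.647 against 1.42e-07) and 1 for chondrocyte markers (3.87e-19 against 1.19e-04). For the number of lists called it was 6 (7 against 13). The study picked *Rbpjl* and the genes of Fig. 5a from the real split of these libraries, so their numbers of splits are not evidence. The split of *Fam102a*+/+ replicate 1, *Fam102a*Δ/Δ replicate 1 and *Fam102a*Δ/Δ replicate 2 against the other libraries called 1786 genes at an unadjusted p under 0.05, against 991 for the real split, and points to a structure of the samples besides the genotype. Of the 4 splits that part all 3 same-numbered pairs, the highest other count in 1 direction was 286.

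Other lists did not pass camera. Immediate early and stress genes (adjusted p = 0.0513), genes of the IGF axis (0.0997), suture mesenchyme and dura (0.0997), interferon response (0.141), Wnt signalling (0.186), epithelial (0.201), endothelial (0.232), macrophage (0.299) and tendon markers (0.544) ran lower, as did BMP and TGF-β signalling (0.860). Importins (0.129), osteocyte genes (0.196), extracellular matrix (0.635) and osteoclast markers (0.958) ran higher. The mean log2 fold change was above 0 for tendon markers (0.03) and for BMP and TGF-β signalling (0.02), against the direction of their test. The median (−0.10) and the fry direction of osteoclast markers were below 0. Single libraries moved some of these lists past camera's threshold at the preset correlation. Immediate early and stress genes were called lower without *Fam102a*+/+ replicate 1 (adjusted p = 0.0424), *Fam102a*+/+ replicate 2 (0.0215), *Fam102a*Δ/Δ replicate 1 (0.0162) or *Fam102a*Δ/Δ replicate 2 (0.00459), and ran higher without *Fam102a*Δ/Δ replicate 3 (0.991). Interferon response was called lower without *Fam102a*+/+ replicate 1 (0.00310) or *Fam102a*Δ/Δ replicate 1 (2.85e-04), suture mesenchyme and dura without *Fam102a*+/+ replicate 1 (0.0286) or *Fam102a*Δ/Δ replicate 3 (0.00233), and the IGF axis without *Fam102a*Δ/Δ replicate 1 (0.0245). Macrophage markers were called lower without *Fam102a*+/+ replicate 3 (0.0155) or *Fam102a*Δ/Δ replicate 3 (0.0145) and higher without *Fam102a*Δ/Δ replicate 1 (0.0477). Extracellular matrix was called higher without *Fam102a*+/+ replicate 1 (0.0286) and osteocyte genes without *Fam102a*Δ/Δ replicate 3 (0.0439). Of the partners of Runx2 that the paper names, *Yap1* (0.04), *Wwtr1* (0.21) and *Hes1* (0.13) did not pass an unadjusted p under 0.05. *Gapdh* had 678 CPM in *Fam102a*Δ/Δ replicate 3 and 254 to 407 CPM in the other libraries. Next to the genes called, the smallest unadjusted p among higher genes was that of *Col5a3* (0.88, adjusted p = 0.0503 from edgeR) and among lower genes those of *Fgfr3* and *Fgfrl1* (−0.88, adjusted p = 0.0572 from edgeR), none of which passed.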
